# Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis

**DOI:** 10.1038/s41418-022-00954-9

**Published:** 2022-02-23

**Authors:** Yujia Fan, Xiaohan Huo, Beibei Guo, Xiaohui Zhang, Yang Yang, Jiabei Lian, Xinyuan Meng, Yiwen Shao, Yongxin Zou, Haiyang Guo, Haitao Wang, Gongping Sun, Hao Dou, Jinshen Wang, Changshun Shao, Yaoqin Gong, Huili Hu

**Keywords:** Development, Ubiquitin ligases

## Abstract

Hierarchical organization of intestine relies on the self-renewal and tightly regulated differentiation of intestinal stem cells (ISCs). Although signals like Wnt are known to sustain the continued intestinal renewal by maintaining ISCs activity and lineage commitment, molecular mechanisms underlying ISCs ‘stemness’ and supportive niche have not been well understood. Here, we found that CUL4B-RING ubiquitin ligase (CRL4B) regulates intestinal homeostasis by targeting immunity-related GTPase family M member 1 (IRGM1) for proteasomal degradation. CUL4B was mainly expressed at ISCs zone. Deletion of *Cul4b* led to reduced self-renewal of ISCs and a decreased lineage differentiation towards secretory progenitors through downregulated Wnt signals. Besides, *Cul4b*-null mice exhibited impaired Paneth cells number and structure. Mechanistically, CRL4B complex were associated with WD40 proteins and targeted IRGM1 at K270 for ubiquitination and proteosomal degradation. Impaired intestinal function caused by CUL4B deletion was rescued by down-regulation of its substrate IRGM1. Our results identified CUL4B as a novel regulator of ISCs and revealed a new 26 S proteasome degradation mechanism in intestine self-renewal and lineage commitment.

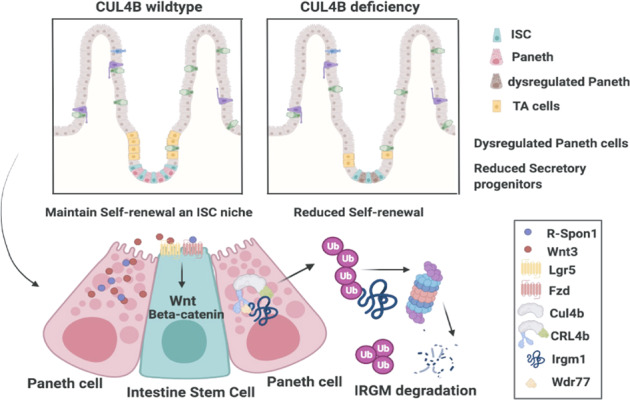

## Introduction

The mammalian intestine is organized into crypt-villi structures and self-renews with a rapid turnover rate of 4–5 days. Lgr5^+^ (also called crypt base columnar, CBC) cells at the bottom of crypt act as intestinal stem cells (ISCs) during intestinal homeostasis [1]. ISCs maintain continued self-renewing ability and produce differentiated progeny including rapidly proliferating transit-amplifying (TA) cells, post-mitotic enterocytes, absorptive and secretory lineages [2, 3]. Among them, larger, granule-containing Paneth cells intermingled with ISCs at the bottom crypt function as components of stem cell niche by secreting factors and host defensing [4, 5].

ISC stemness is tightly controlled by various pathways. Wnt signals restricted to the lower crypt form a gradient to fuel the continued renewal by maintaining ISC activity and regeneration [6, 7]. Lgr5, the marker of stem cells, is the direct target gene of Wnt signaling pathway [8]. Deletion of *Ctnnb1* and *Tcf7l2* (TCF4), the downstream transcription factors of Wnt pathway, in *pVillin*-Cre^ERT2^ mice results in a rapid loss of Lgr5^+^ cells [9]. Stem cell-specific activation of Wnt signals by *Apc* mutation confers a growth advantage [10, 11]. Conversely, overexpression of the secreted Wnt inhibitor Dickkopf1 (Dkk1) leads to the loss of crypts [12]. Paneth-cell derived Wnt3a and R-spondin1 are proved to be essential to maintain 3D organoids culture for ex vivo expansion [7]. Besides epithelial signals, reduced mTOR activity by calorie restriction or inhibition of glycolysis in Paneth cells metabolically also boosts ISC function [13]. The growth factors and cytokines secreted by mesenchymal cells also provide vital supporting niche for stem cells [14]. Thus identification of additional regulators of Wnt pathway in ISC niche will definitely contribute to a better understanding of ISC regulating network. Although loss of IRGM1 has been reported to result in disrupted intestinal epithelial function, gut dysbiosis, defects in anti-microbial peptide secretion and stress responses to pathogenic microbes [15, 16], however its role in ISC regulation has not been documented.

Cul4 encodes the scaffold protein of Cullin-Ring family, the biggest E3 ubiquitin ligase complex in mamallian cells [17]. CUL4B assembles DDB1, ROC1 and substrate receptors to form various CUL4B-RING E3 ligase complexes (CRL4B). CRL4B catalyzes polyubquitination of substrates for proteosomal degradation [18]. Although CUL4B possesses high homology with CUL4A, the nuclear localization sequences (NLS) of CUL4B distinguishes it from CUL4A in multiple biological processes [19]. We and other group have found that *CUL4B* mutation causes human X-linked intellectual disabilities [20, 21]. Disruption of *Cul4b* in mice results in early embryonic lethality before E9.5 [22, 23]. CUL4B in extraembryonic tissues is essential for early development. Selective deletion of CUL4B in the epiblast shows no significant defects except for the abnormal spermatogenesis [24]. Our recent study reveal the function of CUL4B in adipogenesis [25], but no research has addressed its role in intestine regulation.

We here studied the function of CUL4B in intestinal homeostasis. Our results showed a surprising cytoplasm-specific localization of CUL4B at the ISCs zone. To determine the function of CUL4B in the intestine, we generated conditional knockout mice and in vitro organoids to investigate how CUL4B modulates ISC stemness and cell lineage commitment. We found that CUL4B was required for intestine self-renewal and proliferation. Loss of *Cul4b* caused scarcity of Lgr5^+^cells, Paneth cells and secretory lineages by decreasing Wnt signals. We uncovered IRGM1 as the ubiquitination substrate of CRL4B. CRL4B ubiquitylated IRGM1 at K270 and promoted Wnt3 secretion. Our findings suggest that CUL4B is essential in maintaining ISCs stemness and intestinal homeostasis.

## Materials and methods

### Animals and administration

All animal experiments were approved by the Animal Care and Use Committee of the School of Basic Medical Science of Shandong University (No. LL-201502043 and ECSBMSSDU2019-2-008). *Lgr5*-EGFP-ires-Cre^ERT2^, *CAG*-Cre^ERT2,^ and Rosa26-LSL-Cas9-tdTomato mice were from the Jackson Laboratory (stock number 008875 and 004682) or GemPharmatech co. Ltd (stock numbers T002249). *pVillin*-Cre mice were provided by Dr. Baichun Jiang. *Cul4b* transgenic mice were generated as described previously [26]. Mice were housed in SPF facilities. The wildtype or *Cul4b* knockout mice from 8 to16 weeks were used for most experiments. For Cre induction, mice with the genotyping of *Lgr5-*EGFP-ires-Cre^ERT2^ and *CAG-*Cre^ERT2^ were intraperitoneally injected with 100 μl tamoxifen at the concentration of 2 mg/ml for 5 consecutive days.

### Tissue histology and immunofluorescence

Small intestines or colons from WT or KO mice were isolated, rinsed with cold PBS, fixed in 4% paraformaldehyde overnight at 4 °C, and embedded in Tissue-Tek® OCT or paraffin. Tissues were cut into 4 μm sections. Unstained paraffin sections were washed twice with xylene dewax, dehydrated in ethanol solution with decreasing concentration (100%, 95%, 90%, 80%, 75%, 70%, 50%, 25%), and stained with hematoxylin-eosin staining (H&E). To assess tissue histology, the crypts and villus length were quantified from crypt/villus units per mouse with triplicates. Positive staining cells with PCNA, Olfm4, or Lyz were quantified from approximately 50 well-oriented crypt/villus units per mouse with triplicates.

Unfixed tissue segments were embedded with Tissue-Tek® OCT and frozen in freezing table. Sections were cut on a Freezing Microtomes. For immunofluorescence, antigen retrieval was achieved by boiling in Citrate Antigen Retrieval Solution. Sections were washed in PBS, then permeabilized (0.2% Triton X-100 in PBS) and incubated in blocking solution (10% v/v goat/donkey serum in PBS) at 37 °C for one hour. Primary antibody treatment was performed overnight at 4 °C in blocking solution. Secondary antibody was incubated one hour at room temperature. Microscopic images were obtained with Laser Confocal Microscope (LSM880, LSM900) and OLYMPUS imaging.

The primary antibodies included the following: anti-CUL4B (Sigma, St. Louis, MO, USA, 1:750), anti-Lyz (Abcam, Cambridge, UK, 1:1000), anti-Ki67 (Abcam, 1:500), anti-PCNA (GeneTex, Alton PkwyIrvine, CA, USA, 1:500), anti-β-catenin (Santa Cruz, CA, USA, 1:1000), anti-GFP (Rockland, USA, 1:500), anti-Olfm4 (Cell signaling, Beverly, MA, USA 1:400), anti-BrdU (Abcam, 1:1000), anti-UEA-1 (Sigma, 1:200), anti-Mucin2 (Santa, 1:100), anti-ChgA (Santa, 1:100), anti-Villin(Abcam, 1:400) and anti-WDR77(Abcam, 1:200). Secondary antibodies included peroxidase-conjugated goat anti-rabbit IgG, goat anti-mouse IgG (Jackson ImmunoResearch, West Grove, PA, USA, 1:200) and donkey anti-goat IgG (Invitrogen, Carlsbad, CA, USA, 1:500).

### Western blot

Proteins were extracted from mouse tissue and organoids. 25 micrograms of protein were immunoblotted by standard protocols. The primary antibodies included as the following: anti-CUL4B (Sigma), anti-Lgr5 (BBI Life Sciences, Shanghai, China), anti-Histone (GeneTex), anti-α-Tubulin (Proteintech, Wuhan, China), anti-Cytokeratin 20 (GeneTex), anti-GAPDH, anti-pGSK3β(Ser9), anti-p-β-catenin (S33/37/T41), anti-Non-p-β-catenin, anti-Ub (all antibodies from Cell signaling), anti-IRGM1(GeneTex, Cell signaling), anti-PTGES3 (Proteintech), anti-SLC5A1, anti-ABCG2, anti-STX18 (ORIGENE, Rockville, USA), anti-EPCAM (Abways, Shanghai, China), anti-ACTIN, anti-DDB1, anti-β-catenin (Santa Cruz), anti-HA (Rockland) anti-ROC1 and anti-WDR77, anti-WDR1(Abcam). The secondary antibodies included anti-rabbit and anti-mouse horseradish peroxidase (HRP) (Jackson ImmunoResearch, West Grove, PA, USA; 1:10000; 1:5000). The detection reagent Cheminoluminiscent Substrate was provided from the ECL kit (Thermo, USA). The band signals from Western blot results were analyzed by Volume Analysis of Quantity One with volume background subtraction (Bio-Rad, USA).

### Lineage tracing of Crypt–Villus units

For BrdU label assay, *Lgr5*-EGFP-ires-Cre^ERT2^; *Cul4b*^-/Y^ and *Lgr5*-EGFP-ires-Cre^ERT2^; *Cul4b*^fn/Y^(KO^Lgr5^) mice were abdominally injected with tamoxifen for 5 consecutive days. Each mouse was injected with 1 mg BrdU. On the 3^rd^ day after injection, small intestines were collected and analyzed by immunofluorescence. For self-renewal analysis, mice were injected with 0.1 mg tamoxifen per gram. SI were collected and analyzed from *Lgr5*-EGFP-ires-Cre^ERT2^; *Cul4b*^-/Y^; Rosa26-LSL-Cas9-tdTomato; KI/KI and *Lgr5*-EGFP-ires-Cre^ERT2^; *Cul4b*^fn/Y^; Rosa26-LSL-Cas9-tdTomato; KI/KI (KO^Lgr5-Tom^) mice on the 3^rd^ day after tamoxifen injection.

### Organoids isolation, culture and passage

The crypt isolation and organoid culture were performed as described previously [11]. Crypts were released from small intestine by incubating with 2 mM EDTA in DPBS (on ice for 30 mins). Crypts were re-suspended with cold Advanced DMEM/F12 medium. Crypts were mixed with Matrigel (Corning, USA), and plated in 24-well plates. The basal differentiation culture medium (Differentiation Medium, DM) included: Advanced DMEM/F12 supplemented with 1×penicillin/streptomycin, 1×HEPES(Invitrogen), 1×Glutamax (Invitrogen), 1×B27 (Invitrogen), and 1 mmol/L N-acetylcysteine (Sigma-Aldrich) with 50 ng/mL recombinant epidermal growth factor (PepRotech, USA), Noggin (conditioned medium, 5% v/v), and R-spondin 1 (conditioned medium, 10% v/v). Expansion medium (EM) included DM plus 15% Wnt3a conditioned medium. The Cre expression was induced with treatment of 10 μM 4-OHT (Sigma-Aldrich) in organoids.

### Whole mount staining

Organoids were thoroughly removed from Matrigel with Cell Recovery Solution (Corning) on ice before centrifugation at the speed of 800 rpm. 4% paraformaldehyde was used to fix the organoids overnight at 4 °C. Immunofluorescence proceeded as outlined above. Microscopic observation was performed using a high-speed confocal platform (Andor, Dragonfly 200).

### Constructions and transfections

The ORF of mouse *Irgm1* (Myc-DDK-tagged) and *Cul4b* (Myc-DDK-tagged) were purchased from Origene and cloned into the lentiviral expression vector (pCDH-CMV-MCS-EF1-Puro, one kind gift of Dr. Jupeng Yuan, Shandong Cancer Hospital and Institute, China) or the His-Tag lentiviral expression vector (pLent-EF1a-FH-CMV-GFP-P2A-puro purchased from vigene).

For transfection, HEK293T cells were cultured to the concentration of 30%. Transfection was performed in 500 μl opti-DMEM with 20 μl siRNA or control with addition of 30 μl X-tremeGene (Roche, Mannheim, Germany) according to the manufacturer’s instruction. 2 μg constructions for ectopic expression of CUL4B, IRGM1 and HA-Ubiquitin were transfected by PEI transfection reagent (Merck) as indicated respectively. After 48 h incubation, MG132 was added at a final concentration of 10 μM. The cells were then harvested after 3 h incubation.

### RNA isolation and qRT-PCR analysis

The RNA was isolated with Trizol reagents (Invitrogen) or by isolation Kit (Qiagen, Dusseldorf, Germany) according to the manufacturer’s instruction. RNA was reversely transcribed into cDNA by reverse transcriptase (Thermo Scientific). Real Time PCR analysis was performed using gene-specific primers as listed in Table S1 and SYBR green master mix (Roche).

### RNA-seq and data analysis

RNA was prepared for transcriptome sequencing. Library was prepared and sequenced by Novogene. The sequencing data could be reached in GSE157818. Sequencing results were mapped and differential expression analysis of comparing groups (2–4 biological replicates per group) was performed using the DESeq2 R package (1.16.1). Corrected P-value of 0.05 and absolute fold change of two were set as the threshold for significantly differential expression.

Gene Set Enrichment Analysis (GSEA) analysis was performed by the GSEA analysis tool http://www.broadinstitute.org/gsea/index.jsp. GO, KEGG, Reactome, DO, DisGeNET data sets were used independently. We ranked GSEA database genes by their association with differential genes in crypts from WT (*N* = 4) and KO^IEC^ (*N* = 4) groups, organoids from WT (*N* = 2) and KO^IEC^ (*N* = 2) and organoids from WT (*N* = 2) and KO^CAG^ (*N* = 2) groups.

### Differentiated protein/ubiquitylated protein identification and quantification by LC-MS/MS

Crypts from WT (*N* = 3) and KO^IEC^ (*N* = 3) were isolated and mixed together. Differentiated proteins and differentiated ubiquitylated proteins were identified by Liquid Chromatography-Mass Spectrometry (LC-MS) in PTM Biolab LLC and analyzed by PTM bioinformatics Team. MS data in PRIDE with the number of PXD-021528. Venn diagram was performed to analyze the overlapping differentiated proteins that both downregulated in ubiquitylation and accumulated at protein level.

### Protein stability assay and analysis

HEK293T cells were transfected with Myc-Irgm1 (2 μg). 24 h after transfection, cells were treated with 240 μg/ml cycloheximide (CHX) to inhibit protein synthesis. CHX-treated cells were harvested at different time points (0, 16, 32, 48 h) and processed for immunoblotting with anti-Irgm1 antibody. Anti-ACTIN antibody was used as the internal control. Signals from the Western blots were analyzed by Volume Analysis of Quantity One (Bio-Rad) with background subtraction.

### FISH

The small intestine tissue was collected, cleaned, and then immediately put in the fixed fluid (DEPC) for 12 h. The tissue was dehydrated by gradient alcohol with paraffin embedding. The slices were boiled in the retrieval solution for 10–15 mins and naturally cooled. The objective tissue was marked, treated with proteinase K (20 μg/ml) solution and incubated at 37 °C. After washing, the section was incubated in a humidity chamber and hybridized with Lgr5 probe diluted in hybridization solution overnight. After hybridization, the sections were washed in 2×SSC for 10 mins at 37 °C.

### Protein purification and pull-down assays

pGEX4T3-WDR77 and pRsfduet-IRGM1 were individually expressed in *E.coli* and purified using glutathione-sepharose (GE Healthcare) or Ni^2+^-NTA (GE Healthcare). The purified GST-WDR77 and His-IRGM1 were stored in protein buffer containing 25 mM Tris7.6, 150 mM NaCl, and 1 mM DTT. The pull-down assays were performed by mixing GST-WDR77 and His-IRGM1 proteins. The mixture was then incubated with anti-WDR77 antibody (Abcam) and protein A/G sepharose (Santa Cruz) for 2 h at 4 °C. Immunoprecipitates were boiled in sample loading buffer for 5 mins and detected by Western blot.

### Ubiquitination assay

HEK293T cells were first transfected with indicated plasmids or siRNAs and treated with MG132 (20 μM). Cells were then harvested with PBS containing 10 mM NEM to prevent deubiquitination. Cells were lysed in cell lysis buffer containing 10 μM Tris 8.0, 150 mM NaCl, and 2% SDS by boiling the samples for 10 mins, followed by sonication (8 s, 1 cycle). Lysed sample supernatants were then incubated with anti-IRGM1 antibody (Cell Signaling Technology), mixed with protein A/G sepharose (Santa Cruz) for 12 h at 4 °C, followed by Western blot.

### In vitro ubiquitination assay

His-IRGM1 was expressed in *E.coli* and purified with Ni^2+^-NTA (GE Healthcare). His-IRGM1 was incubated with 200 ng E1 (UBE1), 500 ng E2 (UbcH5c), 10 μg His-Ub and 2 mM ATP (Enzo life sciences). The reaction was performed in the absence and presence of Flag-CUL4B co-IP products and incubated at 37 °C for 1 h. Samples were quenched in 6 M guanidinium-HCl (pH=8) containing 5 mM NEM. His-ubiquitinated proteins were pulled down with Ni^2+^-NTA (GE Healthcare), washed and eluted in sample buffers as described previously [27]. The mixture was then boiled in loading dye at 95 °C for 10 mins to disrupt the protein-protein interactions, followed by Western blot.

### Immunoprecipitation

Protein supernatants were incubated with indicated antibodies and protein A/G sepharose (Santa Cruz) for 2 h at 4 °C. Immunoprecipitates were boiled in sample loading dye at 95 °C for 5 mins, followed by Western blot.

### Wnt luciferase activity and conditional medium assay

For Wnt luciferase activity, medium was collected from wildtype or knockout organoids. HEK293 STF cells were treated with the medium for 48 h and luciferase was detected. For conditional medium assay, wildtype organoids were digested into single cells and plated at the concentration of 1 × 10^4^ cells per well in 96-well plates. After 24 h, the culture medium was changed with conditional medium collected from either the wildtype or the knockout organoids. The conditional medium was produced by the same number of wildtype or the knockout organoids after for 24 h and 48 h culturing. RNA was collected or cellular ATP activity and RNA levels were measured.

### Statistical analysis

Statistical analyses were conducted with Prism software (GraphPad, La Jolla, CA). For pairwise and two independent group comparison two-tailed t-test was used. Data are presented as mean ± SEM and *P* values determined by Student t-test; *P < 0.05. **P < 0.01. ***P < 0.001. ****P < 0.0001 was considered statistically significant.

## Results

### CUL4B is highly expressed in mouse intestinal crypts

To investigate the role of CUL4B in intestinal regulation, we firstly determined the expression pattern of CUL4B in intestine. As shown in Fig. 1a, CUL4B was highly expressed at the bottom of crypts where located the stem cell compartment. Interestingly, unlike many cell types in other mammalian tissues where CUL4B was predominantly localized in the nucleus, CUL4B was mainly detected in the cytoplasm of intestine (Supplementary Fig. S1a and Movie S1). Western blot analysis confirmed its cytoplasmic location at crypts as well (Fig. 1b, c). The statistical analysis of immunofluorescent positive staining at each cell position showed that CUL4B expression was gradually decreasing along the crypt-villi axis (Fig. 1d). In accordance with it, co-staining showed the co-express of CUL4B with Lgr5^+^ ISCs and Lyz^+^ Paneth cells (Fig. 1e, f). These results above indicate that CUL4B is highly expressed in bottom crypt, suggesting a potential role of CUL4B in intestine regulation.

**Fig. 1:**
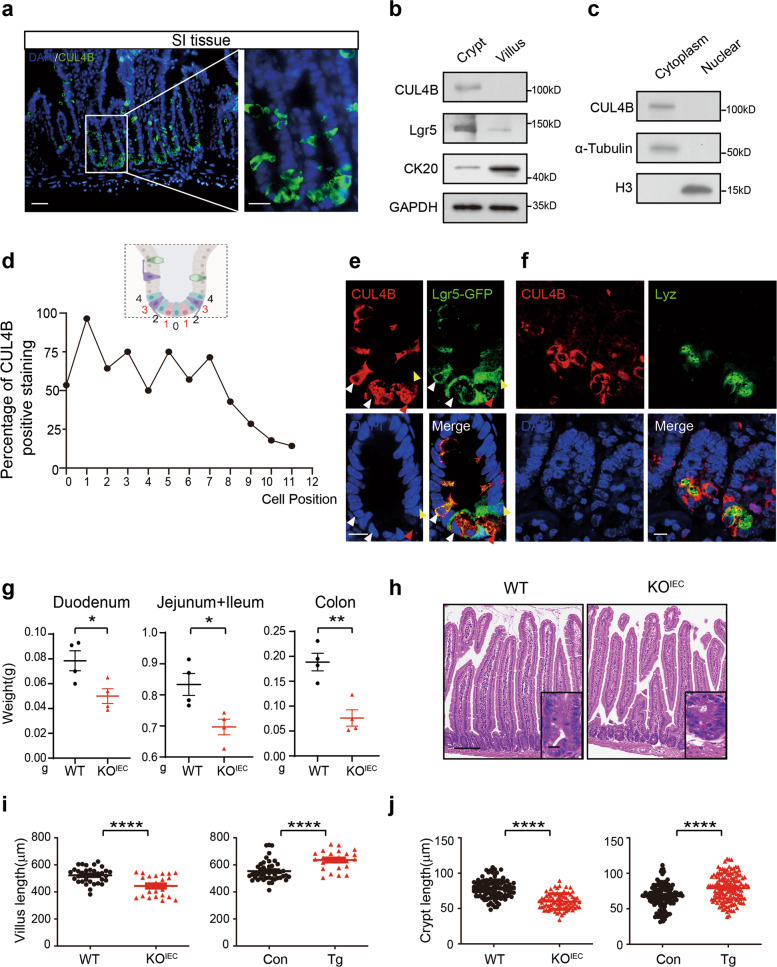
Loss of CUL4B at the crypt base disturbs intestinal cryp-villi structure. **a** The representative images of CUL4B staining on small intestine (SI) tissue. Green, CUL4B, Blue, DAPI. The scale bar is 50 μm (Left) and 20 μm (Right). **b** Western blots analysis of CUL4B, the stem cell marker (Lgr5), and the villi marker (CK20) in extracts from crypt and villus of the SI. **c** Western blots analysis of CUL4B, the nuclear marker (Histone protein, H3), and the cytoplasm marker (α-Tubulin) in cytoplasmic and nuclear extracts from crypts of the SI. **d** The percentage of CUL4B positive staining by statistical quantification of cell position along the crypt-villus from the bottom. **e** The representative image of co-staining of Lgr5 and CUL4B in the crypts of *Lgr5*-EGFP-ires-Cre^ERT2^ mouse. The white arrowhead, co-expression of Lgr5 and CUL4B. The red arrowhead, exclusive expression of CUL4B. The green arrowhead, exclusive expression of Lgr5. The scale bar is 10 μm. **f** The representative image of co-staining of Lyz and CUL4B in the crypts. The scale bar is 50 μm. **g** The measurement of intestine weight of duodenum, jejunum plus ileum, colon of KO^IEC^ (*N* = 4), and WT mice (*N* = 4). Error bars represent standard errors. **P < 0.01, *P < 0.05. **h** The representative images of H&E staining of sections of SI from WT and KO^IEC^ mice. The scale bar is 100 μm(left), 25 μm(right). **i**, **j** The Measurement of villus length (**i**) and crypt length (**j**) of KO^IEC^, Tg and WT mice (*N* = 3). Error bars represent standard errors. ****P < 0.0001.

### Loss of CUL4B in intestinal epithelial cells retards intestinal development

To investigate the function of CUL4B in intestine, we generated the mice with intestinal epithelium specific deletion of *Cul4b* (*pVillin*-Cre; *Cul4b*^fn/Y^, abbreviated as KO^IEC^) and compared them with the wildtype control (*Cul4b*^fn/Y^, abbreviated as WT). Knockout efficiency of KO^IEC^ mice was confirmed at the mRNA and protein levels (Supplementary Fig. S1b, c). KO^IEC^ mice were born at the expected Mendelian ratios. Epithelial deficiency of CUL4B had no effect on mouse body weight but led to decreased intestinal weight, shortened villi, and a reduction of crypt cell number (Fig. 1g–j and Supplementary Fig. S1d). To confirm the role of CUL4B in regulating intestinal development, a previously generated CUL4B overexpression model of transgenic mice were further evaluated (EGFP-CUL4B under the promoter of CMV, abbreviated as Tg) [26]. As expected, we observed enlongated crypts and villi in the transgenic mice (Fig. 1i, j and Supplementary Fig. S1e). Our results suggest that CUL4B promotes crypt-villi formation and intestinal development.

### CUL4B is essential to maintain intestinal self-renewal in vivo and vitro

To determine the mechanisms underlying shortened intestine led by CUL4B defiency, we firstly examined intestinal renewal. 5-bromo-2-deoxyuridine (BrdU) labeling assay, which marks cycling crypt cells and their progenies, was performed. High resolution images revealed a lower self-renewal speed in both KO^IEC^ and KO^Lgr5^ mice (*Lgr5*-EGFP-IRES-Cre^ERT2^; *Cul4b*^fn/Y^, deteltion of CUL4B in Lgr5^+^ stem cells, abbreviated as KO^Lgr5^) compared with the WT control (Fig. 2a, b). We then crossed the KO^Lgr5^ with Rosa26-tdTomato mice to generate *Lgr5*-EGFP-IRES-Cre^ERT2^; *Cul4b*^fn/Y^; Rosa26-tdTomato mice (abbreviated as KO^Lgr5-Tom^). This strategy allowed for the tracking of Lgr5^+^cells by tdTomato by one pulse tamoxifen treatment. Three days after tamoxifen administration, the tdTomato-positive descendants extended markedly along the crypt-villus axis to the top in the wildtype, while most tdTomato-positive cells of KO^Lgr5-Tom^ mice still localized in the crypt compartment (Fig. 2c). PCNA staining showed a slower proliferation while cell apoptosis was not affected in KO^IEC^ mice (Fig. 2d and Supplementary Fig. S2a). Our findings revealed that CUL4B is indispensable to maintain intestinal renewal in vivo.

**Fig. 2:**
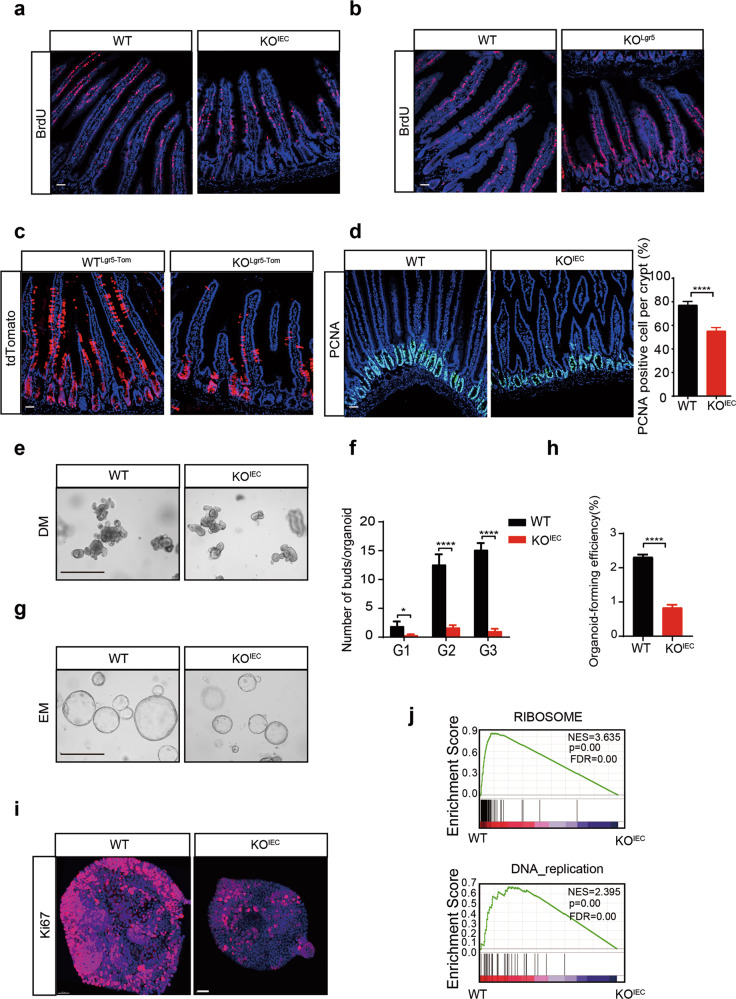
*Cul4b* is essential for homeostatic self-renewal and proliferation. **a** BrdU label assay shows decreased self-renewal rate in KO^IEC^ mice. The scale bar is 50 μm. **b** BrdU label assay shows decreased self-renewal rate in KO^Lgr5^ mice 3 days after tamoxifen induction administration. The scale bar is 50 μm. **c** Lineage tracing of Lgr5^+^ positive cells and their ascents (tdTomato) in the jejunum of KO^Lgr5-Tom^ mice and control 3 days after tamoxifen induction. The scale bar is 50 μm. **d** The representative images and quantification of PCNA positive staining cells of WT and KO^IEC^ mice (*N* = 3). The scale bar is 50 μm. ****P < 0.0001. **e** The representative images of organoids of passage 2 derived from WT and KO^IEC^ mice cultured in differentiation medium (DM). The scale bar is 400 μm. **f** The average number of buddings per organoid derived from WT and KO^IEC^ mice (*N* = 3). Error bars represent standard errors. *P < 0.05, ****P < 0.0001. **g** The representative images of organoids at passage 2 derived from WT and KO^IEC^ mice cultured in expansion medium (EM). The scale bar is 400 μm. **h** Colony-forming effciency of organoids cultured in expansion medium from KO^IEC^ and WT mice. Error bars represent standard errors. ****P < 0.0001. **i** Whole-mount staining of Ki67 in intestinal organoids from WT and KO^IEC^ mice. The scale bar is 50 μm. **j** GSEA analysis for differentially expressed genes between KO^IEC^ and WT crypts. Ribosome and DNA replication pathways were enrichment in WT group. NES, normalized enrichment score; FDR, false discovery rate.

We next generated organoids to evaluate the self-rewal capacity of ISCs ex vivo. CUL4B expression was obviously elevated in organoids cultured in stem cell-enriched expansion medium (EM) than those in differetiation medium (DM) (Supplementary Fig. S2b). Organoids derived from KO^IEC^ mice displayed reduced budding efficiency during passaging (Fig. 2e, f). Decreased size and formation efficiency were also observed in KO^IEC^ organoids cultured in EM in single cell assay (Fig. 2g, h and Supplementary Fig. S2c). Meanwhile immunofluorescent staining of proliferative signal, Ki67 was obviously reduced (Fig. 2i and Supplementary Movie S2 and S3). To investigate the molecular alteration caused by loss of CUL4B, we then performed mRNA sequencing (RNA-seq) of isolated crypts (4KO^IEC^ vs 4WT) and in vitro cultured organoids (2KO^IEC^ vs 2WT). 

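Crypts are the epithelial pockets that hold the ISCs, and the organoids are epithelial cultures grown from them. The libraries were prepared and sequenced by Novogene. The authors deposited the number of reads counted on each gene, without normalization, for 4 WT and 4 KO IEC crypt libraries and for 2 WT and 2 KO IEC organoid libraries. Total counts per crypt library ran from 10235154 to 12433127 in WT (median 11414230) and from 9311734 to 13479974 in KO IEC (median 10733894). The WT organoid libraries held 15006730 and 16881395 counts, and the KO IEC organoid libraries held 15896187 and 16055444. The smallest level such depths can show, taken as 3 counts, was 0.223 to 0.322 CPM (a gene's counts relative to all counts of its library) in the crypts and 0.178 to 0.200 CPM in the organoids, which covers counting error only. The paper's text names neither the aligner, the counting tool nor the genome build. Start and end positions of 49995 of the 52489 crypt table genes found in GENCODE (95.2%) and of 53585 of the 54495 such genes of the organoid table (98.3%) are those of GENCODE release M21 on GRCm38, so positions are given on that build. From the deposited counts, CPM values were scaled by edgeR's TMM method, and genes with low counts were removed by its filterByExpr function, which left 13427 genes in the crypts and 13938 in the organoids. KO was compared with WT within each model by edgeR's quasi-likelihood test. The biological coefficient of variation between libraries of one genotype was 0.231 in the crypts and 0.280 in the organoids. Deviations of the same-numbered WT and KO IEC organoid libraries from their group means correlated at 0.342 across genes, so a fit with the replicate number as a block is given beside the KO IEC organoid results.

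The crypt libraries also differed in a feature that the genotype does not define. The mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 together took 23.4 CPM in WT replicate 1 and 18.9 to 25.2 CPM in KO IEC replicates 1, 2 and 3. They took 834 CPM in WT replicate 4 and 1078 CPM in KO IEC replicate 4. In WT replicates 2 and 3 they took 2840 and 2873 CPM. Both replicate 4 libraries stood apart in other RNAs as well, such as Gm23935 (182 and 192 CPM, against at most 1.76 CPM in the other crypt libraries). Differences between KO IEC and WT are therefore also given within the low class (1 WT and 3 KO IEC libraries) and the middle class (1 of each), with no replicate check there. The high class holds only WT libraries, so class and genotype cannot be told apart in it.

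Cul4b (ENSMUSG00000031095) lies on chromosome X of GRCm38 from 38533274 to 38576196. Its mRNA was at 34.0 ± 2.83 CPM in WT crypts (SD, n = 4) and 1.43 ± 0.647 CPM in KO IEC crypts (SD, n = 4). The log2 fold change was -4.56 (standard error 0.25, adjusted p = 0.000169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every KO IEC crypt library, at 0.820 to 2.22 CPM, lay below every WT library, at 32.0 to 38.2 CPM (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 allow). The difference was -4.64 log2 CPM within the low class and -3.78 within the middle class. In the organoids the gene fell from 78.2 ± 7.38 CPM (SD, n = 2) in WT to 1.72 ± 0.0387 CPM (SD, n = 2) in KO IEC, a log2 fold change of -5.50 (standard error 0.22, adjusted p = 0.0311 from the same edgeR test). With the replicate block it was -5.50 as well (adjusted p = 0.0103, edgeR). A permutation of 2 against 2 libraries cannot give a p under 0.333.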

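Cre ERT2 is a Cre recombinase that enters the nucleus only when it binds 4-hydroxytamoxifen (4-OHT), and the CAG promoter expresses it in all cells. The methods give 10 µM 4-OHT for the induction of Cre in organoids. Whether the WT cultures of this experiment carried Cre ERT2 or received 4-OHT is not stated in the paper's text. The KO CAG table of deposited counts has 2 WT libraries with 7601828 and 8291154 counts and 2 KO CAG libraries with 7348191 and 10462275 counts. Here 3 counts are worth 0.287 to 0.408 CPM. After the same filter and scaling, 13598 genes were tested. The biological coefficient of variation within a genotype was 0.0815. Cul4b mRNA was at 71.3 ± 1.96 CPM in WT (SD, n = 2) and 4.26 ± 1.35 CPM in KO CAG organoids (SD, n = 2), a log2 fold change of -4.02 (standard error 0.16, adjusted p = 1.93e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).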

A tamoxifen-induced CUL4B knockout organoid model was also established from CAG-Cre^ERT2^; *Cul4b*^fn/Y^ mice and used for sequencing (2KO^CAG^ vs 2WT) after tamoxifen treatment. Differentially expressed genes (DEGs) in CUL4B-deficient crypts and organoids were identified in comparison with the wildtype respectively (All DEGs were listed in Supplementary Table S2). 

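A gene was called changed at an adjusted p under 0.05, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and an absolute fold change of at least 2, the thresholds of the paper's methods. In KO IEC crypts 240 of 13427 tested genes were changed, 194 higher and 46 lower than in WT. The adjusted p alone called 934 genes, 577 of them higher. In KO IEC organoids Cul4b was the 1 gene called, and 650 of 13938 genes had an unadjusted p under 0.05, where chance alone gives 697. The replicate block called 1 gene there too. In KO CAG organoids 1169 of 13598 genes were changed, 865 higher and 304 lower, and the adjusted p alone called 4278.

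With the same thresholds and all libraries, DESeq2's Wald test moved the number of changed genes in the crypts most upwards, to 538, which included 235 of the 240. Scaling by library size alone changed the balance of the calls. Then 192 crypt genes were changed and 70.3% of them were higher in KO IEC, against 80.8% with TMM, as the median log2 fold change of all genes moved to -0.09. With the class of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data, 2 crypt genes were called. On simulated counts of these crypts that fit recovered 83.9% of the tested genes with a known 4-fold change, against 94.8% without the covariate. In the KO IEC organoids the share recovered was 61.5%, and in the KO CAG organoids 99.0%. The simulated genes were drawn independently, without deviations shared across a library, so real data may allow fewer calls.

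The largest changes were ranked without immunoglobulin and T cell receptor genes. Genes with provisional names, such as those that start with Gm or end in Rik, were left out as well. Apart from Cul4b, the largest decreases among the other non-overlapping genes of KO IEC crypts were those of Rad9a, with a log2 fold change of -3.07 (standard error 0.44, adjusted p = 0.0234, edgeR), and of the pseudogenes Vmn1r-ps32 and Rpl35a-ps6 (-2.51 and -2.25). The reads of a pseudogene can also come from a near-identical gene, so these values are uncertain. The largest increases were those of Igf2os at 3.68, Cyp1a1 at 3.56, Pdk4 at 3.09, and Trim30a and Epas1 at 2.79 each (adjusted p from 0.0258 to 0.0499, edgeR). Igf2os is antisense to Igf2, and the text does not say whether the counting used strand. Igf2 itself rose by 2.19 in these crypts (adjusted p = 0.0182, edgeR), so Igf2 reads cannot be excluded as a source of the Igf2os rise. Kpna7 (-3.97), Gvin1 (-3.86), Ndufa4l2 (-3.83) and Entpd4b (-3.45) followed Cul4b among the decreases in KO CAG organoids. With 1 library left out, Ndufa4l2 ran from -6.82 to -3.16 and Entpd4b from -4.33 to -1.06, so their sizes and ranks are uncertain. Kpna7 ran from -4.28 to -3.63 and Gvin1 from -4.32 to -3.17. Of 12646 genes tested in both crypts and KO CAG organoids, 84 were changed in the same direction, where 9.64 are expected by chance, and 4 in opposite directions. Cul4b was the 1 gene changed in all 3 models.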

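The KEGG and GO gene set files were not used here. Gene lists were tested with fgsea, on genes ranked by the signed square root of edgeR's F statistic. The lists were written by hand before the counts were read. The paper's supplementary tables, with its differential genes from these same libraries, had been read by then. The lists are thus not fully independent of these data. A positive normalized enrichment score (NES) means higher in WT, and the Benjamini-Hochberg adjustment covered the 49 set tests of the 3 models, of which 38 had an adjusted p under 0.05. Since fgsea permutes genes, which are not independent, the mean z score of the list per library was also compared by an exact permutation test, two-sided.

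The ribosome list holds 79 genes of cytosolic ribosomal proteins. In KO IEC crypts its NES was 3.84 (adjusted p = 4.94e-36, fgsea), and 78 of the 79 genes were lower, with a median log2 fold change of -0.56. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 36 of them were lower at an adjusted p under 0.05. All 4 KO IEC crypt libraries scored below all 4 WT libraries (exact permutation test, p = 0.0286). The median difference was -0.66 log2 CPM within the low class of mitochondrial ribosomal RNA and -0.42 within the middle class. The NES was 3.37 in KO IEC organoids (adjusted p = 1.23e-24), with 79 of 79 genes lower by a median log2 of -0.29, and 2.90 with the replicate block (adjusted p = 1.90e-16). In KO CAG organoids it was 3.53 (adjusted p = 1.21e-35), with 70 of 79 genes lower at an adjusted p under 0.05 by edgeR's test.

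The DNA replication list holds 35 genes, of which 34 were tested in the crypts and were all lower in KO IEC, with a median log2 fold change of -0.39 and an NES of 2.67 (adjusted p = 2.38e-08, fgsea). The single genes moved little, and 3 of them reached an adjusted p under 0.05. The library scores of the genotypes overlapped (exact permutation test, p = 0.0857). The median difference was -0.27 log2 CPM within the low class and -0.32 within the middle class. With the mean level of enterocyte markers as a covariate, the setting that moved the list most, its NES in the crypts was 1.45 (adjusted p = 0.0946), while that of the ribosome list was 3.65. The organoid values were 2.38 in KO IEC (adjusted p = 1.96e-06), 2.76 there with the replicate block (adjusted p = 1.29e-11) and 2.27 in KO CAG (adjusted p = 1.43e-05, median log2 fold change -0.21). Both KO libraries scored below WT in each organoid model, but 1 of them carried most of the fall. The KO IEC organoid scores were 0.39 and -1.38, against 0.48 and 0.51 in WT. Those of KO CAG were -1.20 and 0.20, against 0.44 and 0.56. With the Reactome set for DNA replication in place of the list, the NES in KO CAG organoids was -0.90 (adjusted p = 0.722).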

The gene set enrichment analysis (GSEA) analysis showed that DNA replication and ribosome-associated genes were significantly downregulated in both *Cul4b* knockout tissues and organoids (Fig. 2j and Supplementary Fig. S2d). 

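The mRNA of 2 proliferation markers was read from the same counts. Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38, 135689784 to 135716361) encodes Ki67. It was at 501 ± 68.6 CPM in WT crypts (SD, n = 4) and 462 ± 123 CPM in KO IEC crypts (SD, n = 4), a log2 fold change of -0.10 (adjusted p = 0.741 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference lay within the spread of the replicates. It was -0.13 in KO IEC organoids, or -0.25 with the replicate block (adjusted p = 0.948 and 0.840, edgeR), where the KO IEC libraries were at 183 and 415 CPM. Mki67 fell in KO CAG organoids from 478 ± 32.4 to 320 ± 50.3 CPM (SD, n = 2 each), a log2 fold change of -0.58 (standard error 0.11, adjusted p = 0.00355, edgeR). Pcna, on chromosome 2 from 132249162 to 132253314, had log2 fold changes of -0.09 in KO IEC crypts, -0.50 in KO IEC organoids (-0.57 with the block) and 0.0028 in KO CAG organoids, none with an adjusted p under 0.05.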

Taken together, our data suggest that CUL4B is required for the maintenance of intestinal self-renewal.

### CUL4B deficency leads to dysregulated ISC differentiation

We then checked RNA-seq data and performed immunostaining of intestinal cell lineage markers to identify the change of SI cell components after loss of CUL4B. 

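A list of 60 genes held those that the paper names as markers, pathway members or candidate substrates, and the sex-linked Xist and Ddx3y. Of these, 58 are in the count tables and 48 passed the filter in each model. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 7 of the 48 had an adjusted p under 0.05 in KO IEC crypts, 1 in KO IEC organoids and 22 in KO CAG organoids. Adjusted over this list alone the numbers were 12, 3 and 26.

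Among the ISC markers, Ascl2 (ENSMUSG00000009248, chromosome 7 of GRCm38, 142966829 to 142969264) was at 14.5 ± 2.18 CPM in WT and 9.02 ± 1.68 CPM in KO IEC crypts (SD, n = 4 each), a log2 fold change of -0.67 (standard error 0.17, adjusted p = 0.0499, edgeR). The differences within the low and middle classes of mitochondrial ribosomal RNA were -1.04 and -0.30 log2 CPM. It fell in KO IEC organoids from 26.5 ± 0.108 to 2.19 ± 1.00 CPM (SD, n = 2 each), a log2 fold change of -3.59 and, with the replicate block, -3.64 (adjusted p = 0.856 and 0.374, edgeR). KO CAG organoids had 0.32 on the log2 scale (adjusted p = 0.161). Olfm4, on chromosome 14 from 80000302 to 80021930, had a log2 fold change of -0.56 in the crypts (adjusted p = 0.100, edgeR), with class values of -0.48 and -0.28.

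The Paneth cell marker Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) was at 5490 ± 1656 CPM in WT and 2550 ± 1201 CPM in KO IEC crypts (SD, n = 4 each). All 4 KO IEC libraries lay below all 4 WT libraries (exact two-sided permutation test, p = 0.0286), at a log2 fold change of -1.10 (standard error 0.40, adjusted p = 0.103, edgeR) and class values of -1.27 and -0.89. It was -0.73 in KO IEC organoids (adjusted p = 0.856), -0.68 there with the replicate block (adjusted p = 0.722) and 0.96 in KO CAG organoids (adjusted p = 0.000188). The goblet cell marker Muc2, on chromosome 7 from 141690340 to 141754693, had a log2 fold change of 0.01 in the crypts (standard error 0.60, adjusted p = 0.989, edgeR), and its class values of 0.94 and -0.34 differ in sign. It was 2.16 in KO IEC organoids (adjusted p = 0.856), 1.97 with the block (adjusted p = 0.554) and 0.71 in KO CAG organoids (adjusted p = 0.000746). The enteroendocrine marker Chga, on chromosome 12 from 102554969 to 102565028, had -0.03 in the crypts (standard error 0.19, adjusted p = 0.924, edgeR; class values -0.12 and -0.43). The organoids had 0.81 in KO IEC (adjusted p = 0.856), 0.68 with the block (adjusted p = 0.722) and 1.50 in KO CAG (adjusted p = 8.75e-06).

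For enterocytes, Apoa4 (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) rose from 308 ± 226 to 1215 ± 564 CPM in the crypts (SD, n = 4 each) without overlap between the genotypes (exact two-sided permutation test, p = 0.0286). Its log2 fold change was 2.01 (standard error 0.56, adjusted p = 0.0565, edgeR), with class values of 1.46 and 1.44. The values were 0.26 for KO IEC organoids (adjusted p = 0.945), where the block turned the sign to -0.041 (adjusted p = 0.979), and 2.01 for KO CAG organoids (standard error 0.13, adjusted p = 8.85e-06). Krt20, on chromosome 11 from 99428403 to 99438150, had 1.08, 0.51 and 1.96 in the 3 models (adjusted p = 0.0927, 0.856 and 9.30e-06, edgeR), and 0.51 in KO IEC organoids with the block as well (adjusted p = 0.722).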

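Lgr5 (ENSMUSG00000020140), the receptor that marks ISCs, lies on chromosome 10 of GRCm38 from 115450311 to 115587780. It was at 25.4 ± 1.48 CPM in WT crypts and 15.1 ± 2.53 CPM in KO IEC crypts (SD, n = 4 each), a log2 fold change of -0.74 (standard error 0.13, adjusted p = 0.0379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No KO IEC library, at 12.7 to 18.6 CPM, reached a WT library, at 24.1 to 27.5 CPM (exact two-sided permutation test, p = 0.0286). The difference was -0.83 log2 CPM within the low class of mitochondrial ribosomal RNA and -0.44 within the middle class. With that class as a covariate, a setting chosen after seeing the data, the log2 fold change was -0.65. Its adjusted p was then 0.195, no longer under 0.05. Over the settings other than leaving out a replicate, the adjusted p ran from 0.000252 to 0.195 (edgeR or DESeq2). Leaving out each library in turn gave -0.84 to -0.66.

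Lgr5 fell in KO IEC organoids from 209 ± 25.2 to 73.8 ± 5.93 CPM (SD, n = 2 each), a log2 fold change of -1.498 (standard error 0.18). Its adjusted p was 0.856 over all genes and 0.0063 over the named genes alone (edgeR), and 0.527 over all genes with the replicate block, at -1.49. DESeq2's Wald test called it (adjusted p = 0.000107). The fall in KO CAG organoids was from 508 ± 21.5 to 214 ± 44.9 CPM (SD, n = 2 each), a log2 fold change of -1.25 (standard error 0.13, adjusted p = 9.27e-05, edgeR).

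Alpi (ENSMUSG00000079440), which encodes intestinal alkaline phosphatase of differentiated enterocytes, lies on chromosome 1 from 87098002 to 87101606. WT crypts were at 203 ± 131 CPM and KO IEC crypts at 648 ± 683 CPM (SD, n = 4 each). The ranges overlapped, 72.6 to 372 CPM against 135 to 1655 CPM (exact two-sided permutation test, p = 0.143). The log2 fold change was 1.71 (standard error 0.74, adjusted p = 0.145, edgeR), and 0.95 and 0.06 log2 CPM within the low and middle classes. For KO IEC organoids it was 0.85 (standard error 0.43, adjusted p = 0.856, edgeR), or 0.72 with the replicate block (adjusted p = 0.722), from 846 ± 9.15 CPM in WT and 1523 ± 888 CPM in KO IEC (SD, n = 2 each). Without a low-count filter its adjusted p there was 0.0189. Alpi rose in KO CAG organoids from 275 ± 59.2 to 698 ± 21.9 CPM (SD, n = 2 each), a log2 fold change of 1.34 (standard error 0.13, adjusted p = 7.38e-05, edgeR), which a fit of all 16 libraries together did not call (adjusted p = 0.445).

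**Figure D1:**
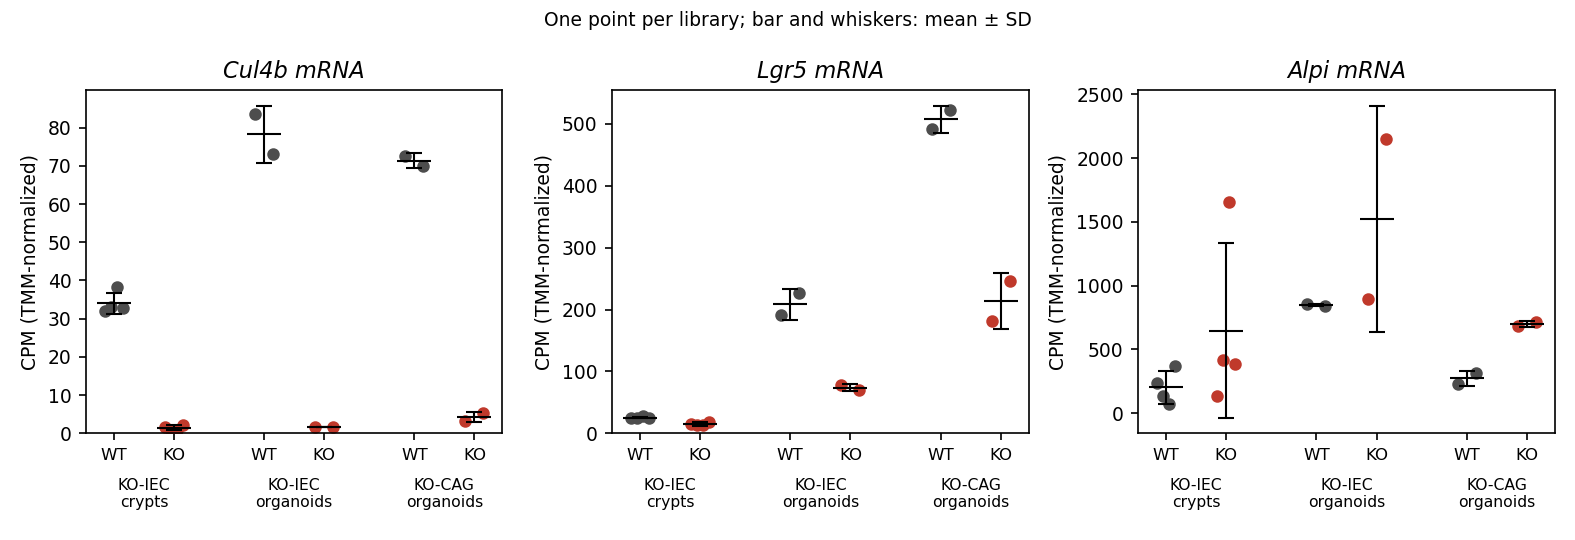
TMM-scaled CPM of Cul4b, Lgr5 and Alpi in each WT (grey) and KO (red) library of the 3 CUL4B deletion models, with the mean and SD of each group. The Lgr5 points of KO and WT do not overlap in any model, and 1 KO IEC crypt library at 1655 CPM of Alpi lies apart from the others.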

Generally, RNA-seq data suggest Lgr5 was significantly down-regulated and differentiated enterocyte marker *Alpi* was increased in all three kinds of CUL4B deletion models (Fig. 3a). A decreased presence of ISCs was observed by GFP staining in KO^Lgr5^, Lgr5-FISH and Olfm4 staining in KO^IEC^ intestines (Fig. 3b and Supplementary Fig. S3a, b). Consistently, the ISCs markers such as Lgr5 and Ascl2 were down-regulated in KO^IEC^ crypts (Fig. 3c). For differentiated cell types, immunofluorescent and immunochemical staining showed CUL4B-deficient resulted in the reduction of Paneth cells (Lyz staining, Fig. 3d), Goblet cells (Mucin2 and Alcian Blue staining, Fig. 3f and Supplementary Fig. S3c) and enteroendocrine cells (ChgA^+^, Fig. 3g) in intestines, and the increased staining of Alkaline phosphatase (Supplementary Fig. S3d). qRT-PCR assay confirmed that Paneth cell marker *Lyz* was down-regulated (Fig. 3e), whereas the differentiated enterocyte markers such as *Alpi*, *Apoa4*, and *Krt20* were increased in *Cul4b*-deficient intestine (Fig. 3h, i). Mucin2^+^ staining and stem cell markers like *Lgr5* and *Ascl2* were also decreased in the colon of KO^IEC^ mice (Supplementary Fig. S3e, f). GO analysis revealed that the functions associated with absorption and digestion responsible by enterocytes was strengthened in KO^IEC^ intestine (Supplementary Fig. S3g, h). 

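A list of 75 genes for digestion and absorption, 69 of them tested in the crypts, was set against this. Its NES in KO IEC crypts was -3.14 (adjusted p = 1.39e-20, fgsea with Benjamini-Hochberg adjustment), where a negative score means higher in KO. Of the 69 genes 67 were higher, with a median log2 fold change of 1.25, and 12 of them had an adjusted p under 0.05 by edgeR's quasi-likelihood test. The leading genes were Slc3a1 (log2 fold change 1.20), Cubn (2.37) and Dgat2 (1.56). The mean scores of the libraries overlapped between genotypes (exact two-sided permutation test, p = 0.0571). Within the low and middle classes of mitochondrial ribosomal RNA the median differences were 0.82 and 0.69 log2 CPM.

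The legend of Supplementary Fig. S3h names KO IEC organoids and the title in its picture names KO CAG organoids, so both were read. In KO IEC organoids the NES was -1.95 (adjusted p = 0.000173), with 49 of 65 genes higher and a median log2 fold change of 0.24, and -1.69 with the replicate block (adjusted p = 0.00390). The rise came from KO IEC replicate 2, with a mean z score of 1.04, as replicate 1 at -0.68 lay below WT at -0.43 and 0.063 (exact two-sided permutation test, p = 1). For KO CAG organoids it was -2.93 (adjusted p = 3.58e-25), with 67 of 69 genes higher and 58 of them with an adjusted p under 0.05 by edgeR's test. The Reactome set for the digestion of lipid and carbohydrate, of which 4 and 5 genes were tested in the organoids, gave 0.81 (adjusted p = 0.735) in KO IEC and -1.52 (adjusted p = 0.0604) in KO CAG.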

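PPARs are nuclear receptors that switch on genes of lipid uptake and oxidation. Of 75 listed members and targets of this pathway, 50 were tested in the crypts. The NES in KO IEC crypts was -2.15 (adjusted p = 2.00e-05, fgsea with Benjamini-Hochberg adjustment), with 34 genes higher and 16 lower and a median log2 fold change of 0.35. At an adjusted p under 0.05 by edgeR's quasi-likelihood test, 5 were higher and 2 lower. Angptl4, Pck1 and Cyp27a1 led the list, with log2 fold changes of 1.63, 2.44 and 0.93. Library scores overlapped between the genotypes (exact two-sided permutation test, p = 0.0857), and the median difference was 0.36 log2 CPM within the low class of mitochondrial ribosomal RNA and 0.20 within the middle class. With the enterocyte marker level as a covariate the NES was -0.85 (adjusted p = 0.786). The organoids gave -1.68 in KO IEC (adjusted p = 0.00571), -1.72 there with the replicate block (adjusted p = 0.00332) and -1.92 in KO CAG (adjusted p = 0.000133). In KO IEC organoids the scores were -0.32 and 0.70, against -0.26 and -0.11 in WT, so replicate 1 did not rise (exact two-sided permutation test, p = 1). Fitting all 16 libraries together gave -1.40 in KO IEC organoids (adjusted p = 0.0716), and the Reactome set for PPARalpha gave -0.72 in KO CAG organoids (adjusted p = 0.826).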

The peroxisome proliferator-activated receptor (PPAR) signal was also enriched in KO^IEC^ mice by GSEA analysis (Supplementary Fig. S3i). Taken together, these results indicate that CUL4B deficiency in intestinal epithelial cells compromise lineage development. 

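The list of 32 ISC markers had an NES of 2.54 in KO IEC crypts (adjusted p = 6.42e-07, fgsea with Benjamini-Hochberg adjustment), with 29 genes lower and a median log2 fold change of -0.34. All KO IEC crypt libraries scored below all WT libraries (exact two-sided permutation test, p = 0.0286). Within the low and middle classes of mitochondrial ribosomal RNA the median differences were -0.31 and -0.29 log2 CPM. In KO IEC organoids the NES was 2.88 (adjusted p = 1.43e-12; median log2 fold change -1.07), and 2.92 with the replicate block (adjusted p = 1.19e-14). For KO CAG organoids it was 1.90 (adjusted p = 0.00175), with 13 genes lower and 3 higher at an adjusted p under 0.05 by edgeR's quasi-likelihood test. A list of 30 Wnt target genes was lower in KO IEC crypts, with an NES of 1.91 (adjusted p = 0.00389) and median differences of -0.36 and -0.25 log2 CPM within the classes. The library scores overlapped (exact two-sided permutation test, p = 0.0571). With the enterocyte marker level as a covariate this NES was 0.80 (adjusted p = 0.813). It was 2.64 in KO IEC organoids (adjusted p = 1.02e-09), 2.55 there with the replicate block (adjusted p = 1.18e-08), and -1.04 in KO CAG organoids (adjusted p = 0.424). The 9 Wnt targets that the paper names gave 1.81 in the crypts (adjusted p = 0.00909), 2.04 in KO IEC organoids (adjusted p = 0.000246; 2.02 with the replicate block) and 1.22 in KO CAG organoids (adjusted p = 0.265). Their scores did not overlap in the crypts (exact two-sided permutation test, p = 0.0286), with class values of -0.38 and -0.30. From the staining and marker results together with the enrichment of absorption, digestion and PPAR genes, the paper proposes that lineage development is compromised when CUL4B is lost from intestinal epithelial cells.

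**Figure D2:**
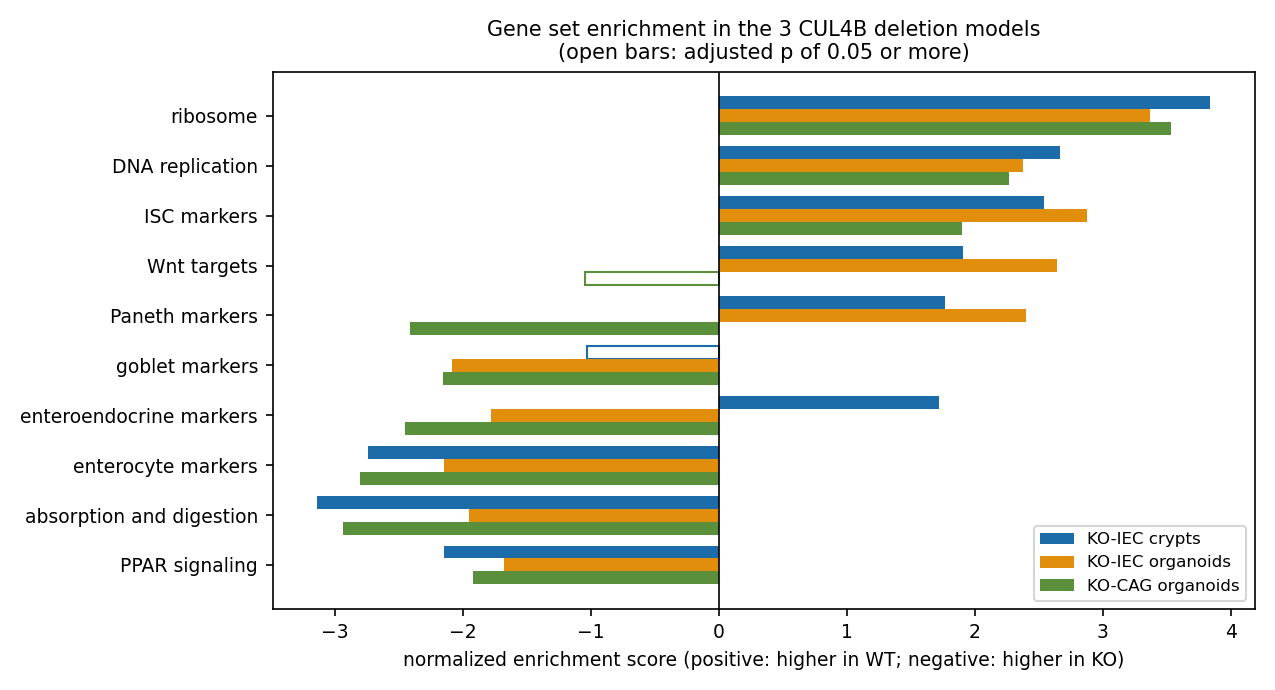
Normalized enrichment scores of 10 gene lists in KO IEC crypts, KO IEC organoids and KO CAG organoids; positive bars are higher in WT, negative bars higher in KO, and open bars have an adjusted p of 0.05 or more. Ribosome, DNA replication and ISC lists lie on the WT side and enterocyte, absorption and PPAR lists on the KO side in all 3 models, while Paneth and enteroendocrine lists lie on different sides.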

Intestinal CUL4B promotes cell commitment toward secretory progenitors and their terminally differentiated lineages including Paneth cells, Goblet cells and enteroendocrine cells. 

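Lists of markers were tested for each secretory lineage. The Paneth cell list had an NES of 1.77 in KO IEC crypts (adjusted p = 0.00997, fgsea with Benjamini-Hochberg adjustment), with 25 of 32 genes lower and a median log2 fold change of -0.68. The library scores overlapped (exact two-sided permutation test, p = 0.114), and the median differences within the low and middle classes of mitochondrial ribosomal RNA were -1.07 and -0.19 log2 CPM. After correction of the ranking for gene length the NES was 1.03 (adjusted p = 0.449). The list was lower in KO IEC organoids too, with an NES of 2.401 (adjusted p = 8.31e-07), and 2.42 with the replicate block (adjusted p = 1.52e-07). Fits that left out 1 of these organoid libraries gave from 1.47 to 2.46. KO CAG organoids moved the other way, with the list higher in KO at an NES of -2.41 (adjusted p = 2.34e-09) and 25 of 30 genes higher. Many of these genes are alpha-defensins, near-identical copies whose reads the counting can split.

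The goblet cell list had an NES of -1.03 in KO IEC crypts (adjusted p = 0.423), with 16 genes higher and 17 lower, overlapping library scores (exact two-sided permutation test, p = 0.657) and class values of -0.28 and 0.15. Its sign turned with the enterocyte marker level as a covariate, to 0.90 (adjusted p = 0.715). In the organoids the list was higher in KO, with an NES of -2.08 in KO IEC (adjusted p = 0.000185), -2.25 there with the replicate block (adjusted p = 1.67e-05) and -2.15 in KO CAG (adjusted p = 1.02e-05). The KO IEC organoid libraries scored -0.37 and 0.83, against -0.45 and -0.016 in WT (exact two-sided permutation test, p = 0.667).

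For enteroendocrine cells the NES was 1.72 in KO IEC crypts (adjusted p = 0.00997), with 21 of 31 genes lower and a median log2 fold change of -0.23. Cplx2, Scgn and Syp led the list, with log2 fold changes of -0.82, -1.31 and -1.13. The genotypes overlapped in score (exact two-sided permutation test, p = 0.0571), the class values were -0.21 and -0.17 log2 CPM, and gene length correction gave an NES of 1.402 (adjusted p = 0.0872). Organoids lay on the KO side, at -1.78 in KO IEC (adjusted p = 0.00571), -2.05 with the replicate block (adjusted p = 0.000280) and -2.45 in KO CAG (adjusted p = 4.44e-10), where 33 of 33 genes were higher. Scores in KO IEC organoids were -0.63 and 0.99, against -0.63 and 0.27 in WT, so replicate 2 alone rose (exact two-sided permutation test, p = 0.667).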

Meanwhile, terminally differentiated lineage of enterocytes from absorptive progenitors was inhibited (Supplementary Fig. S3j).

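All 37 enterocyte markers were higher in KO IEC crypts, with a median log2 fold change of 1.43 and an NES of -2.74 (adjusted p = 1.90e-11, fgsea with Benjamini-Hochberg adjustment). Of these, 4 had an adjusted p under 0.05 by edgeR's quasi-likelihood test. Apob, Gda and Vil1 led the list, with log2 fold changes of 1.91, 1.86 and 1.00. WT and KO IEC library scores overlapped (exact two-sided permutation test, p = 0.0571). The median difference was 0.93 log2 CPM within the low class of mitochondrial ribosomal RNA and 0.87 within the middle class. Of 36 genes tested in KO IEC organoids, 26 were higher and the NES was -2.15 there (adjusted p = 4.69e-05), or -1.84 with the replicate block (adjusted p = 0.00395). The library scores did not part the genotypes there (exact two-sided permutation test, p = 1). KO IEC replicate 1 scored -0.57, below WT at -0.45 and 0.068, and replicate 2 scored 0.95, and leaving out a library moved the NES from -2.45 to as far as 1.71. All 36 genes tested in KO CAG organoids were higher, 31 of them with an adjusted p under 0.05 by edgeR's test, and the NES was -2.80 (adjusted p = 1.22e-19).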

**Fig. 3:**
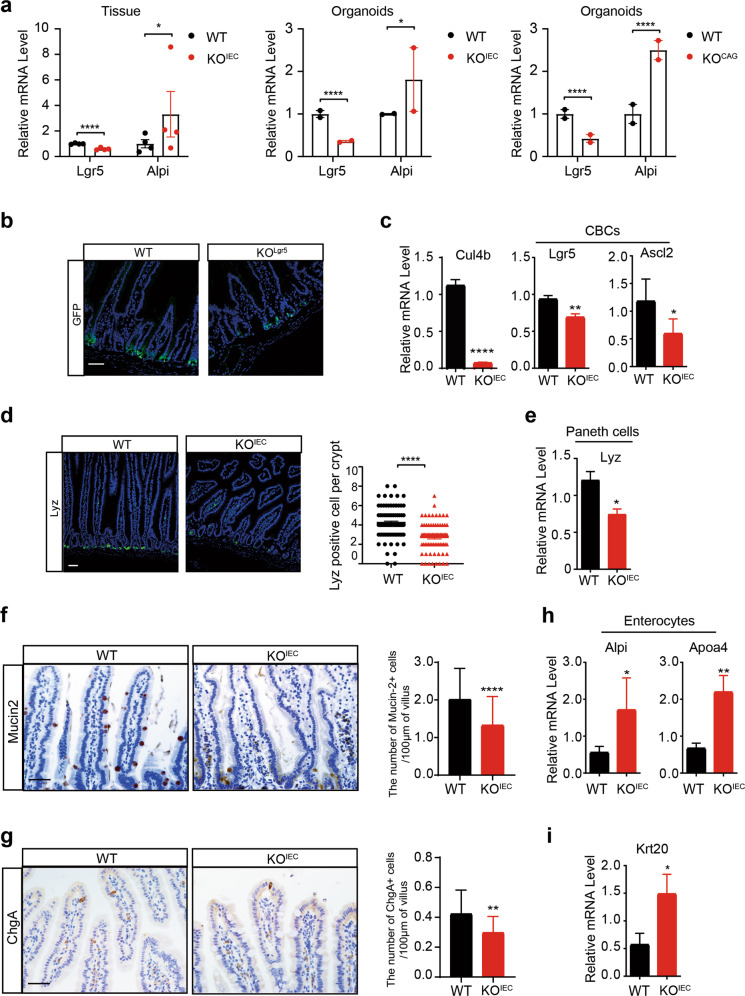
Lgr5^+^ stem cells and secretory lineage differentiation are reduced after CUL4B ablation. **a** The mRNA expression level of *Lgr5* and *Alpi* isolated from KO^IEC^ intestine crypts relative to WT littermates, KO^IEC^ organoids relative to WT and KO^CAG^ organoids relative to WT. *P < 0.05, ****P < 0.0001. **b** The representative images of GFP staining in SI of KO^Lgr5^ mice and WT littermates. (*N* = 3). The scale bar is 50 μm. ****P < 0.0001. **c** The mRNA expression level of stem cell markers in KO^IEC^ crypts relative to WT littermates. *P < 0.05, **P < 0.01, ****P < 0.0001. **d** The representative images of Lyz staining in SI of KO^IEC^ mice and WT littermates (*N* = 3). The scale bar is 50 μm. ****P < 0.0001. **e** The mRNA expression level of Lyz in KO^IEC^ crypts relative to WT littermates. *P < 0.05. **f** The representative images and quantification of Mucin2 staining in SI of KO^IEC^ and WT mice (*N* = 3). The scale bar is 50 μm. ****P < 0.0001. **g** The representative images and quantification of ChgA staining in SI of KO^IEC^ mice and WT littermates (*N* = 3). The scale bar is 50 μm. **P < 0.01. **h** The mRNA level of enterocytes markers *Alpi* and *Apoa4* in KO^IEC^ crypts relative to WT littermates. *P < 0.05, **P < 0.01. **i** The mRNA level of *Krt20* in KO^IEC^ crypts relative to WT littermates. *P < 0.05. Error bars represent standard errors in the figure.

### CUL4B regulates intestine through Wnt signals

Wnt signaling is essential for ISC self-renewal, proliferation of progenitors and transit-amplifying (TA) cells, as well as commitment toward secretory progenitors [28]. The fact that loss of CUL4B impaired intestinal self-renewal and secretory lineage differentiation prompted us to check whether CUL4B regulated intestine through Wnt signaling pathway. We examined the effect of CUL4B deficiency on the expression of the Wnt/beta-catenin target genes. qRT-PCR confirmed that lack of CUL4B resulted in a significant decrease of Wnt target genes (Fig. 4a). Western blot showed that decreased β-catenin, p-GSK3β (Ser9) and activating form of p-β-catenin (S33/37/T41) in *Cul4b* knockout mice. Consistently, they were increased in *CUL4B* transgenic intestine (Fig. 4b). These data indicate that decreased Wnt signaling could be responsible for the impaired intestinal renewal led by *Cul4b* deletion. Indeed, rescue attempt with exogenous administration of GSK3β inhibitor, CHIR99021, could efficiently block decreased budding formation and proliferation (Fig. 4c), the reduction of β-catenin (Fig. 4d) and its target genes (Fig. 4e) as well. Furthermore, treating CUL4B overexpression organoids with Wnt inhibitor IWP-2 significantly attenuated increased budding formation and expression of Wnt target genes (Fig. 4f, g). Altogether, these results suggest that decreased Wnt signaling is responsible for the impaired intestinal regulation caused by *Cul4b* deletion.

**Fig. 4:**
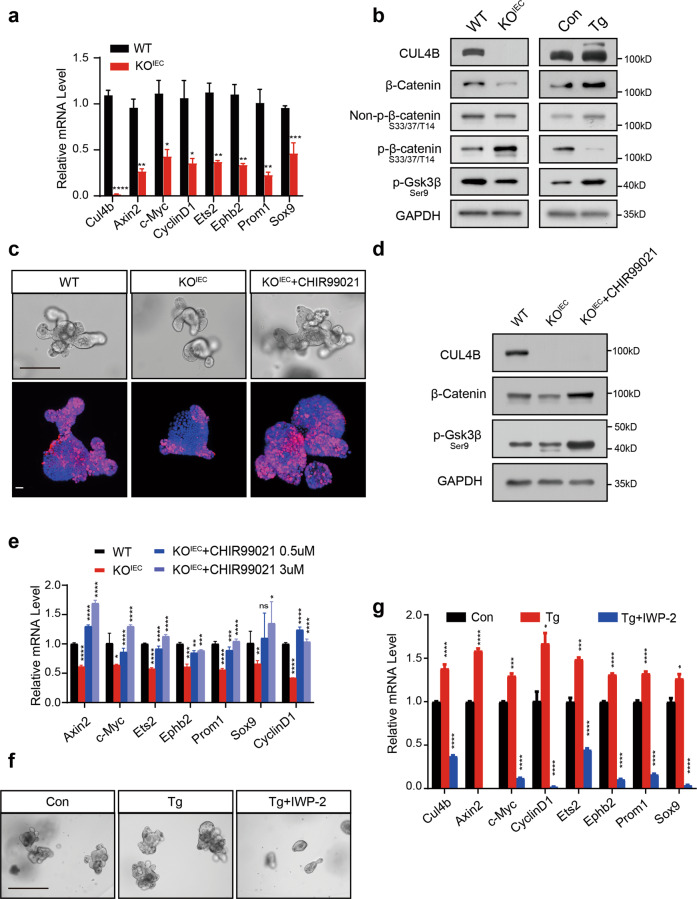
Impaired self-renewal after CUL4B ablation is due to disturbed Wnt signals. **a** The mRNA levels of Wnt/β-catenin target genes in KO^IEC^ crypts compared with WT control. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **b** The protein level of Wnt/β-catenin pathway was determined by Western blot in SIs organoids from KO^IEC^ and WT mice (Left), Tg and Con (Right). **c** The representative images in bright field (Upper) and Ki67 staining (Lower) of KO^IEC^ intestinal organoids with or without 3 μM CHIR99021 treatment compared with the WT. The scale bar is 100 μm (Upper) and 15 μm (Lower). **d** The protein level of Wnt/β-catenin pathway was determined by Western blot in SIs organoids from KO^IEC^ mice with or without 3μM CHIR99021 treatment. **e** The mRNA levels of Wnt/β-catenin target genes in KO^IEC^ and WT intestinal organoids with or without treatment with CHIR99021 (0.5 μM or 3 μM). *P < 0.05, **P < 0.01,***P < 0.001, ****P < 0.0001, ns, no significance. **f** The representative images in bright field of Tg intestinal organoids with or without treatment of 3 μM IWP-2 compared with Con. The scale bar is 400 µm. **g** The mRNA levels of Wnt/β-catenin target genes in Tg intestinal organoids with or without 3 μM IWP-2 treatment compared with Con. *P < 0.05, ***P < 0.001, ****P < 0.0001. Error bars represent standard errors in the figure.

### Lack of CUL4B in intestinal epithelial cells impairs their secretory phenotype

To determine the potential roles of CUL4B in regulating ISC niche, we first examined the effect of depletion of CUL4B in Lgr5^+^ cells by treating KO^Lgr5^ organoids with tamoxifen. With 24 h transient induction, knockout of *Cul4b* only decreased cell proliferation but did not alter organoid-forming and budding efficiency, implying an indispensable role of CUL4B in non-stem cells (Supplementary Fig. S4a–c). To substantiate this notion, we prepared conditional medium from cultured WT and KO^IEC^ organoid and assessed the effect of CUL4B deletion on their secretory phenotypes by growing single cells of wildtype organoids in the conditional medium (illustrated in Fig. 5a). Compared to the organoids cultured in WT conditional medium, the organoids cultured in KO^IEC^ supernatant grew much more slowly (Fig. 5b, c). qRT-PCR confirmed the down-regulation of Wnt target genes in organoids treated by KO^IEC^ supernatant (Fig. 5d). Furthermore, a Wnt luciferase reporter system was used to detect Wnt activity. The reporter cells treated with supernatant from KO^IEC^ organoids, but not supernatant from KO^Lgr5^ organoids revealed a significantly reduced Wnt activity (Fig. 5e). These data suggest that the function of CUL4B in non-stem cells is also essential to maintain ISC function. Consistently, the addition of recombinant Wnt3a rescued the reduction of budding formation and Wnt pathway in KO^IEC^ organoids (Fig. 5f–h).

**Fig. 5:**
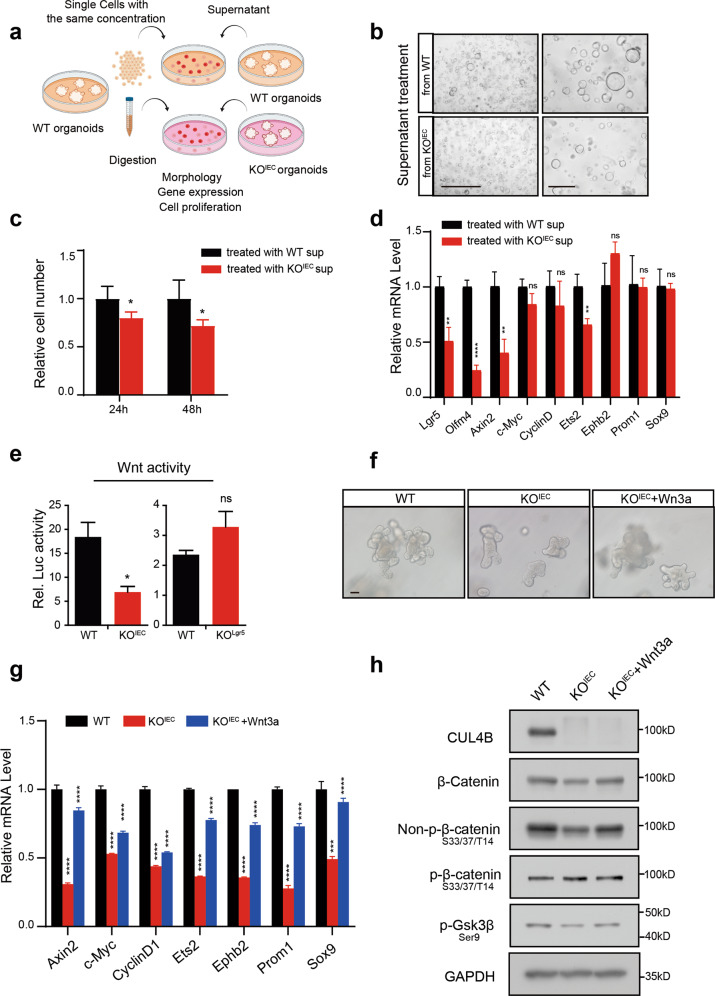
Decreased self-renewal and budding efficiency in CUL4B-deficient organoids are rescued by Wnt3. **a** Illustration of supernatant treating assay. The same number of wildtype SI organoids treated with supernatant collected from WT or KO^IEC^ organoids with the same cell number for 24 or 48 h. **b**, **c** The representative images (**b**) and cell numbers (**c**) of wild type small intestine organoids treated with supernatant collected from WT or KO^IEC^ organoids with the same cell number cultured for 24 or 48 h. The scale bar is 1000 μm (Left), 400 μm (Right). *P < 0.05. **d** The mRNA level of stem cell markers and Wnt target genes in wildtype SI organoids treated with supernatant collected from WT or KO^IEC^ organoids. The experiment was performed with four replicates. **P < 0.01, ****P < 0.0001, ns, no significance. **e** The relative luciferase activity of Wnt reporter cells were detected after treatment with supernatant collected from KO^IEC^ and KO^Lgr5^ and WT organoids for 48 h. The same cell number of organoids at the third passage were cultured and seeded. *P < 0.01, ns, no significance. **f** The representative images of SI organoids from WT and KO^IEC^ mice with or without treatment with recombinant Wnt3a (100 ng/ml). The scale bar is 50 μm. **g**, **h** The relative mRNA levels of Wnt/β-catenin target genes and protein level of Wnt pathway in WT and KO^IEC^ SI organoids with or without treatment with recombinant Wnt3a (100 ng/ml). ***P < 0.001, ****P < 0.0001. Error bars represent standard errors in the figure.

### *Cul4b* deficiency impairs Paneth cell development

CUL4B maily expressed at crypt bottom including ISCs and Paneth cells, which located among ISCs and provided the main cell source of secreted Wnt proteins. As the role of CUL4B in non-stem cells is indispensable, we next examined if the Paneth cells were altered by CUL4B deletion. Consistant with the observation in lysosome staining of small intestine tissues, we observed a significant reduction of Paneth cells per bud in KO^IEC^ organoids. In contrast, increased number of Paneth cells per bud was detected in *CUL4B* transgenic organoids (Supplementary Fig. S5a, b). UEA-1 staining confirmed that depletion of CUL4B from epithelial cells led to the loss of Paneth cells (Supplementary Fig. S5c). Furthemore, the impaired structure of Paneth cells was confirmed by Transmission Electron Microscope (TEM). Abnormal cell morphology including degranulation, disturbed cell junction, increased lysosome and disordered mitochondrion were found in KO^IEC^ intestines (Supplementary Fig. S5d). These data indicate that lack of CUL4B in intestine epithelial leads to abnormal Paneth cell number, inner and inter cell structure.

### CRL4B targets intestinal IRGM1 for degradation

CUL4B, as a core component of an E3 ubiquitin ligase complex, associates with DDB1, ROC1, DDB1-and CUL4-associated factor (DCAF) to degrade substrates by 26 S proteasome (Fig. 6a). To reveal the underlying molecular mechanism, we performed proteomics to identify the altered proteins and ubiquitinated proteins in *Cul4b*-deficient crypts. 210 upregulated and 293 downregulated proteins were identified in *Cul4b*-deficient mice with the fold change above 1.5 (Supplementary Table S3). The ubiquitinated levels of 251 lysines of 180 proteins were upregulated and 321 lysines of 242 proteins were downregulated with more than 1.5 folds (Supplementary Table S4). Venn analysis of candidate degradation substrates of CUL4B was among the overlapping proteins with upregulated expression and reduced ubiquitinated level (Fig. 6b). Twelve potential substrates were identified, among which immunity-related GTPase subfamily protein (IRGM1) had the biggest change at protein level and most decreased ubiquitinated sites (Fig. 6c). We then performed immunoblot to confirm the expression change of these candidate substrates (Fig. 6d). IRGM1 was significantly upregulated both in isolated crypts and cultured organoids derived from KO^IEC^ and KO^Lgr5^ mice (Fig. 6e-g). Meanwhile, overexpression of CUL4B resulted in a reduction of IRGM1 protein. Importantly, the reduction of IRGM1 caused by the overexpression of CUL4B was efficiently blocked by the administration of MG132, a proteasome inhibitor (Fig. 6h). The results imply that CUL4B degraded IRGM1 via a proteasome-dependent degradation mechanism. To further strengthen this notion, we measured the half-life of IRGM1 protein in CUL4B overexpressed cells. Remarkably, overexpression of CUL4B resulted in a accelarated IRGM1 decay (Fig. 6i, j). These results suggest that CUL4B decreases the stability of IRGM1 protein.

**Fig. 6:**
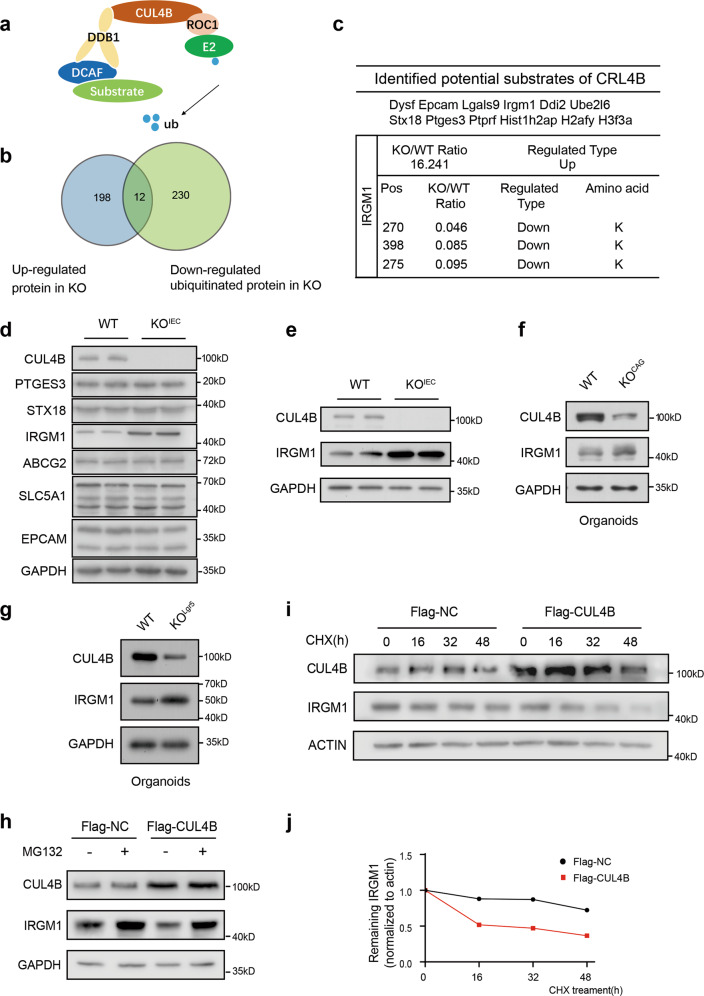
CRL4B functions as the E3 ligase to ubiquinate IRGM1. **a** The structure of CRL4B E3 ligase. **b** Venn diagram showing the overlap of up-regulated proteins and down-regulated ubiquitylated proteins identified in KO^IEC^ crypts by Mass Spectrometry (MS). **c** The name list of twelve overlapping proteins. The changing folds and detail modification sites of IRGM1 were indicated. **d** Western blots analysis of the overlapping proteins identified by proteomics. **e**–**g** Western blots were performed to check IRGM1 accumulation in KO^IEC^ crypts (**e**) KO^CAG^ organoids (**f**) and KO^Lgr5^ organoids (**g**) compared to WT. CUL4B, IRGM1, and GAPDH expression were detected. **h** The IRGM1 level was detected in CUL4B overexpression (Flag-CUL4B) and control (Flag-NC) 293 T cells by Western blot with or without the presence of proteasome inhibitor MG132. The cell lysate was then detected with indicated antibodies. **i, j** The effect of CUL4B on the IRGM1 stability was detected by Western blot in CUL4B overexpression (Flag-CUL4B) and control (Flag-NC) 293 T cells with CHX chasing. The cell lysate was then detected with indicated antibodies with ACTIN as the control (**i**). **j** Signals from immunoblots were analyzed by Quantity One (Bio-Rad) to indicate the half-life of IRGM1 degradation.

### CRL4B functions as an E3 ligase for intestinal IRGM1 at Lys270

We then tested whether IRGM1 was a direct substrate of CRL4B. Firstly, we confirmed the physical association between CRL4B complex and IRGM1. IRGM1 was immunoprecipitated with a substantial amount of CUL4B and DDB1. IRGM1 was coimmunoprecipitated with antibodies against CUL4B (Fig. 7a). The ubiquitination assay showed CRL4B significantly increased the amount of polyubiqutinated IRGM1, whereas knockdown of *CUL4B* resulted in a significant reduction (Fig. 7b, c) FLAG-CUL4B immunoprecipitated complex was confirmed in Supplementary Fig. S6a. These results support CRL4B as an E3 ligase for IRGM1. Residues Lys270, Lys275 and Lys398 on IRGM1 protein were identified as potential ubiquitination sites by quantitative mass spectrometry. To examine whether CRL4B targets these residues, we mutated Lys270/275/398 to alanine respectively and performed the ubiquitination assay. Our results showed that K270A, but not K275A or K398A mutant significantly reduced the level of polyubiquitinated IRGM1, suggesting that Lys270 was targeted by CRL4B complex (Fig. 7d).

**Fig. 7:**
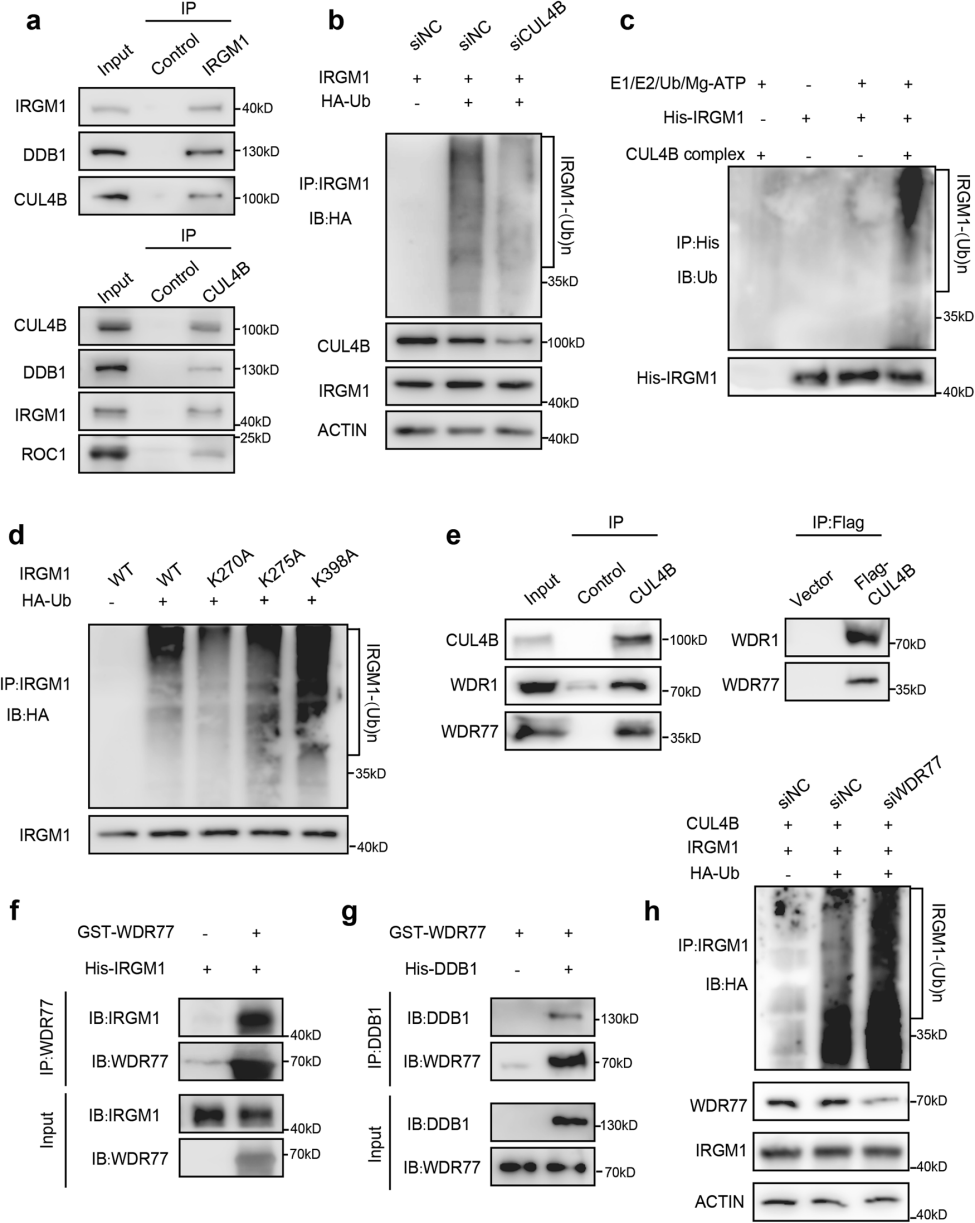
IRGM1 is polyubiquitylated and degraded by CRL4B complex. **a** Immunoprecipitation was performed to detect interactions between CUL4B, DDB1 and IRGM1. Protein extracted from small intestine of mice was immunoprecipitated with the indicated antibodies individually. **b** The effect of CUL4B on IRGM1 ubiquitination was confirmed by immunoprecipitation and detected by Western blot with indicated antibodies. IRGM1, HA-Ub expression constructions and siRNA (siCUL4B or siNC) were transfected into HEK293T cells as indicated in lane 1, 2, and 3. **c** In vitro ubiquitination of IRGM1 by the CRL4B complex. Purified His-IRGM1 was incubated with E1, E2, Ub and ATP in the absence and presence of the CRL4B complex (Flag-CUL4B IP products) as indicated in lane 1–4. Ubiquitination of His-IRGM1 was analyzed by Western blot using anti-Ub antibody. **d** Single lysine mutations on IRGM1 defect ubiquitination by CRL4B. Immunoprecipitation was performed with wildtype and mutant *Irgm1* variants together with Flag-CUL4B, HA-Ub with treatment with MG132 for 3 h as indicated in lane 1–5. Western blot was performed and detected with indicated antibodies. Input (3%) was used for Western blotting. **e** Immunoprecipitation was performed to detect interactions between CUL4B and WDR77. Protein extracted from mice small intestine or HEK293T cells was immunoprecipitated with the indicated antibodies. **f**, **g** GST pull down assays identify the direct interaction among IRGM1, DDB1 and WDR77. GST-WDR77, His-DDB1 and His-IRGM1 were expressed in *E. coli* individually followed by protein purification and immunoprecipitated pull-down. The proteins were detected using indicated antibodies. Input (15%) was used for Western blot. **h** In vivo ubiquitination assay of IRGM1 by the CRL4B complex with or without WDR77 interfering.

CRL4B uses a variety of DCAFs to assemble different E3 ligases to specifically target substrates. Mass spectrometry identified several CUL4B-interacting proteins including WD40 containing proteins such as WDR1, WDR3, WDR18 and WDR77, among which WDR77 was physically associated with CUL4B, DDB1 and ROC1, as demonstrated by coimmunoprecipitation (Fig. 7e). Importantly, WDR77 was co-expressed with CUL4B at intestinal crypts (Supplementary Fig. S6b). GST-pulldown assay confirmed the direct interaction between WDR77 and IRGM1 as well as DDB1 (Fig. 7f, g). These data suggest that WDR77 functions as a substrate receptor, directly recruits substrate IRGM1, facilitates its ubiquitination, and promotes subsequent proteasomal degradation. However, interfering *WDR77* did not lead to significant decrease of ubiquitinated IRGM1 (Fig. 7h). Taken together, our results suggest CRL4B as an E3 ligase for intestinal IRGM1 at Lys270.

### CUL4B regulates Paneth cell function and organoid proliferation through IRGM1

IRGM1 is the autophagy-associated protein susceptible for intestinal inflammation and microbiology infection. *Irgm1* KO mice display granules in Paneth cell being finer, irregular in size, and less dense in appearance, selective reduction of Lyz expression and altered antimicrobial peptide (AMP) production [29–31]. To check whether CUL4B regulate Paneth cell structure and function through IRGM1, we knocked down *Irgm1* by lentivirus in organoids from KO^IEC^ mice to check AMP expression. The reduced number of Paneth cells and transcript levels of lysosome and AMPs in *Cul4b* KO^IEC^ organoids was rescued by deletion of *Irgm1* (Fig. 8a, b). Decreased organoid formation, budding efficiency and cell numbers per bud were rescued after deletion of *Irgm1* as well (Fig. 8c–e). Accordingly, proliferation capacity of organoids was also elevated in *Cul4b* KO^IEC^ organoids by *Irgm1* deletion (Fig. 8f). Taken together, our findings suggest that decreased Paneth cell number, morphology and function by lack of CUL4B was mediated through IRGM1 accumulation.

**Fig. 8:**
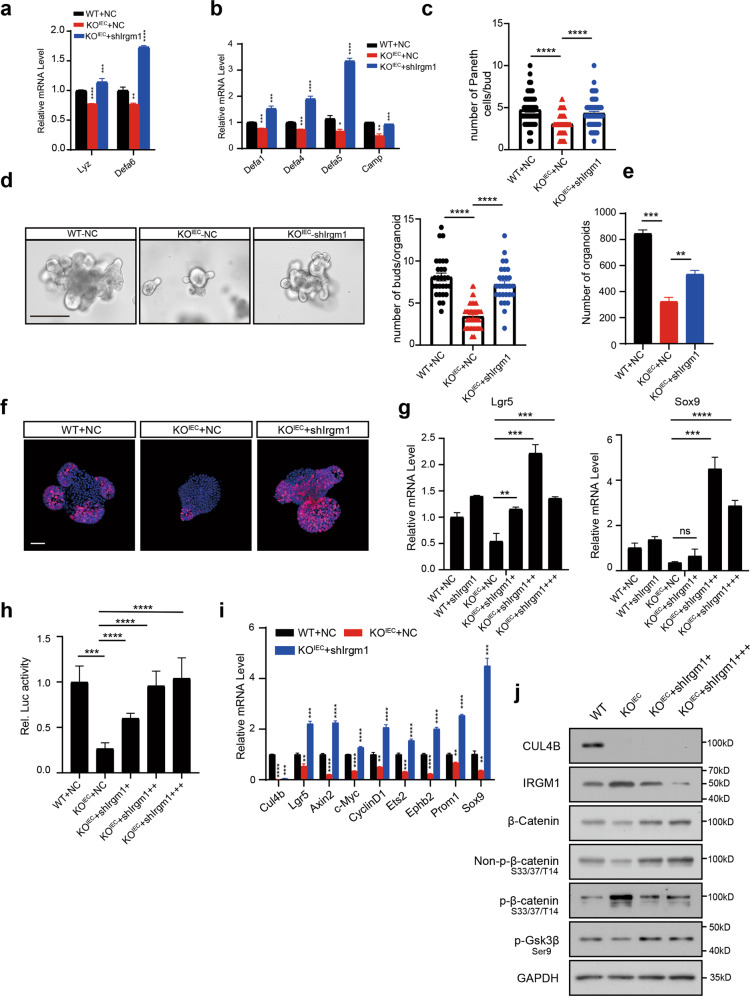
IRGM1 mediates the impaired proliferation and Paneth cell function caused by Cul4b deletion. **a, b** Relative mRNA levels of antimicrobial peptides cryptdin (Defa1), Defa4, Defa5, cathelicidin (Camp), Defa6, and lysozyme (Lyz) in WT + NC, KO^IEC^ infected by lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and KO^IEC^ control organoids (KO^IEC^ + NC). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **c**. The average number of Paneth cells within individual buds (right) from WT + NC, KO^IEC^ + shIrgm1 and KO^IEC^ + NC. ****P < 0.0001. **d** Representative image the organoids (left) of WT (WT + NC), KO^IEC^ infected by lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). The average budding number per organoid (right) from WT + NC, KO^IEC^ + shIrgm1 and KO^IEC^ + NC. The scale bar is 200 μm. ****P < 0.0001. **e** The organoids numbers of WT (WT + NC), KO^IEC^ infected by lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). **P < 0.01, ***P < 0.001. **f** Representative image of Ki67 staining from organoids of WT (WT + NC), KO^IEC^ infected by lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). The scale bar is 15 μm. **g** Relative mRNA levels of stem cell marker *Lgr5* (Left) and *Sox9* (Right) in organoids of WT + NC, KO^IEC^ infected by dose-dependent lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). The experiment was performed with triplicates. **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, no significance. **h** Relative luciferase activity of HEK293 STF Wnt activity reporter lines were detected after 48 h treated with secreted supernatant collected from organoids WT + NC, KO^IEC^ infected by dose-dependent lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). ***P < 0.001, ****P < 0.0001. **i** Relative mRNA levels of Wnt target gene in organoids of WT (WT + NC), KO^IEC^ infected by lentivirus to knockdown *Irgm1* (KO^IEC^ + shIrgm1) and control (KO^IEC^ + NC). The experiment was performed with triplicates. **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, no significance. **j** Protein level of Wnt/β-catenin pathway was determined by Western blot in SI organoids from KO^IEC^, KO^IEC^ with *Irgm1* ablation (KO^IEC^ + shIrgm1) and WT (WT + NC) mice.

### Dysregulated Wnt signaling caused by CUL4B depletion is rescued by knockdown of *Irgm1*

To test whether the dysregulation of Wnt signaling in *Cul4b*-deficient organoids was caused by increased levels of IRGM1, we examined the rescue effect of *Irgm1* knockdown on the Wnt activity and its target genes in *Cul4b* KO^IEC^ organoids. Infection of *Irgm1* knockdown lentivirus significantly upregulated the transcription of Wnt target genes (*Lgr5* and *Sox9*) and Wnt luciferase activity in a dose-dependent manner (Fig. 8g, h). Interfering *Irgm1* efficiently attenuated the reduction of other Wnt target genes and proteins in *Cul4b* KO^IEC^ organoids (Fig. 8i, j). Overall, our findings demonstrated a critical role of CUL4B in intestinal development and homeostasis. Mechanistically, we identified IRGM1 as a novel targeting substrate of CRL4B complex. CUL4B ubiquitylates IRGM1 at K270. Impaired intestinal homeostasis caused by CUL4B deletion is mediated by upregulation of IRGM1.

## Discussion

In this study, we have demonstrated a critical role of CUL4B in intestinal homeostasis. We observed that ISC self-renewal and differetiation were impaired in the absence of CUL4B. Mechanistically, CUL4B regulates ISCs and their niches by targeting IRGM1 for ubiquitination and degradation, and thereby sustaining Wnt signaling. Our results have important implications in understanding the regulatory network of intestine development and related diseases.

Due to lack of Lgr5^+^ ISCs, CUL4B KO^IEC^ intestine shows a significant reduction in self-renewal. Constitutive gradient Wnt enriched at crypts was required for ISC proliferation and specific lineage differentiation [7, 32, 33]. The dysregulated Wnt signaling in *Cul4b* KO^IEC^ mice not only causes shorter crypts/villi length, but also leads to loss of secretory lineage differentiation including Paneth cells, enteroendocrine cells and goblet cells. In contrary, the function of absorptive lineage of enterocytes is accentuated in KO^IEC^ intestine with upregulated *Alpi* staining and *Apoa4* gene expression. The RNA-seq data show that the type 2 diabetes, PPAR pathway and insulin signaling are enriched in KO^IEC^ tissue, which is in accordance with our previous reports that adipocyte specific *Cul4b* knockout mice are susceptible to obesity [25, 27]. 

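The list of 46 type 2 diabetes genes, 32 of them tested in the crypts, had an NES of -1.67 in KO IEC crypts (adjusted p = 0.0109, fgsea with Benjamini-Hochberg adjustment), with 25 genes higher and a median log2 fold change of 0.29. Socs4, Irs2 and Insr led it, with log2 fold changes of 0.46, 0.65 and 0.56. All KO IEC libraries scored above all WT libraries (exact two-sided permutation test, p = 0.0286). The median difference was 0.18 log2 CPM within the low class of mitochondrial ribosomal RNA and 0.25 within the middle class. With the enterocyte marker level as a covariate the NES was -1.24 (adjusted p = 0.236). The organoids gave -1.53 in KO IEC (adjusted p = 0.0361), -1.67 there with the replicate block, and -0.86 in KO CAG (adjusted p = 0.707).

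For insulin signaling the NES was -1.60 (adjusted p = 0.00571), with 65 of 106 tested genes higher and a median log2 fold change of 0.08. At an adjusted p under 0.05 by edgeR's quasi-likelihood test, 10 genes were higher and 3 lower. The library scores did not overlap (exact two-sided permutation test, p = 0.0286), and the class values were 0.06 and 0.02 log2 CPM. Correction for gene length gave -1.27 (adjusted p = 0.102), and the Reactome set for the insulin receptor gave -1.22 (adjusted p = 0.171). In KO IEC organoids the NES was -1.59 (adjusted p = 0.00701), and -1.36 with the replicate block. KO CAG organoids lay on the WT side, at 1.13 (adjusted p = 0.229). There 9 genes were higher and 17 lower at an adjusted p under 0.05 by edgeR's test.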

Our results further indicate CUL4B deficiency as a risk factor for metobolic disorders.

Through secreting Wnt3, EGF and Notch that fuel stem cell self-renewal, Paneth cells play critical roles in ISC maintenance as one of the major components of ISC niches [2, 34, 35]. The reduction of organoid-forming and budding efficiency following CUL4B deletion is restricted to ex-vivo cultured organoids derived from KO^IEC^ rather than KO^Lgr5^ intestine. The transient knockout of CUL4B with short-term tamoxifen induction in KO^Lgr5^ organoids leads to reduced size. But in single-cell assay, the expansion medium may contain enough Wnt signals that rescue the decreased organoid formation in KO^Lgr5^ organoids.

Besides, our results of supernatant collection clearly demonstrate that deletion of CUL4B influences ISC stemness by extracellular environment through secretion. The TEM confirms the dysregulated intercellular structure and cell-cell junction between Paneth cell and ISCs in KO^IEC^ mice, that also has been proved as a cause of disrupted Wnt recognization [7, 32]. IFN-gamma, which has been reported to trigger degranulation and extrusion of Paneth cells and release of antimicrobial products, is also enriched in CUL4B KO^IEC^ tissues (data not shown). 

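A list of 99 interferon response genes, which are induced by type I or type II interferon and do not tell the types apart, was tested for this. In KO IEC crypts 73 of 92 tested genes were higher, with a median log2 fold change of 0.56, and the NES was -3.04 (adjusted p = 1.63e-20, fgsea with Benjamini-Hochberg adjustment). By edgeR's quasi-likelihood test 35 genes were higher and 1 lower at an adjusted p under 0.05, led by Samd9l (log2 fold change 1.76), Usp18 (2.23) and Ifi27 (1.24). Every KO IEC library scored above every WT library (exact two-sided permutation test, p = 0.0286). Within the low and middle classes of mitochondrial ribosomal RNA the median differences were 0.39 and 0.48 log2 CPM. The organoids gave an NES of -0.85 in KO IEC (adjusted p = 0.767), 0.88 there with the replicate block (adjusted p = 0.717), and -2.203 in KO CAG (adjusted p = 2.78e-08), where 71 of 83 genes were higher and 46 of them had an adjusted p under 0.05 by edgeR's test. Ifng mRNA itself had at most 2 counts in any library, so a difference in it was not detectable at this depth.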

Taken together, our fingdings suggest the essential role of CUL4B in ISC niche. Increased numbers of granulated Lyz^+^ cells has been observed in *Irgm1* KO^IEC^ mice [31]. Consistantly, the Lyz^+^ cells were significantly reduced following *Cul4b* deletion. We perform dose-dependent lentivirus infection of sh*Irgm1* in KO^*IEC*^ organoids to clarify that CUL4B regulates Wnt regulation through IRGM1. Total and active β-catenin are rescued in KO^IEC^ organoids after *Irgm1* deletion and Wnt recovery is confirmed by the STF reporter system. IRGM1 ablation also has strong rescue effect to re-produce antimicrobial products of Defa1 Defa4, and Defa6 in KO^IEC^ organoids. Collectively, these data strongly suggest a non-redundant role of CUL4B in Paneth cell partially by degrading IRGM1. Besides, IRGM1 has been linked to bacterial immunity, inflammation, and autophagy initiation complexes formation by co-assembling with ULK1 and Beclin1 [15, 29]. Human IRGM1 is a risk allele in Crohn’s disease (CD), one chronic, immune-mediated, inflammatory intestinal disorder. Whether CUL4B functions in host-defense and chronic intestinal inflammation will be determined in our future study.

Our results reveal CRL4B as an E3 ubiquitin ligase to ubiquitylate IRGM1 at K270 and consequently degrade IRGM1. Several candidate WD40 repeat proteins are found by mass spectrometry as potential DCAFs for IRGM1. Although we identify a direct association between WDR77 with DDB1, interfering *WDR77* by siRNA in 293 T cells results in no IRGM1 accumulation. In vitro ubiquitylation assay also suggests WDR77 is dispensable for IRGM1 degradation. The other co-factors of CRL4B complex for IRGM1 ubiquitylation need to be further explored.

CUL4B is mainly expressed in the cytoplasm of ISCs zone, which is recapitulated in ex vivo intestinal organoids. Although CUL4B is characterized by the nuclear localization signals at the N terminus, we uncover the specific intestinal cytoplasm location of CUL4B. Our results suggest the cytoplasm location of CUL4B could not be changed in organoids treated with nuclear export inhibitor, Leptomycin B (data not shown). Further experiments are needed to elucidate the mechanism by which CUL4B is excluded from the nucleus in the intestine.

Overall, our findings demonstrate a critical role of CUL4B in intestinal development and homeostasis. A cytoplasm specific expression of CUL4B is found at bottom crypts. Deletion of *Cul4b* leads to reduced self-renewal and an impaired lineage differentiation towards secretory progenitors of ISCs through Wnt signals. Mechanistically, CRL4B complex ubiquitylate its substrate IRGM1 at K270. These findings advance our understanding of how intestinal homeostasis is regulated and have potential implications in the management of gasteroenterological diseases.

## Supplementary information

Supplementary_Figures and Figure Legends

Change of Authorship Request

Supplementary materials for WB

Table S1 The list of primers used for qRT-PCR.

Table S2 The differential genes changed in KOIEC mice (N=4), in KOCAG organoids (N=2) or in KOIEC organoids (N=2) compared with wildtype intestine.

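Supplementary Table S2 gives the authors' DESeq2 results, one sheet per model. The text of the crypt sheet used here shows 1999 of the paper's 2277 genes. Of the 934 genes with an adjusted p under 0.05 in KO IEC crypts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 875 (93.7%) are among the genes shown, and all 875 have the same direction in both. The KO CAG sheet shows 1931 of the paper's 4405 genes, of which 1913 had an adjusted p under 0.05 by edgeR's test, all in the same direction. The genes of the KO IEC organoid sheet were not used here.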

Table S3 The differential proteins changed in KOIEC mice with fold change of above 1.5 compared with wildtype.

Table S4 The differential ubiquitylated proteins changed in KO<IEC> mice with fold change of above 1.5 compared with wildtype.

Table S5 The reagents and resource we used in the manuscripts.

Movie S1 Co-staining of CUL4B and β-catenin in small intestine organoids.

Movie S2 The differential ubiquitylated proteins changed in KOIEC mice with fold change of above 1.5 compared with wildtype.

Movie S3 z-stack re-construction of Ki67 staining in KOIEC small intestine organoids

Reproducibility Checklist

## Data Availability

Raw and processed data for RNA-seq can be reached from GEO database with the number of GSE157818 and MS data in PRIDE with the number of PXD-021528. All other datasets and code are available upon request from the .

# Supplementary material for: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis
**Source:** Cell Death Differ. 2022 Feb 23;29(9):1673–88. doi: 10.1038/s41418-022-00954-9
**Supplement:** Supplementary file 1 — Supplementary_Figures and Figure Legends

Supporting Information

Title Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis

Yujia Fan^1^, Xiaohan Huo^1^, Beibei Guo^1^, Xiaohui Zhang^1^, Yang Yang^1^, Jiabei Lian^1^, Xinyuan Meng^1^, Yiwen Shao ^1^, Yongxin Zou^1^, Haiyang Guo^2^, Haitao Wang^3^, Gongping Sun^4^, Hao Dou^1^, Jinshen Wang^6^, Changshun Shao^5^, Yaoqin Gong^1, *^, Huili Hu^1, *^

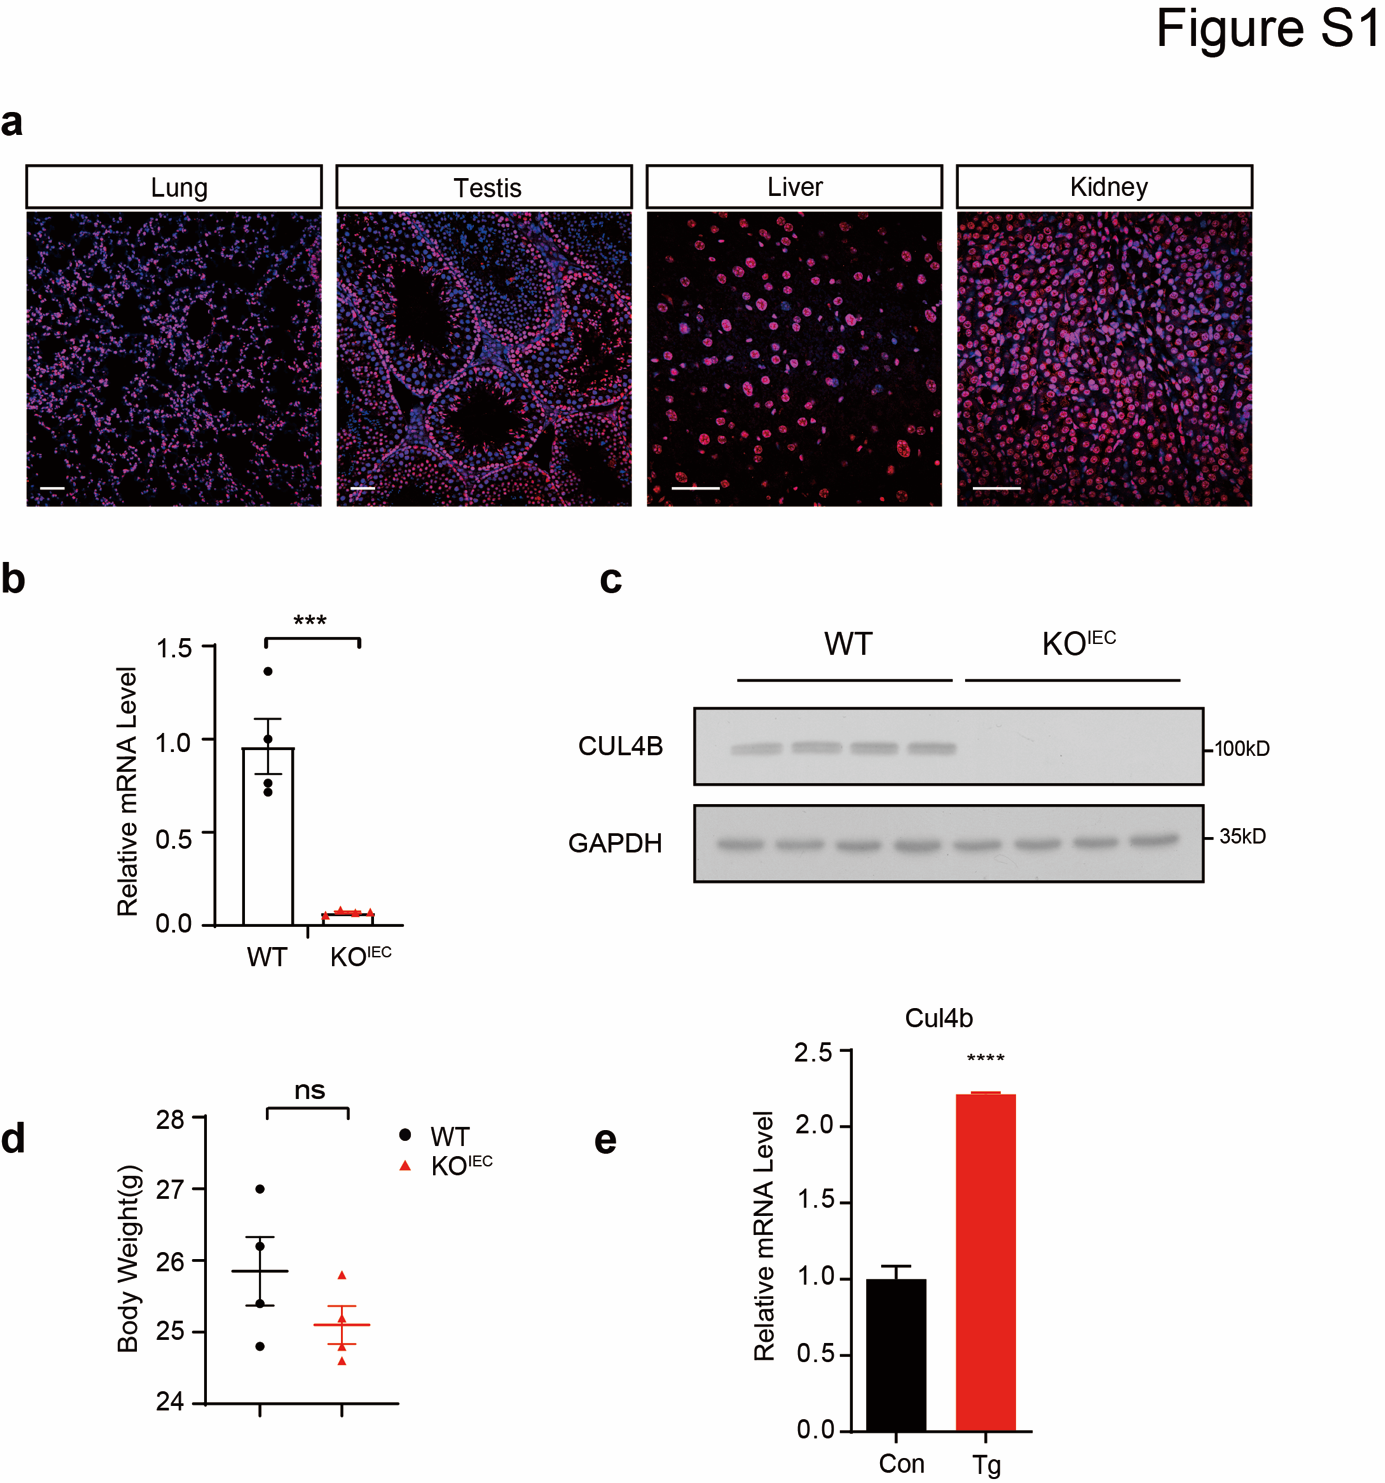

**Fig. S1: The expression level of CUL4B deletion and overexpression was confirmed.**

**a** Immunofluorescent staining of CUL4B in murine lung, testis, liver and kidney. Red, CUL4B, Blue, DAPI. The scale bar is 50 μm. **b** The mRNA level of *Cul4b* in the crypts isolated from KO^IEC^ mice relative to WT littermates. ****P* <0.001. **c** Western blots analysis of CUL4B expression in the crypts from KO^IEC^ mice and WT littermates. **d** No significance of body weight was found between WT and KO^IEC^ mice. ns, no significance. **e** The mRNA level of *CUL4B* in the crypts from transgenic mice (Tg) relative to control littermates (Con). *****P* <0.0001.

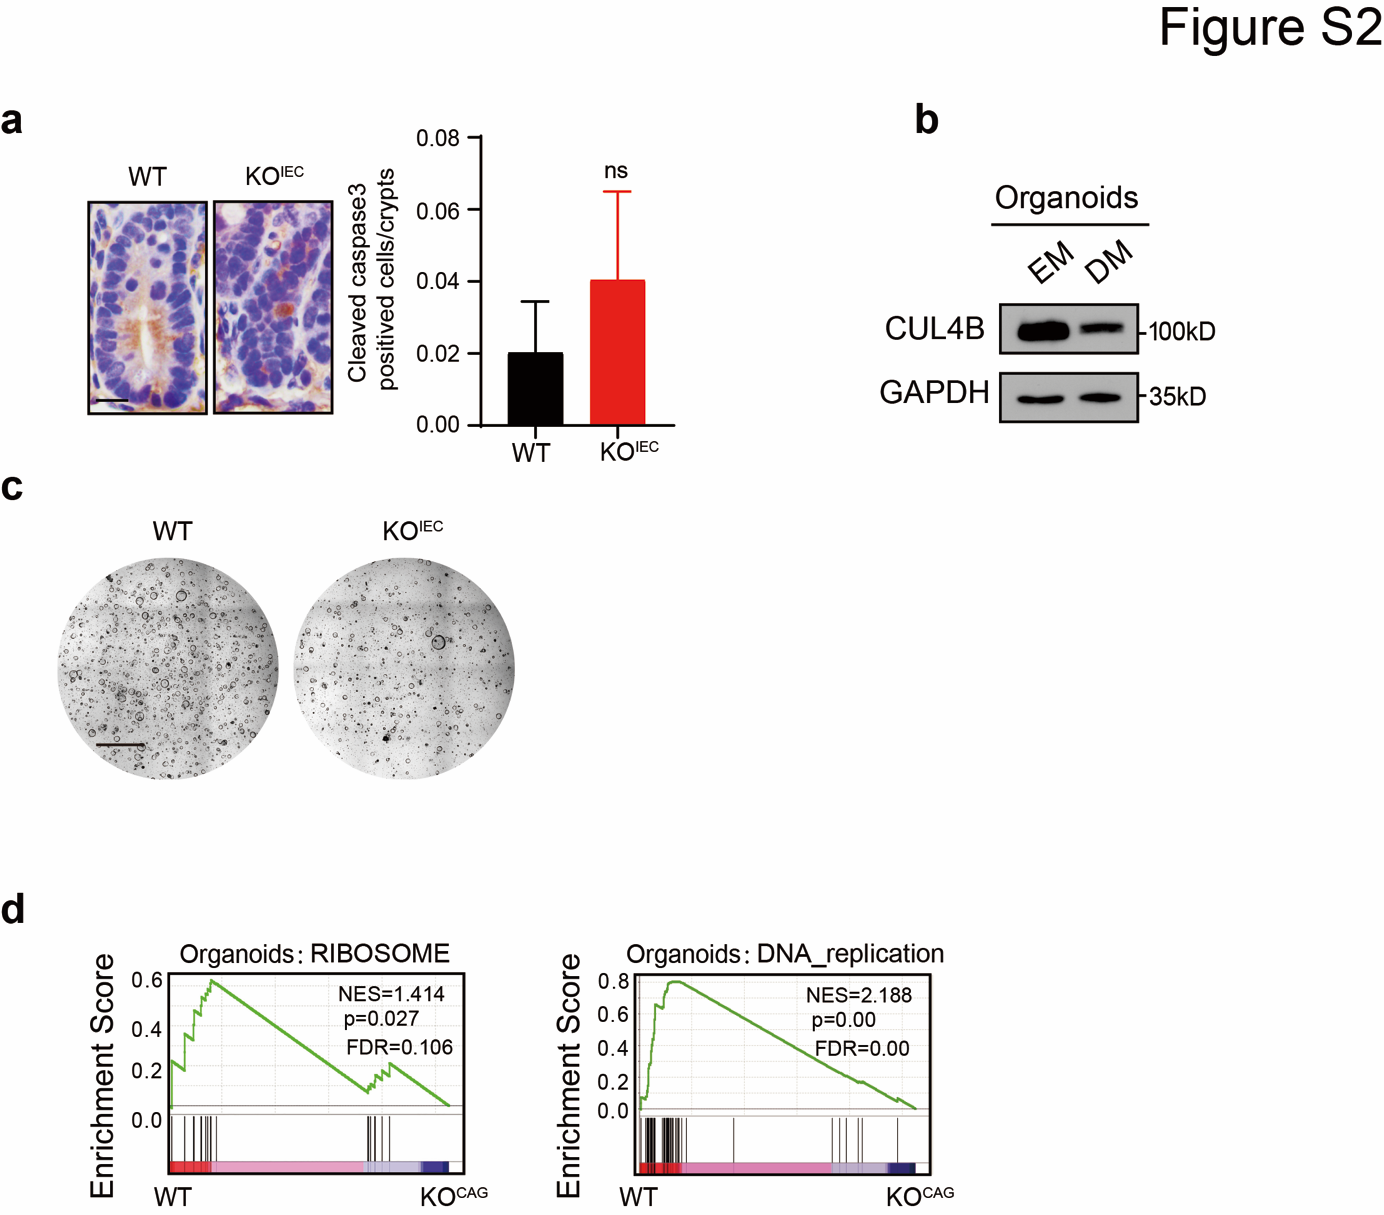

**Fig. S2: Cell proliferation instead of apoptosis was responsible for decreased self-renewal after CUL4B deletion.**

**a** The representative Images and quantification of cleaved Caspase3 staining to detect apoptosis in intestine of KO^IEC^ and WT mice. The scale bar is 50 μm. ns, no significance. **b** Western blots show the expression level of CUL4B in intestine organoids cultured in stem cell-enriched expansion medium (EM) or differentiation medium (DM). **c** The representative images of organoids starting from single cells in EM derived from KO^IEC^ and WT mice. The scale bar is 1000 μm. **d** GSEA analysis for differentiated expression genes of organoids between KO^CAG^ and WT mice. Ribosome and DNA replication pathways were enrichment in WT group. NES, normalized enrichment score; FDR, false discovery rate.

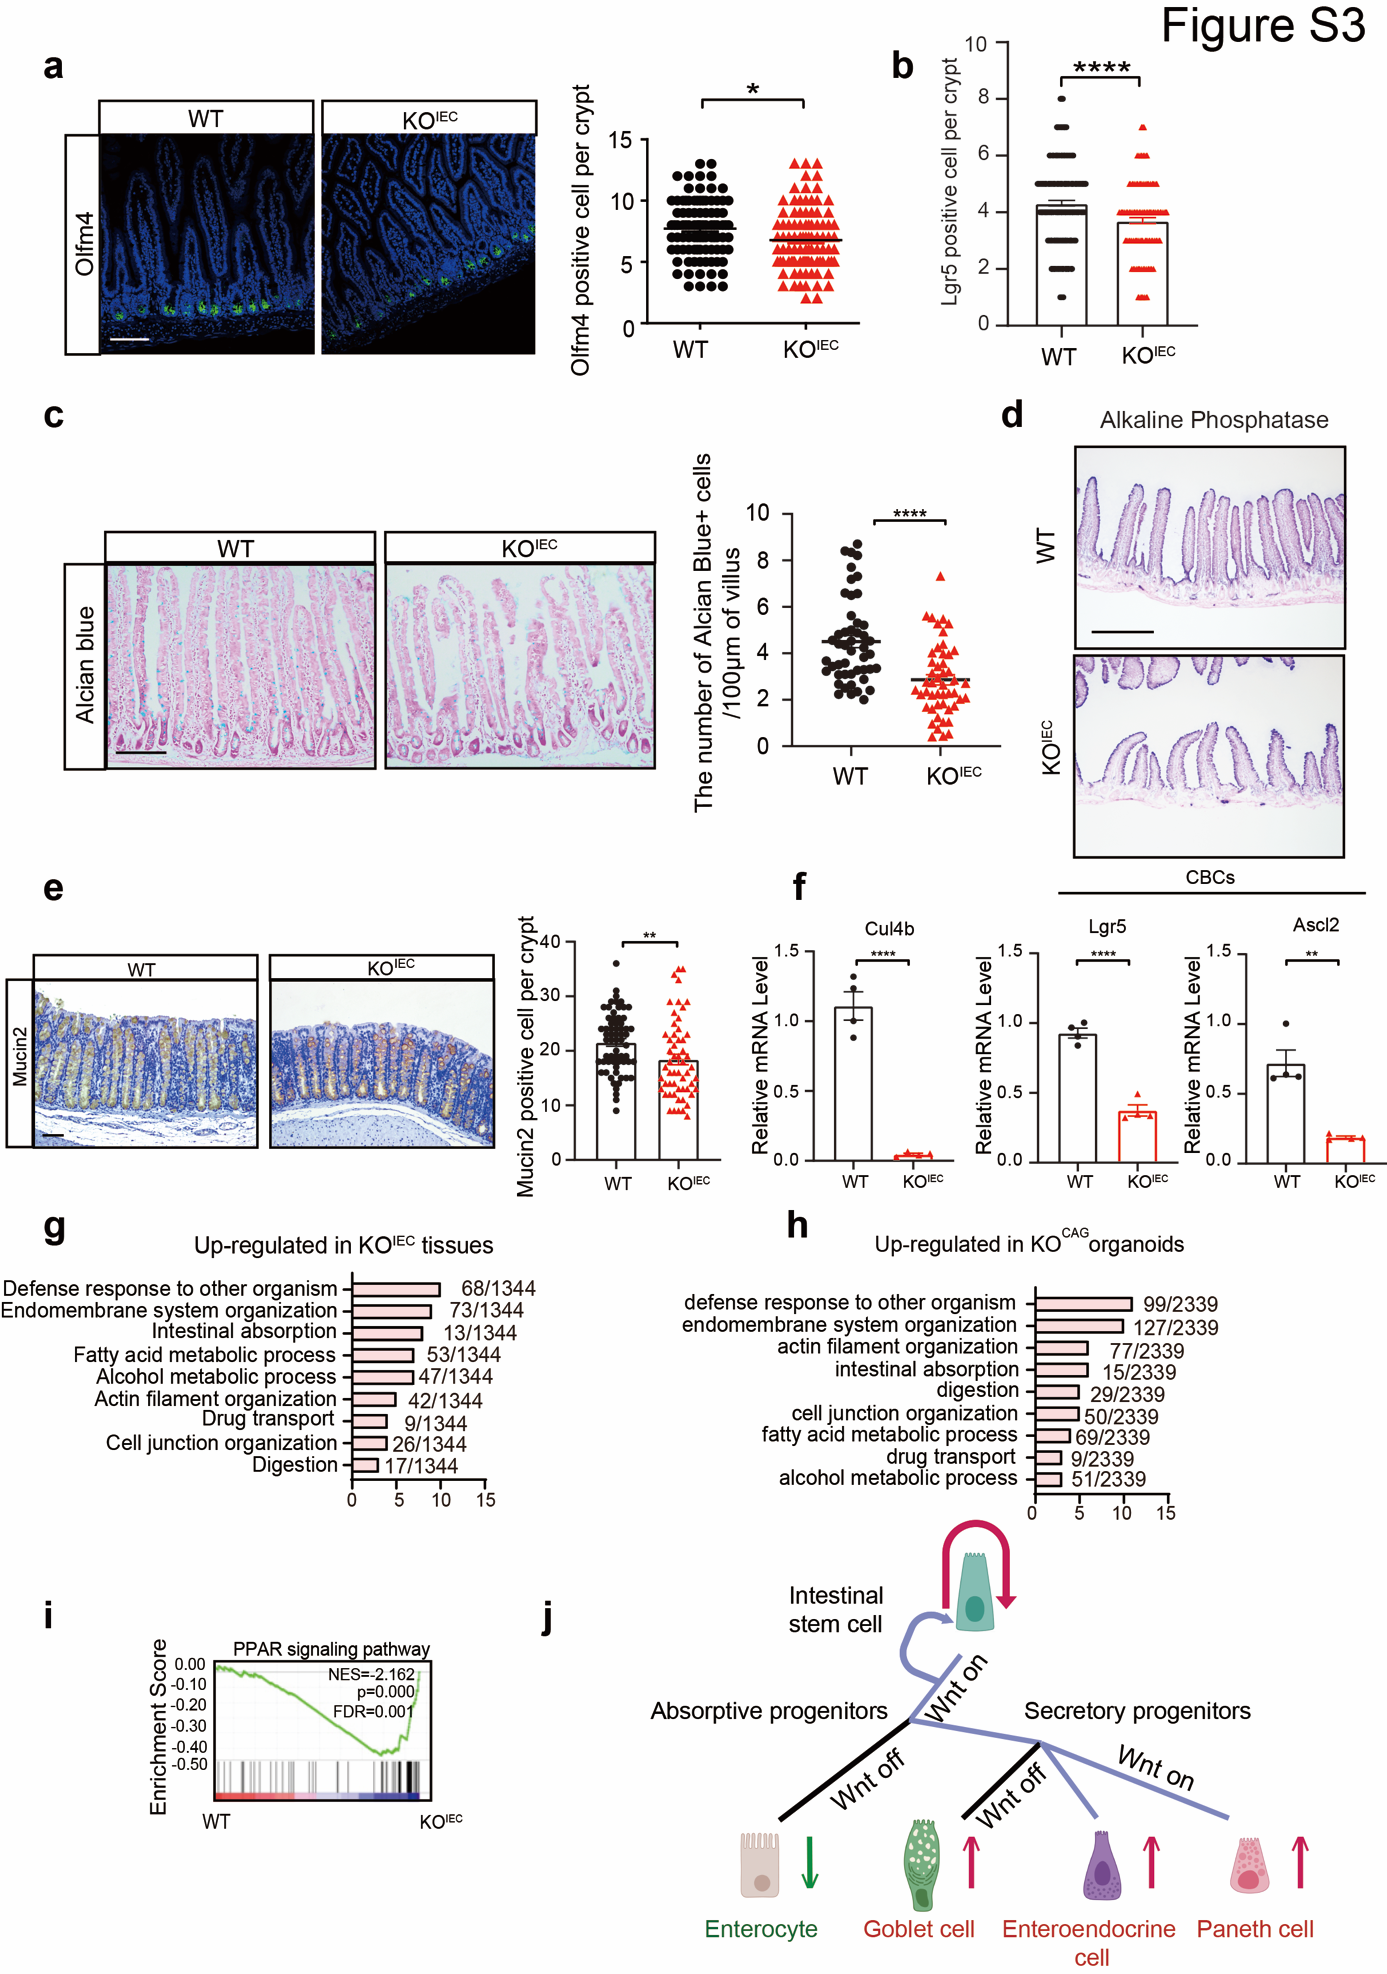

**Fig. S3: Transcriptional alterations in KO^IEC^ intestines.**

**a** The representative images and quantification of Olfm4 staining in SI of KO^IEC^ and WT mice (N=3). The scale bar is 50 μm. **P <0.05.* **b** Fluorescence FISH analysis of ISC marker Lgr5 in KO^IEC^ and WT crypts (*N*= 3). **c** The representative images and quantification of Alcian blue staining in SI of KO^IEC^ and WT mice (*N*=3). The scale bar is 50 μm. *****P* <0.0001. **d** The representative images of Alkaline Phosphatase staining in SIs of KO^IEC^ and WT mice. The scale bar is 50 μm. **e** The representative images and quantification of Mucin2 staining in colon of KO^IEC^ and WT mice (*N*=3). The scale bar is 50μm. ***P* <0.01. **f** The mRNA expression level of stem cell markers in KO^IEC^ colon relative to WT littermates. ***P* <0.01, *****P* <0.0001. **g** GO pathway analysis was performed to indicate significantly differentiated up-regulated pathways in KO^IEC^ intestine. **h** GO pathway analysis was performed to indicate significantly differentiated up-regulated pathways in KO^IEC^ organoids. **i** PPAR pathway was enriched in KO^IEC^ intestine. **j** Graphic abstract of major signals CUL4B affected in ISC self-renewal and differentiation. Red, ISC self-renewal and differentiation CUL4B promoted; Green, differentiation CUL4B repressed.

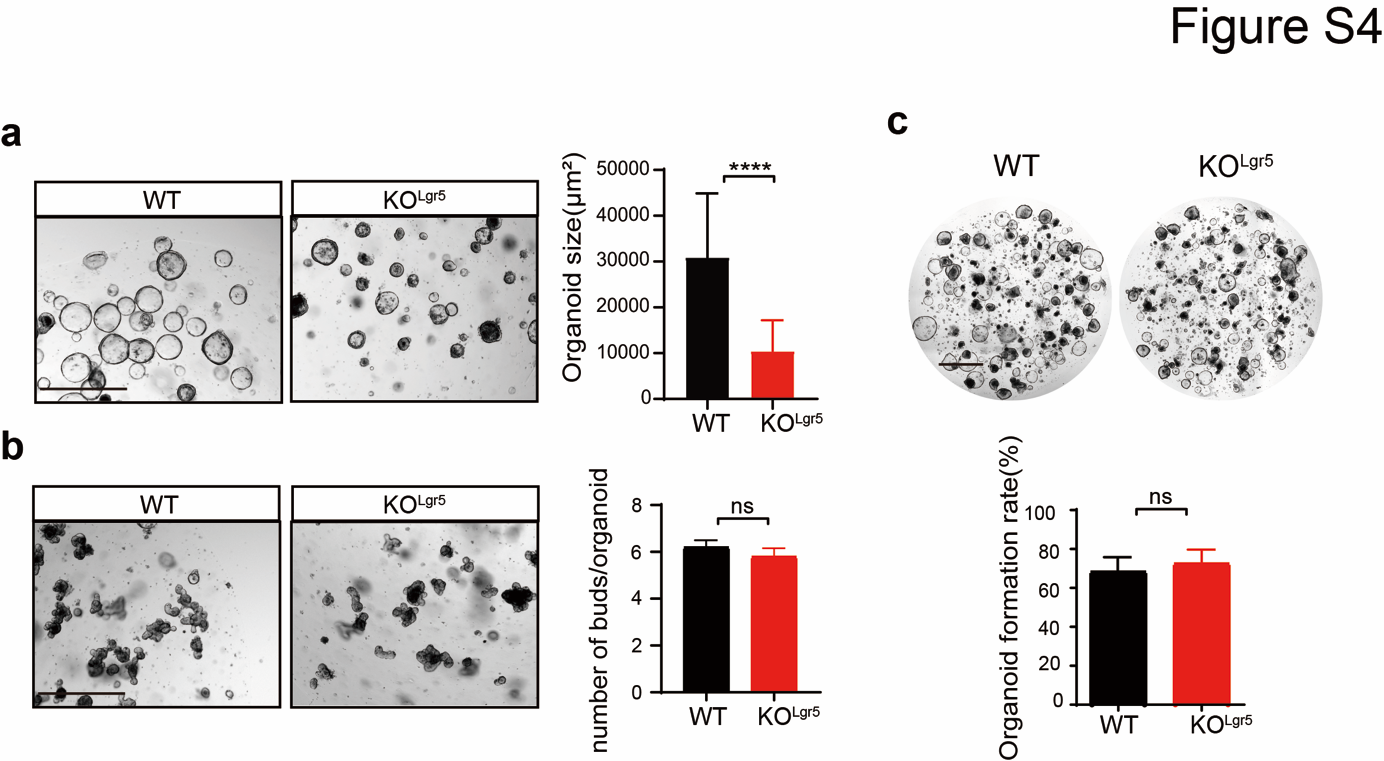

**Fig. S4: Transient CUL4B deletion in Lgr5^+^ cells reduced organoid size instead of formation efficacy**

**a** The representative images (left) of small intestine (SI) organoids cultured in expansion medium from KO^Lgr5^ mice and WT mice. The scale bar is 1000 μm. Quantification(right) of SI cystic cross-sectional area of organoids. Data are representative of three independent experiments. *****P*<0.0001. **b** The average budding number per organoid from WT and KO^Lgr5^ mice. ns, no significance. **c** Colony-forming assays were performed to determine the cell viability of organoids cultured in EM from KO^Lgr5^ and WT mice. The number of colonies per well was counted. The scale bar is 1000mm. *****P*<0.0001.

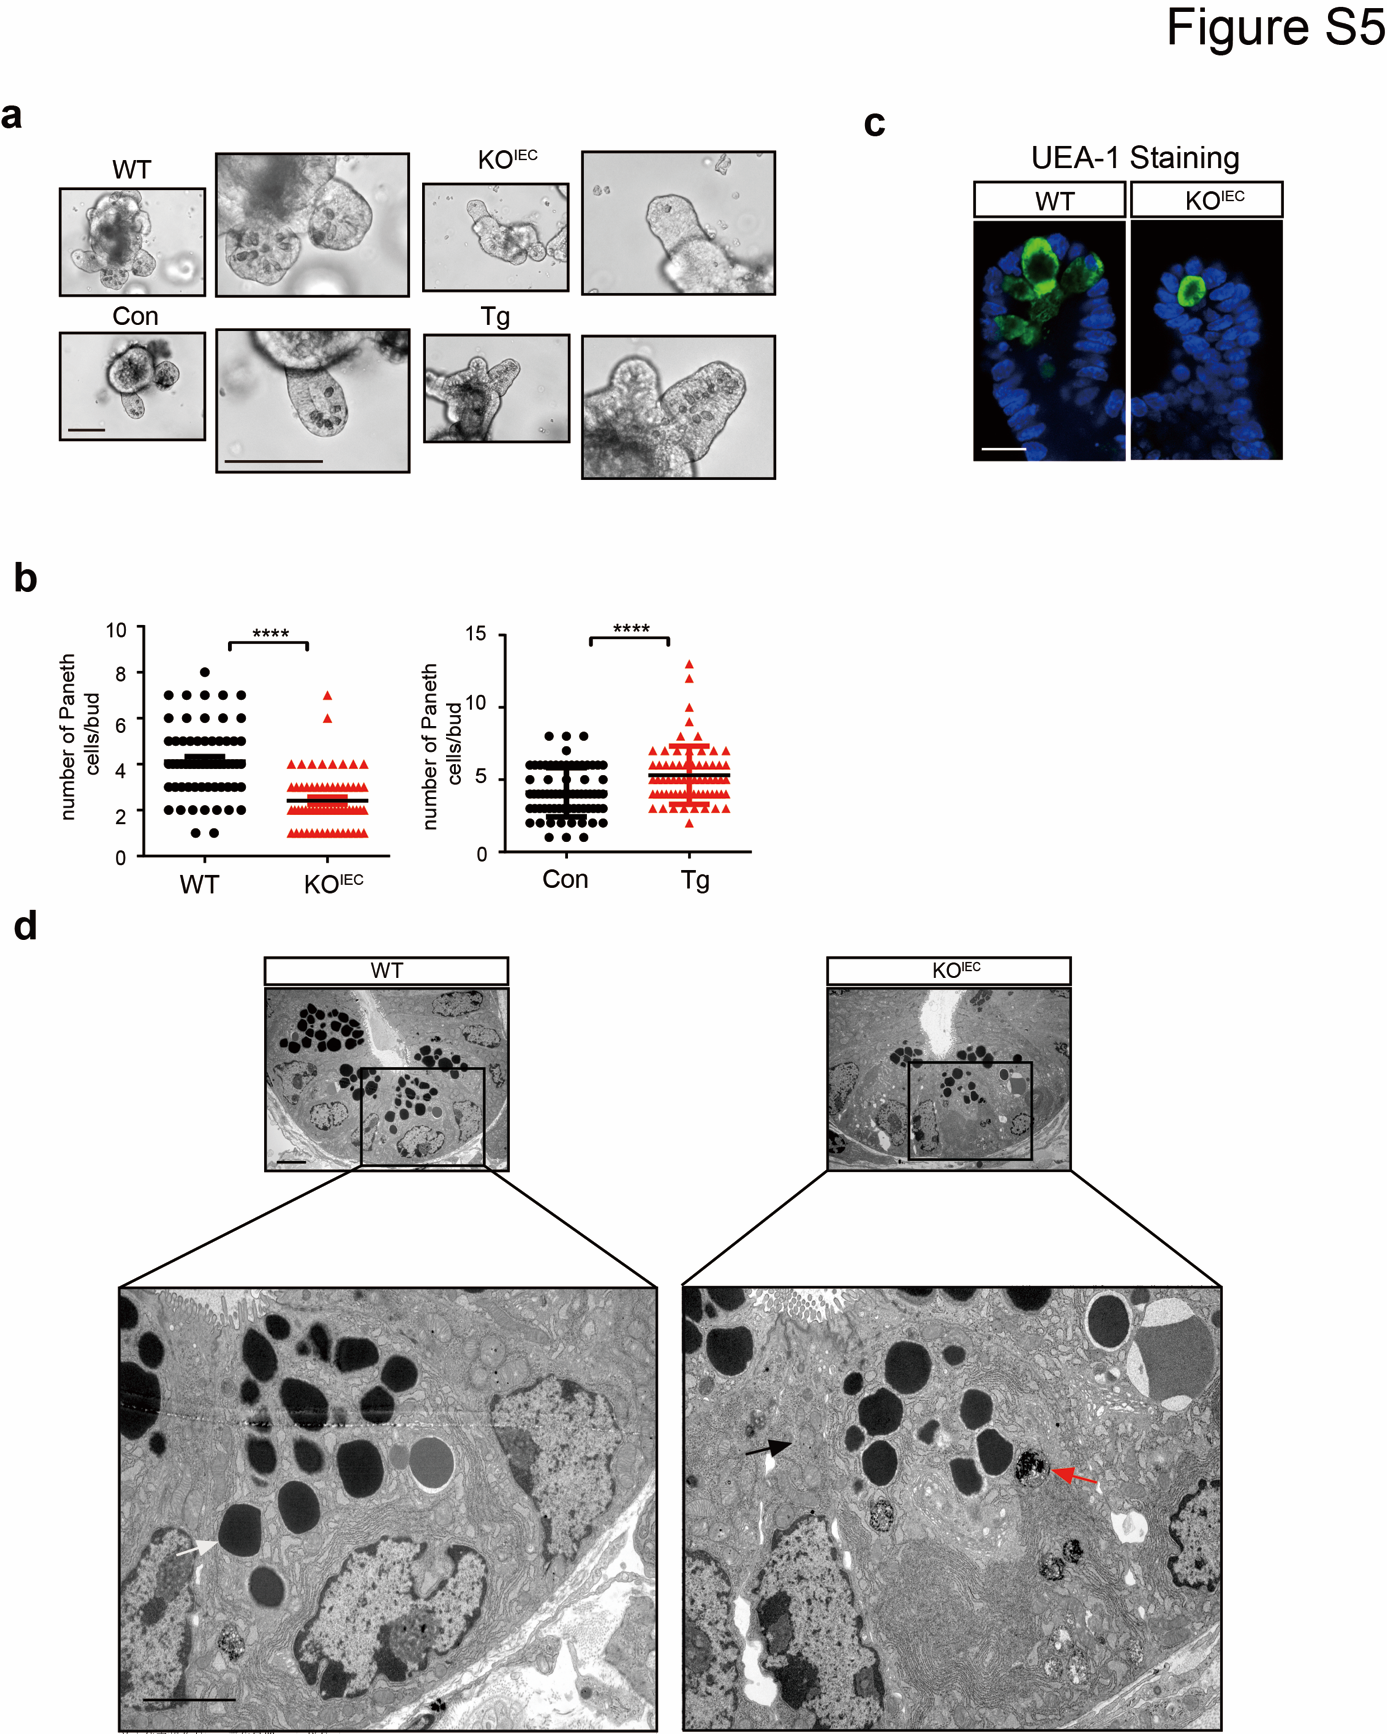

**Fig. S5:** **CUL4B deletion led to reduced number and dysregulated cellular structure of Paneth cells**.

**a** The representative images of Paneth cells identified as granular cells using phase contrast microscopy within individual buds from WT/KO^IEC^ or Tg/Con mice. The scale bar is 50μm (Left), 100μm (Right). **b** The average number of Paneth cells within individual buds from WT/KO^IEC^ or Con/Tg mice are shown. *****P*<0.0001. **c**) Whole-mount analysis of UEA-1(green) in organoids from KO^IEC^ and WT mice. Blue, DAPI. The scale bar is 15μm, *****P*<0.0001. **d** Transmission electron microscopy analysis of the crypts of KO^IEC^ and WT mice. The white arrow marks PC granules; The black arrow marks mitochondria; Lysosome are marked with a red arrow. The scale bar is 5μm (Upper), 2μm (Lower).

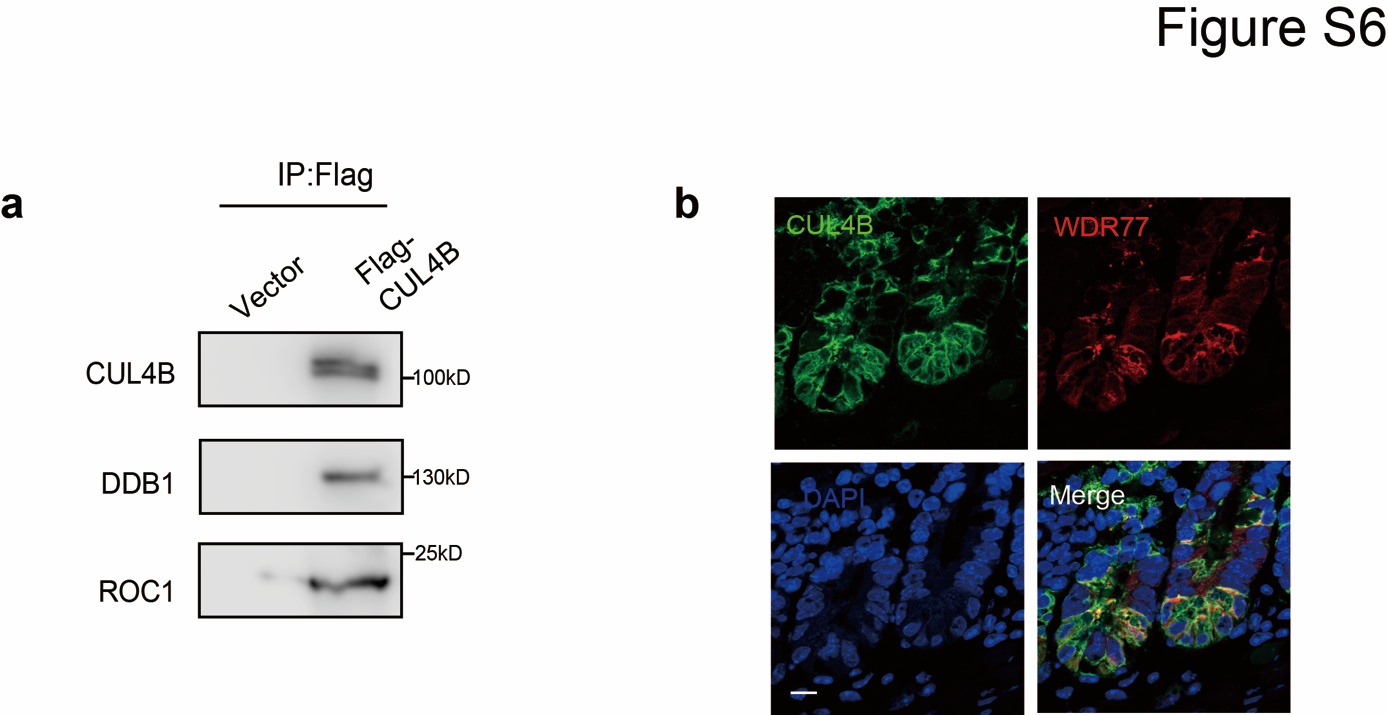

**Fig. S6: CRL4B associates with WDR77 to degrade IRGM1**

**a** Immunoprecipitation was performed to detect interactions between CUL4B, DDB1 and ROC1. Protein extracted from CUL4B overexpression (Flag-CUL4B) and control 293T cells. **b** Co-staining of WDR77 and CUL4B in small intestines. Red, WDR77, Green, CUL4B, Blue, DAPI. The scale bar is 50 μm.

**Table S1**

The list of primers used for qRT-PCR.

**Table S2**

The differential genes changed in KO^IEC^ mice (*N*=4), in KO^CAG^ organoids (*N*=2) or in KO^IEC^ organoids (*N*=2) compared with wildtype intestine.

**Table S3**

The differential proteins changed in KO^IEC^ mice with fold change of above 1.5 compared with wildtype.

**Table S4**

The differential ubiquitylated proteins changed in KO^IEC^ mice with fold change of above 1.5 compared with wildtype.

**Table S5**

The reagents and resource we used in the manuscripts.

**Movie S1**

Co-staining of CUL4B and β-catenin in small intestine organoids.

**Movie S2**

z-stack re-construction of Ki67 staining in wildtype small intestine organoids.

**Movie S3**

z-stack re-construction of Ki67 staining in KO^IEC^ small intestine organoids.

**Supplementary materials for WB**

All data of western blots for the manuscript

# Supplementary material for: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis
**Source:** Cell Death Differ. 2022 Feb 23;29(9):1673–88. doi: 10.1038/s41418-022-00954-9
**Supplement:** Supplementary file 2 — Change of Authorship Request

## Important information. Please read.

- This form should be used by authors to request any change in authorship (adding/deleting authors) including changes in corresponding authors. This form should not be used for name changes. Please fully complete all sections. Use black ink and block capitals and provide each author's full name with the given name first followed by the family name.
- By signing this declaration, all authors guarantee that the order of the authors are in accordance with their scientific contribution, if applicable as different conventions apply per discipline, and that only authors have been added who made a meaningful contribution to the work.
- Please note, in author collaborations where there is formal agreement for representing the collaboration, it is sufficient for the representative or legal guarantor (usually the corresponding author) to complete and sign the Authorship Change Form on behalf of all authors, **next to the added/removed author(s). (Complete Section 3, followed by Section 6.)**  
In author collaborations where there is no formal agreement for representing the collaboration and **there are more than 10 authors**, one may sign for all, provided the signer appends correspondence that attests that each of the authors have agreed to the change **and the added/removed authors sign the form. (Complete Section 3, followed by Section 6.)**
- Please note, we cannot investigate or mediate any authorship disputes. If you are unable to obtain agreement from all authors (including those who you wish to be removed) you must refer the matter to your institution(s) for investigation. Please inform us if you need to do this.
- If you are not able to return a fully completed form within **30 days** of the date that it was sent to the author requesting the change, we may have to withdraw your manuscript. We cannot publish manuscripts where authorship has not been agreed by all authors (including those who have been removed).
- Incomplete forms will be rejected.
- Please return/upload this form, fully completed, to the Journals Editorial Office. The Journal and/or Publisher will consider the information you have provided to decide whether to approve the proposed change in authorship. We may decide to contact your institution for more information or undertake a further investigation, if appropriate, before making a final decision.

**Section 1: Please provide the current title of manuscript**

Manuscript ID no.: CDD-21-1411

Title: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis

**Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.**

|                         | First name(s) | Family name | ORCID or SCOPUS id, if available |
|-------------------------|---------------|-------------|----------------------------------|
| 1 <sup>st</sup> author  | Yujia         | Fan         |                                  |
| 2 <sup>nd</sup> author  | Xiaohan       | Huo         |                                  |
| 3 <sup>rd</sup> author  | Beibei        | Guo         |                                  |
| 4 <sup>th</sup> author  | Xiaohui       | Zhang       |                                  |
| 5 <sup>th</sup> author  | Yang          | Yang        |                                  |
| 6 <sup>th</sup> author  | Jiabei        | Lian        |                                  |
| 7 <sup>th</sup> author  | Xinyuan       | Meng        |                                  |
| 8 <sup>th</sup> author  | Yongxin       | Zou         |                                  |
| 9 <sup>th</sup> author  | Haiyang       | Guo         |                                  |
| 10 <sup>th</sup> author | Haitao        | Wang        |                                  |

Please use an additional sheet if there are more than 10 authors.

Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDD-21-1411

Title: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis

Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s) | Family name | ORCID or SCOPUS id, if available |
|-------------------------|---------------|-------------|----------------------------------|
| 1 <sup>st</sup> author  | Gongping      | Sun         |                                  |
| 12 <sup>nd</sup> author | Hao           | Dou         |                                  |
| 13 <sup>rd</sup> author | Changshun     | Shao        |                                  |
| 14 <sup>th</sup> author | Yaoqin (CA)   | Gong        | 0000-0001-6871-1560              |
| 15 <sup>th</sup> author | Huili (CA)    | Hu          | 0000-0002-1269-1887              |
|                         |               |             |                                  |
|                         |               |             |                                  |
|                         |               |             |                                  |
|                         |               |             |                                  |
|                         |               |             |                                  |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

Yiwen Shao and Jinshen Wang were newly added, because they performed Lgr5 FISH and organoids experiments.

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute                                                          | E-mail address            |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------|---------------------------|
| 1 <sup>st</sup> author  | Yujia         | Fan                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |      |
| 2 <sup>nd</sup> author  | Xiaohan       | Huo                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |             |
| 3 <sup>rd</sup> author  | Beibei        | Guo                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |        |
| 4 <sup>th</sup> author  | Xiaohui       | Zhang                                                                                                                                  | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |          |
| 5 <sup>th</sup> author  | Yang          | Yang                                                                                                                                   | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |           |
| 6 <sup>th</sup> author  | Jiabei        | Lian                                                                                                                                   | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |     |
| 7 <sup>th</sup> author  | Xinyuan       | Meng                                                                                                                                   | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |           |
| 8 <sup>th</sup> author  | Yiwen         | Shao                                                                                                                                   | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |  |
| 9 <sup>th</sup> author  | Yongxin       | Zou                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences |      |
| 10 <sup>th</sup> author | Haiyang       | Guo                                                                                                                                    | Department of Clinical Laboratory, the Second Hospital of Shandong University |        |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute                                                                                                     | E-mail address     |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------|--------------------|
| 1 <sup>st</sup> author  | Haitao        | Wang                                                                                                                                   | Department of Pathology, the Second Hospital of Shandong University                                                      |  |
| 12 <sup>nd</sup> author | Gongping      | Sun                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences                                            |      |
| 13 <sup>rd</sup> author | Hao           | Dou                                                                                                                                    | Shandong University Cheeloo Medical College, School of Basic Medical Sciences                                            |   |
| 14 <sup>th</sup> author | Jinshen       | Wang                                                                                                                                   | Department of Gastrointestinal Surgery Shandong Provincial Hospital Affiliated to Shandong First Medical University      |   |
| 15 <sup>th</sup> author | Changshun     | Shao                                                                                                                                   | The State Key Laboratory of Radiation Medicine and Protection, Institutes for Translational Medicine, Soochow University |   |
| 16 <sup>th</sup> author | Yaoqin (CA)   | Gong                                                                                                                                   | Shandong University Cheeloo Medical College, School of Basic Medical Sciences                                            |     |
| 17 <sup>th</sup> author | Huili (CA)    | Hu                                                                                                                                     | Shandong University Cheeloo Medical College, School of Basic Medical Sciences                                            |  |
|                         |               |                                                                                                                                        |                                                                                                                          |                    |
|                         |               |                                                                                                                                        |                                                                                                                          |                    |
|                         |               |                                                                                                                                        |                                                                                                                          |                    |

Please use an additional sheet if there are more than 10 authors.

Section 5: Author contribution, Acknowledgement and Disclosures. Please use this section to provide a new disclosure statement and, if appropriate, acknowledge any contributors who have been removed as authors and ensure you state what contribution any new authors made (if applicable per the journal or book (series) policy). **Please ensure these are updated in your manuscript - after approval of the change(s) - as our production department will not transfer the information in this form to your manuscript.**

**New acknowledgements:**

Not applicable

**New Disclosures (financial and non-financial interests, funding):**

**Conflict of Interest**

The authors declare that they have no conflict of interest.

**Funding**

The Shandong Provincial Natural Science Foundation ZR2020MH221 (J.S.)

**New Author Contributions statement (if applicable per the journal policy):**

J.W. and Y.S. helped to set up organoids and experiments.

State 'Not applicable' if there are no new authors.

**Section 6: Declaration of agreement. All authors, unchanged, new and removed *must* sign this declaration.**

**(NB: Please print the form, (docu)-sign and return/upload a scanned copy. Please note that signatures that have been inserted as an image file are acceptable as long as it is handwritten. Typed names in the signature box are unacceptable.) \* Please delete as appropriate. Delete all of the bold if you were on the original authorship list and are remaining as an author.**

|                         | First name | Family name |                                                                                                                                                                               | Signature     | Date     |
|-------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|----------|
| 1 <sup>st</sup> author  | Yujia      | Fan         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Yujia Fan     | 2022.2.5 |
| 2 <sup>nd</sup> author  | Xiaohan    | Huo         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Xiaohan Huo   | 22.2.5   |
| 3 <sup>rd</sup> author  | Beibei     | Guo         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Beibei Guo    | 2022.2.5 |
| 4 <sup>th</sup> authors | Xiaohui    | Zhang       | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Xiaohui Zhang | 2022.2.5 |
| 5 <sup>th</sup> author  | Yang       | Yang        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Yang YANG     | 2022.2.5 |
| 6 <sup>th</sup> author  | Jiabei     | Lian        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Jiabei Lian   | 2022.2.5 |
| 7 <sup>th</sup> author  | Xinyuan    | Meng        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Xinyuan Meng  | 2022.2.5 |

**Section 6: Declaration of agreement. All authors, unchanged, new and removed *must* sign this declaration.**

**(NB: Please print the form, (docu)-sign and return/upload a scanned copy. Please note that signatures that have been inserted as an image file are acceptable as long as it is handwritten. Typed names in the signature box are unacceptable.) \* Please delete as appropriate. Delete all of the bold if you were on the original authorship list and are remaining as an author.**

|                          | First name | Family name |                                                                                                                                                                               | Signature    | Date     |
|--------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|----------|
| 8 <sup>th</sup> author   | Yiwen      | Shao        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Yiwen Shao   | 2022.2.5 |
| 9 <sup>th</sup> author   | Yongxin    | Zou         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Zou Yongxin  | 2022.2.5 |
| 10 <sup>th</sup> author  | Haiyang    | Guo         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Haiyang Guo  | 2022.2.4 |
| 11 <sup>st</sup> author  | Haitao     | Wang        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Haitao Wang  | 2022.2.5 |
| 12 <sup>nd</sup> author  | Gongping   | Sun         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Gongping Sun | 2022.2.4 |
| 13 <sup>rd</sup> author  | Hao        | Dou         | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Hao Dou      | 2022.2.5 |
| 14 <sup>th</sup> authors | Jinshen    | Wang        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | Jinshen Wang | 2022.2.5 |

|                         | First name | Family name |                                                                                                                                                                               | Signature                                                                           | Date     |
|-------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|----------|
| 15 <sup>th</sup> author | Changshun  | Shao        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 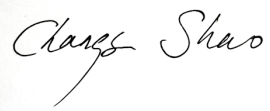 | 2022.2.5 |
| 16 <sup>th</sup> author | Yaoqin     | Gong        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 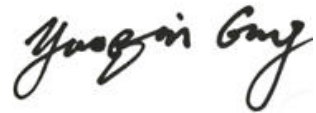 | 2022.2.4 |
| 17 <sup>th</sup> author | Huili      | Hu          | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 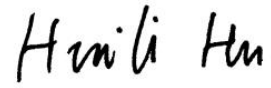 | 2022.2.5 |

Please use an additional sheet if there are more than 10 authors.

## In case of author collaborations with formal agreement:

|                                | Name of consortium/consortia | First name | Family name |                                                                                                                                                                               | Signature | Date |
|--------------------------------|------------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------|
| Representative/legal guarantor |                              |            |             | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author |           |      |

Both added/removed authors should complete the information in the first table under Section 6.

---- End of form ----

# Supplementary material for: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis
**Source:** Cell Death Differ. 2022 Feb 23;29(9):1673–88. doi: 10.1038/s41418-022-00954-9

Figure 1b

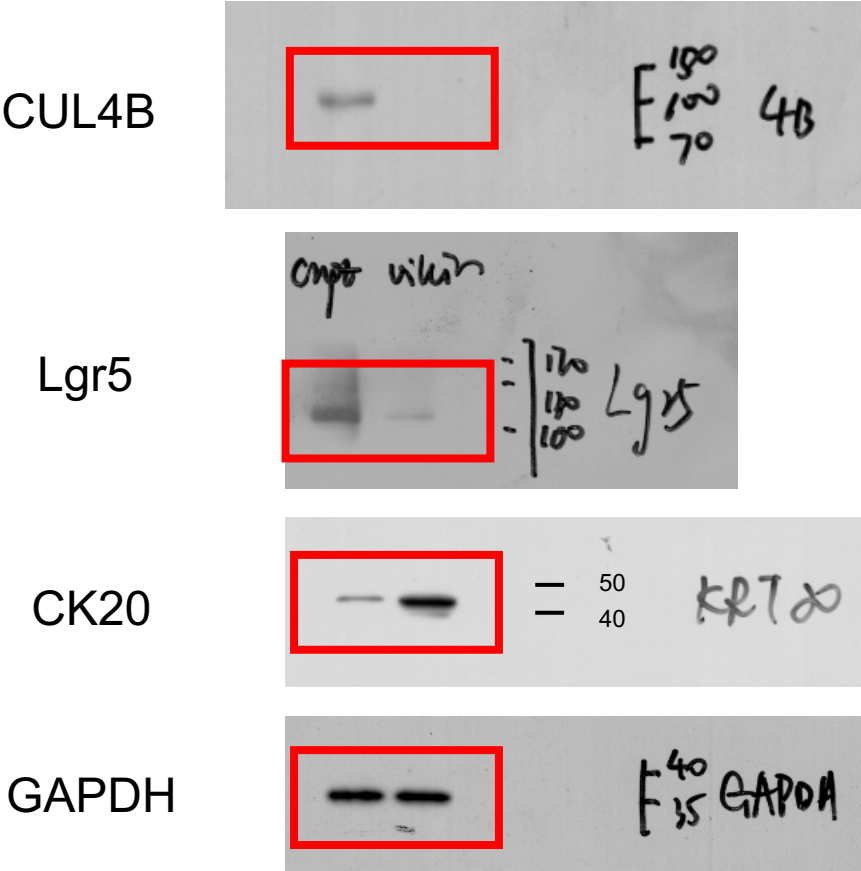

Figure 1c

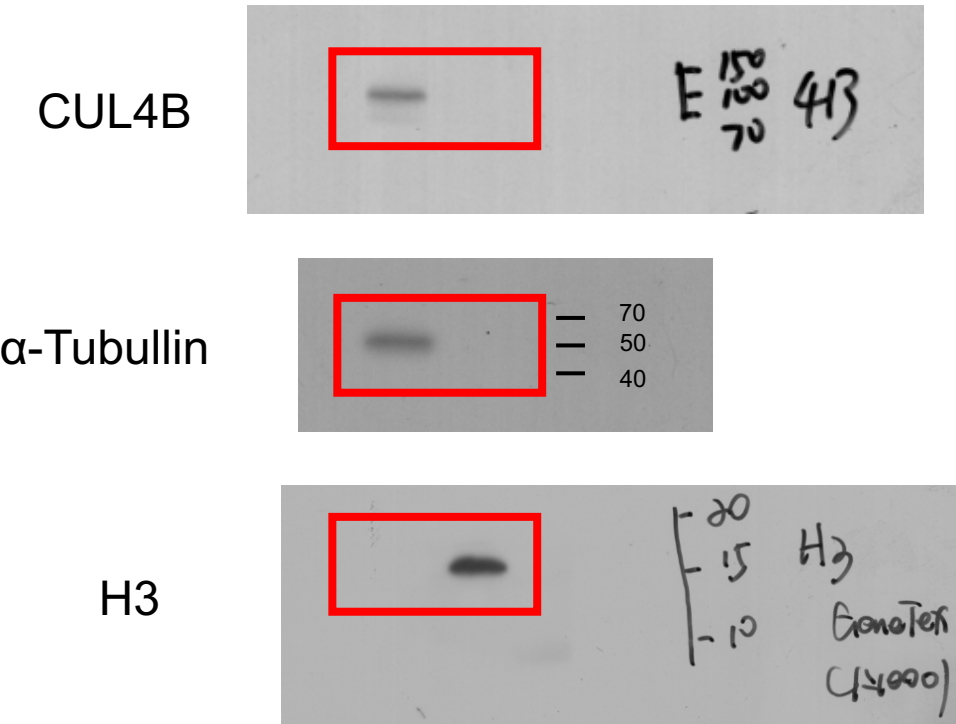

Figure 4b

CUL4B

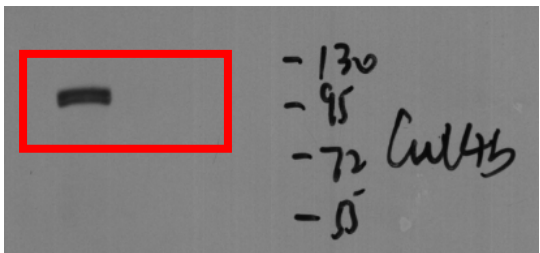

$\beta$ -catenin

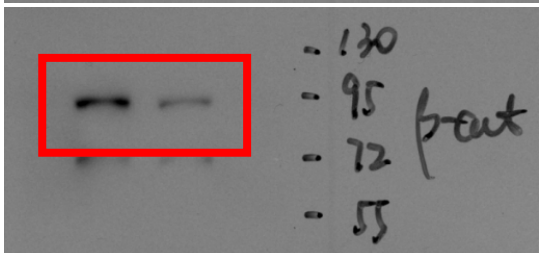

Non-p- $\beta$ -catenin  
S33/37/T41

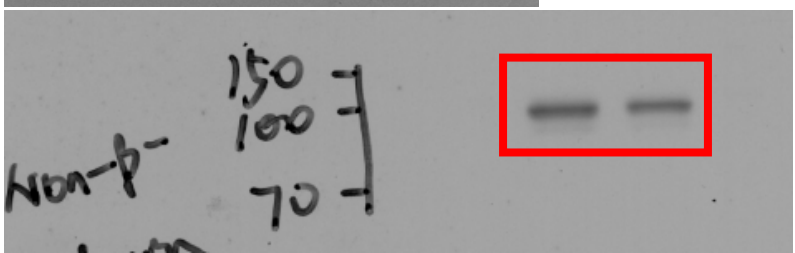

p- $\beta$ -catenin  
S33/37/T41

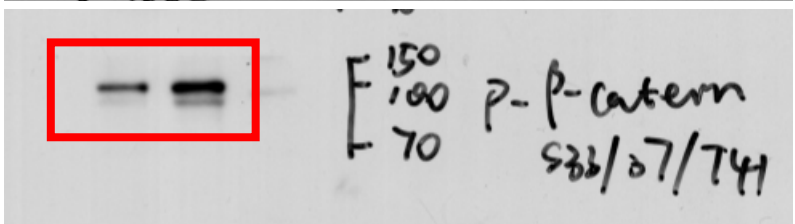

p-GSK3 $\beta$   
Ser9

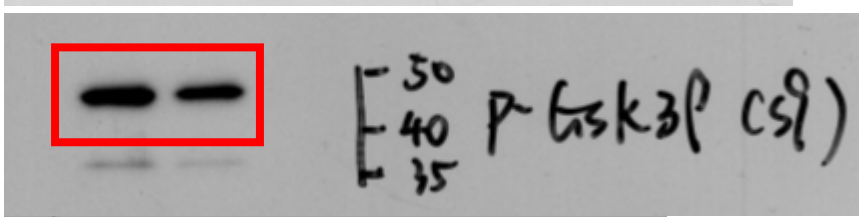

GAPDH

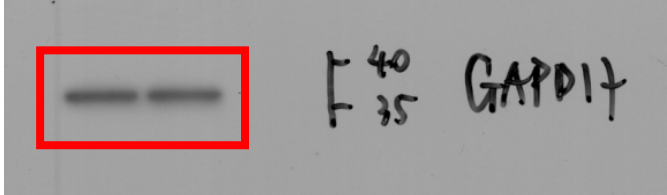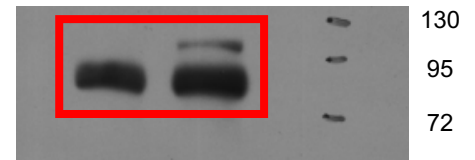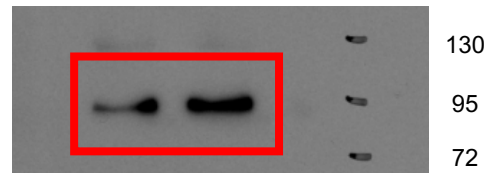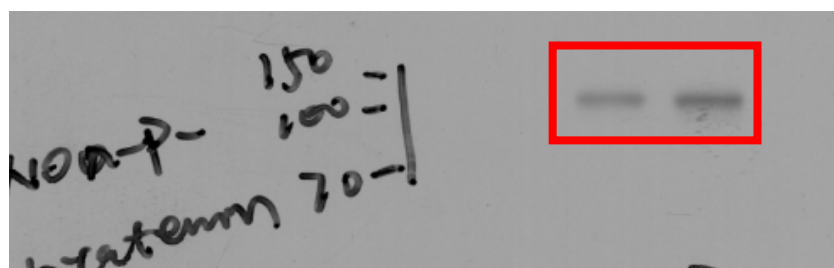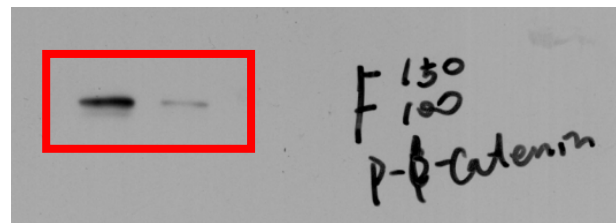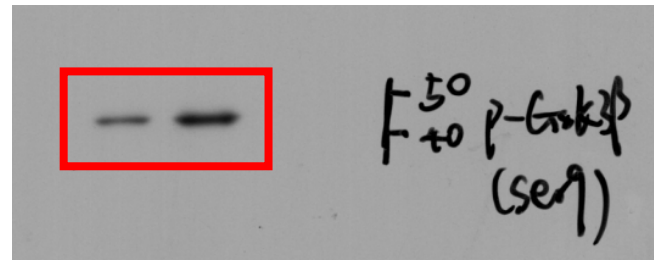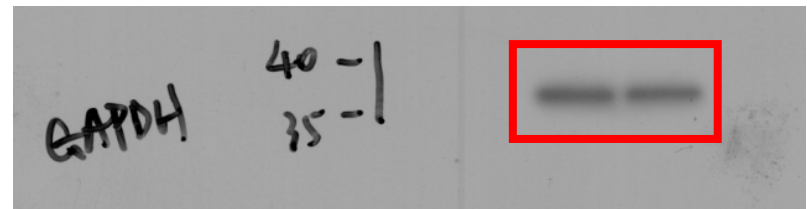

Figure 4d

CUL4B

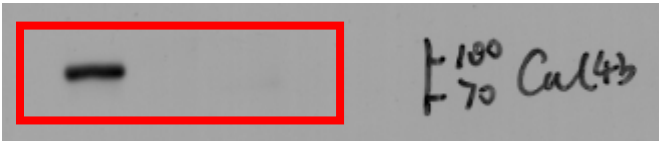

$\beta$ -catenin

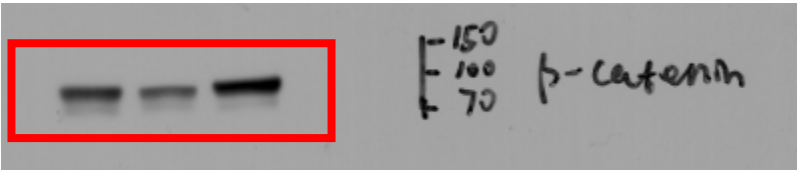

p-GSK3 $\beta$   
Ser9

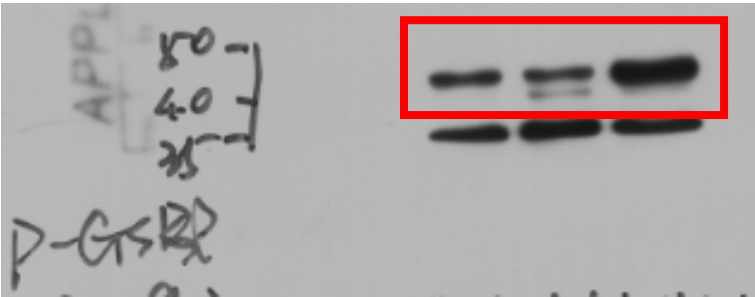

GAPDH

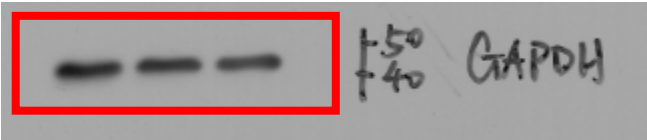

Figure 5h

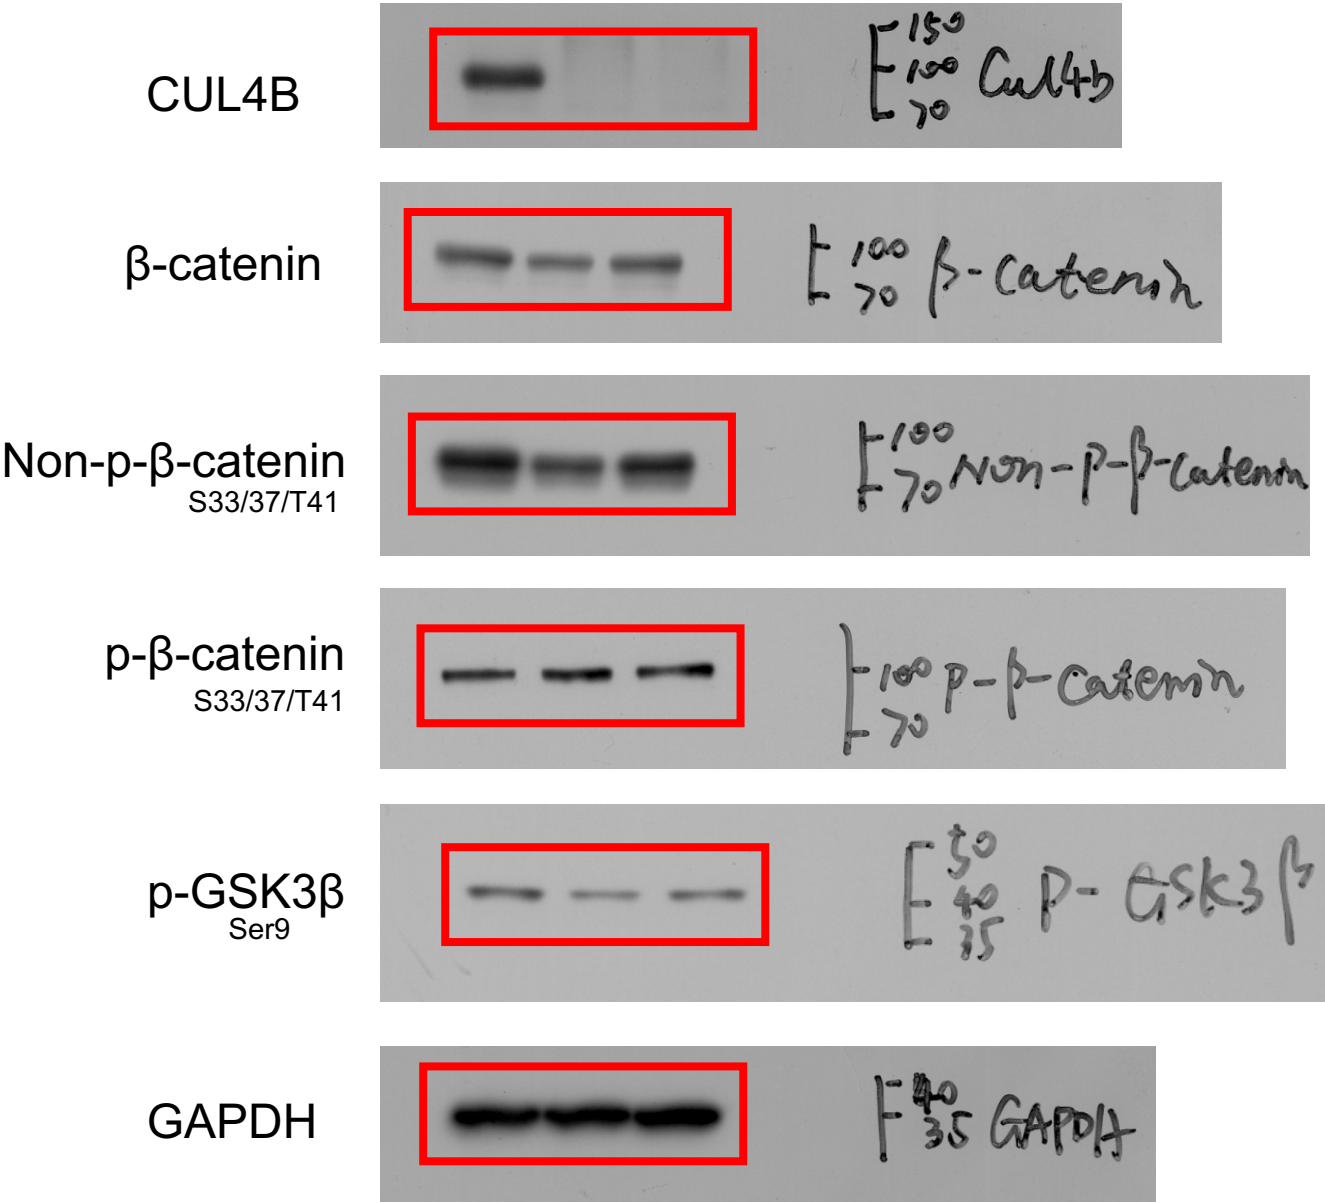

Figure 6d

CUL4B

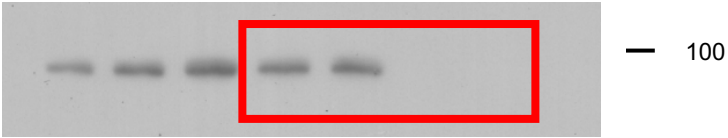

PTGES3

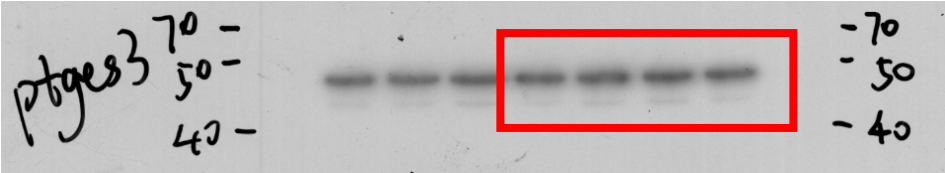

SLC5A1

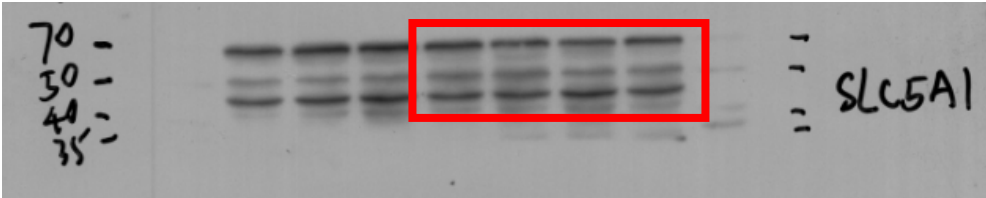

STX18

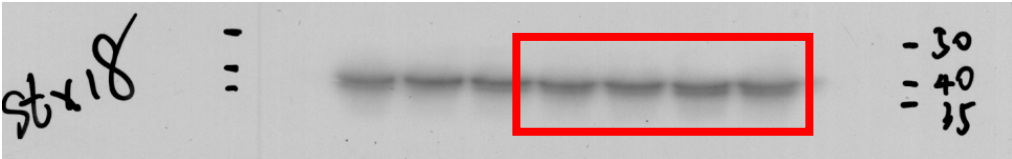

EPCAM

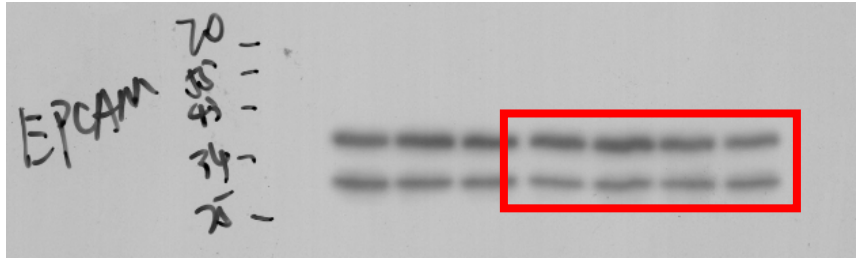

IRGM1

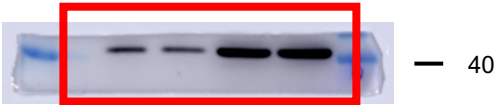

ABCG2

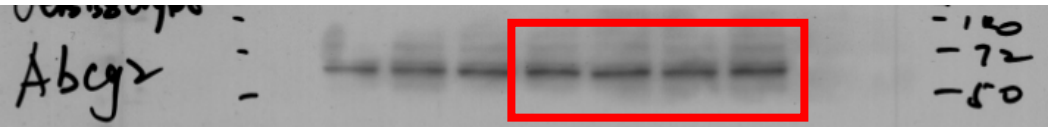

GAPDH

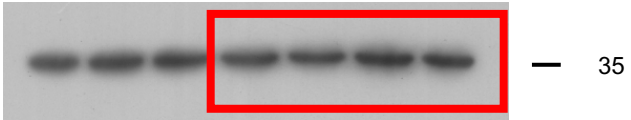

Figure 6e

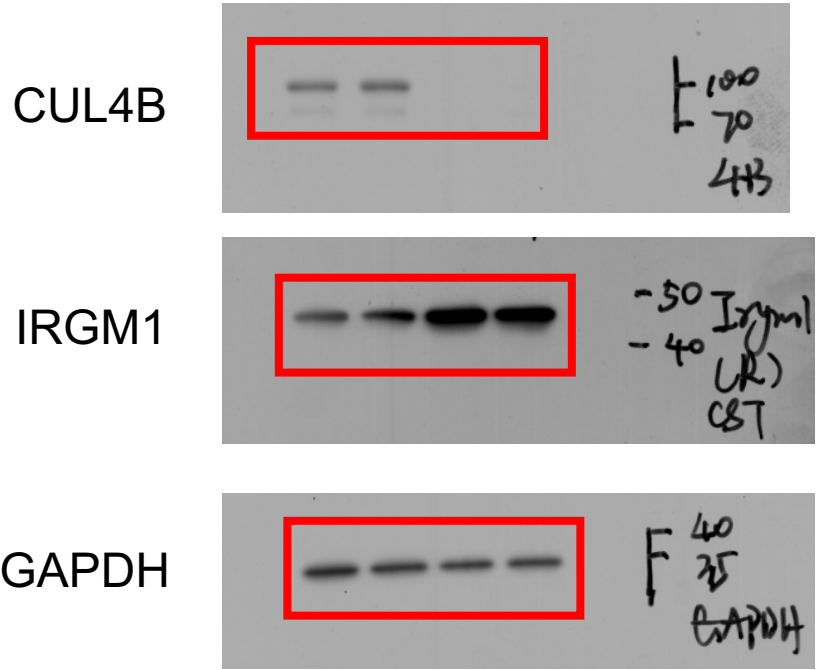

Figure 6f

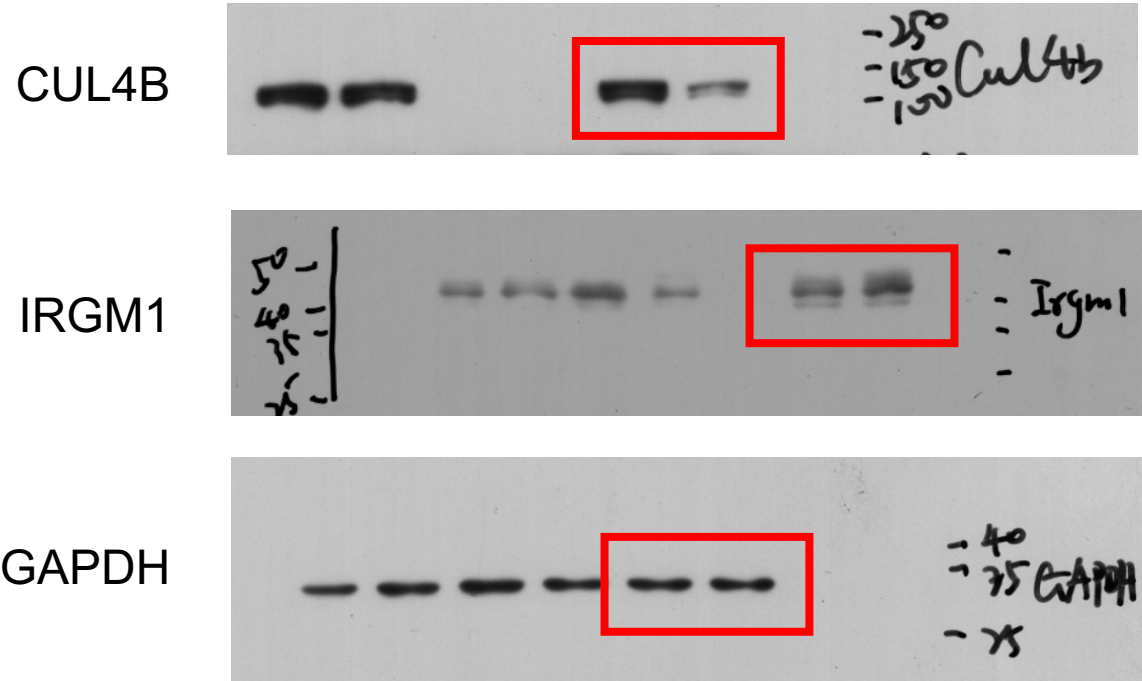

Figure 6g

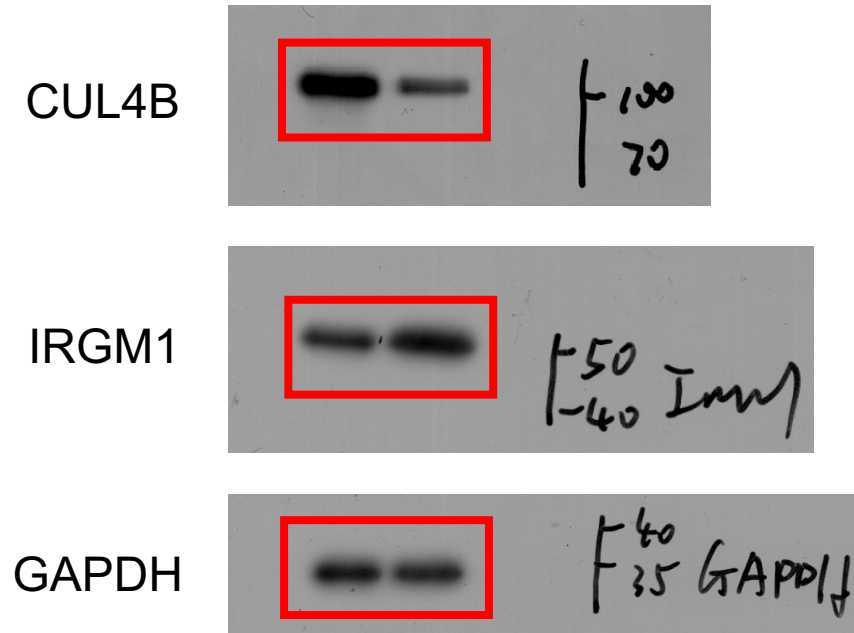

Figure 6h

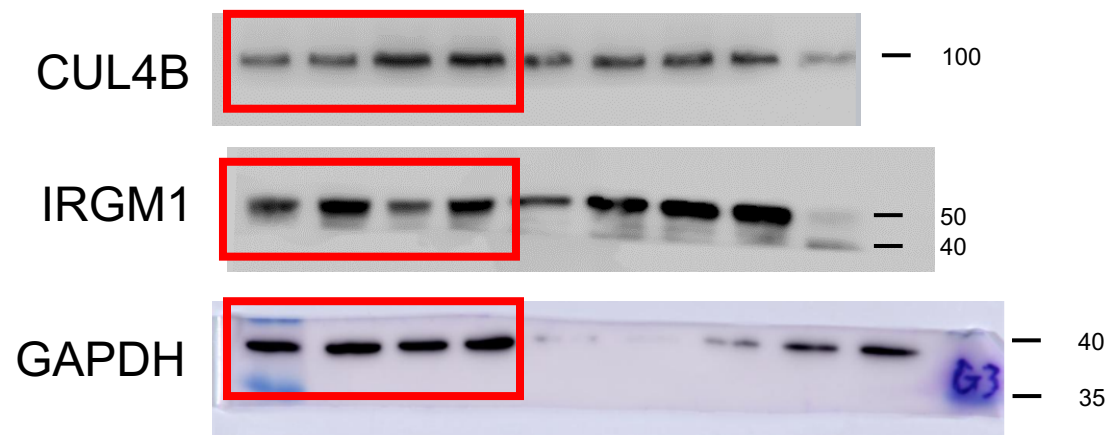

Figure 6i

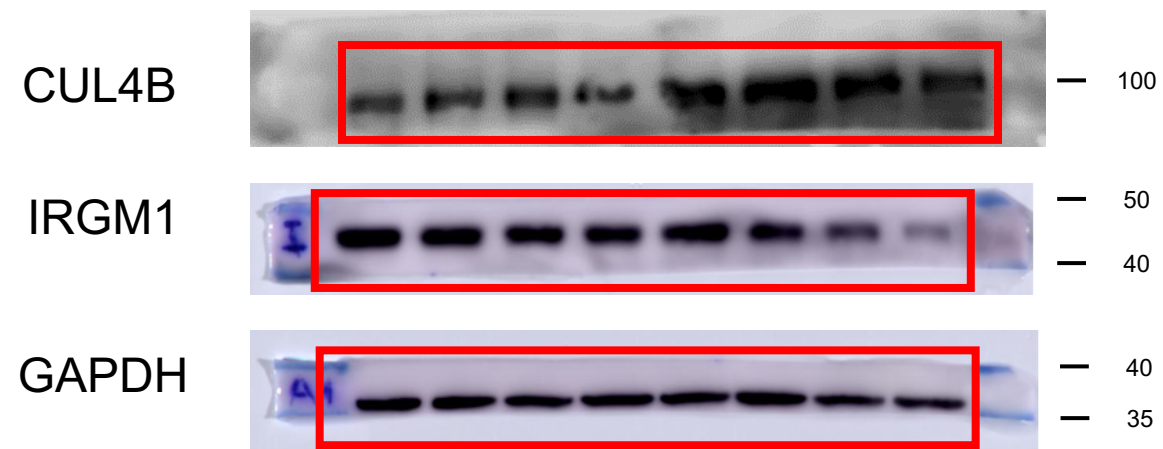

Figure 7a

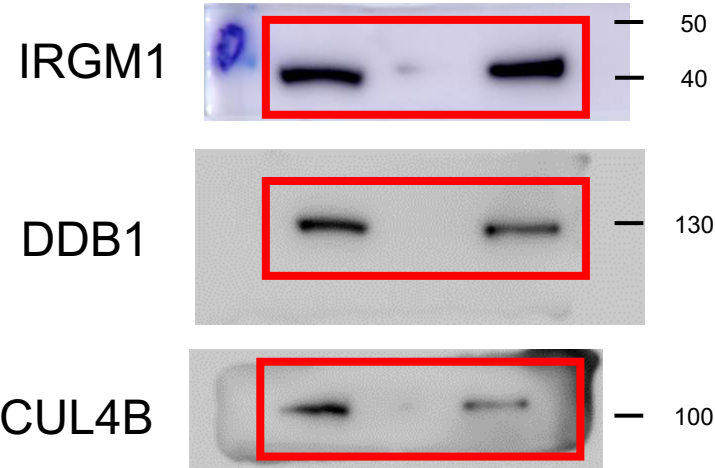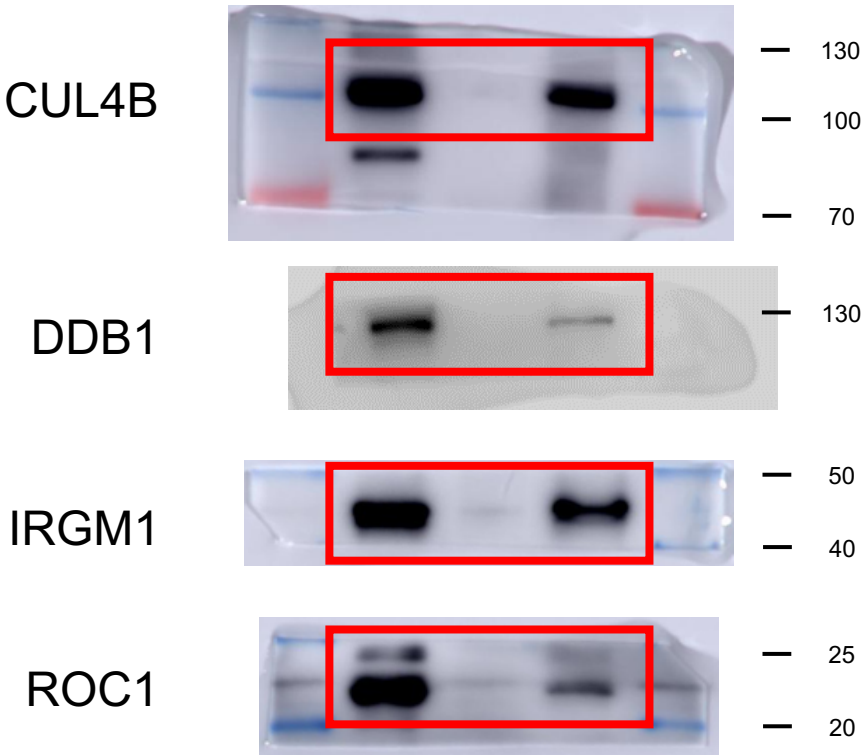

Figure 7b

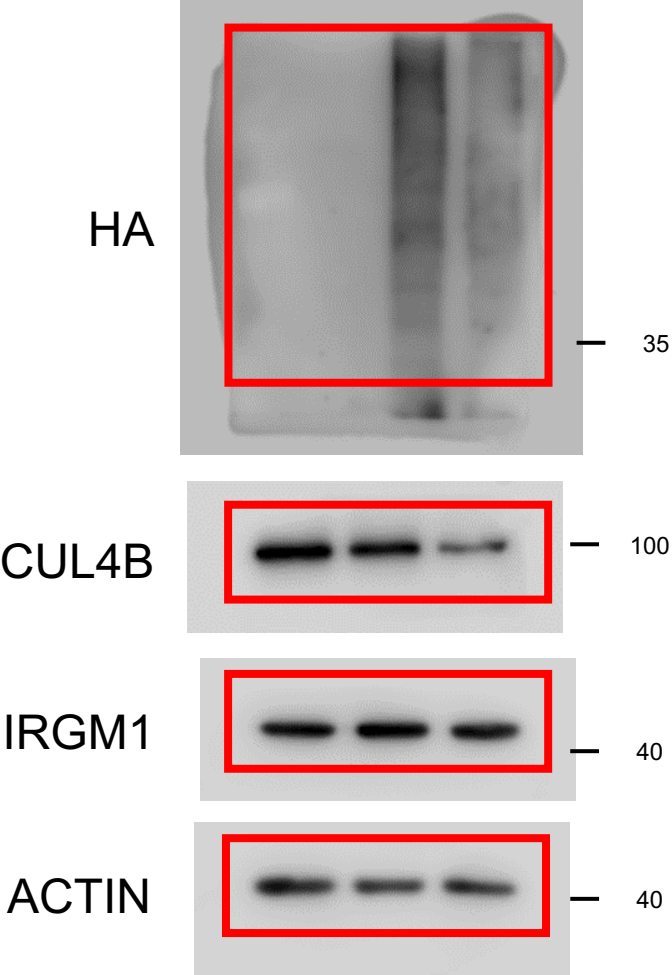

Figure 7c

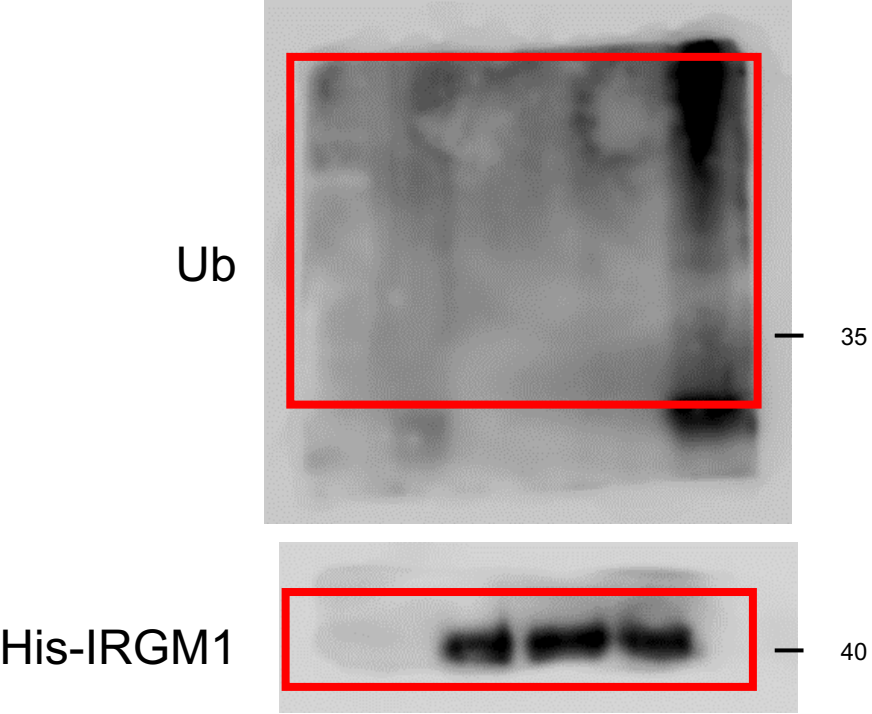

Figure 7d

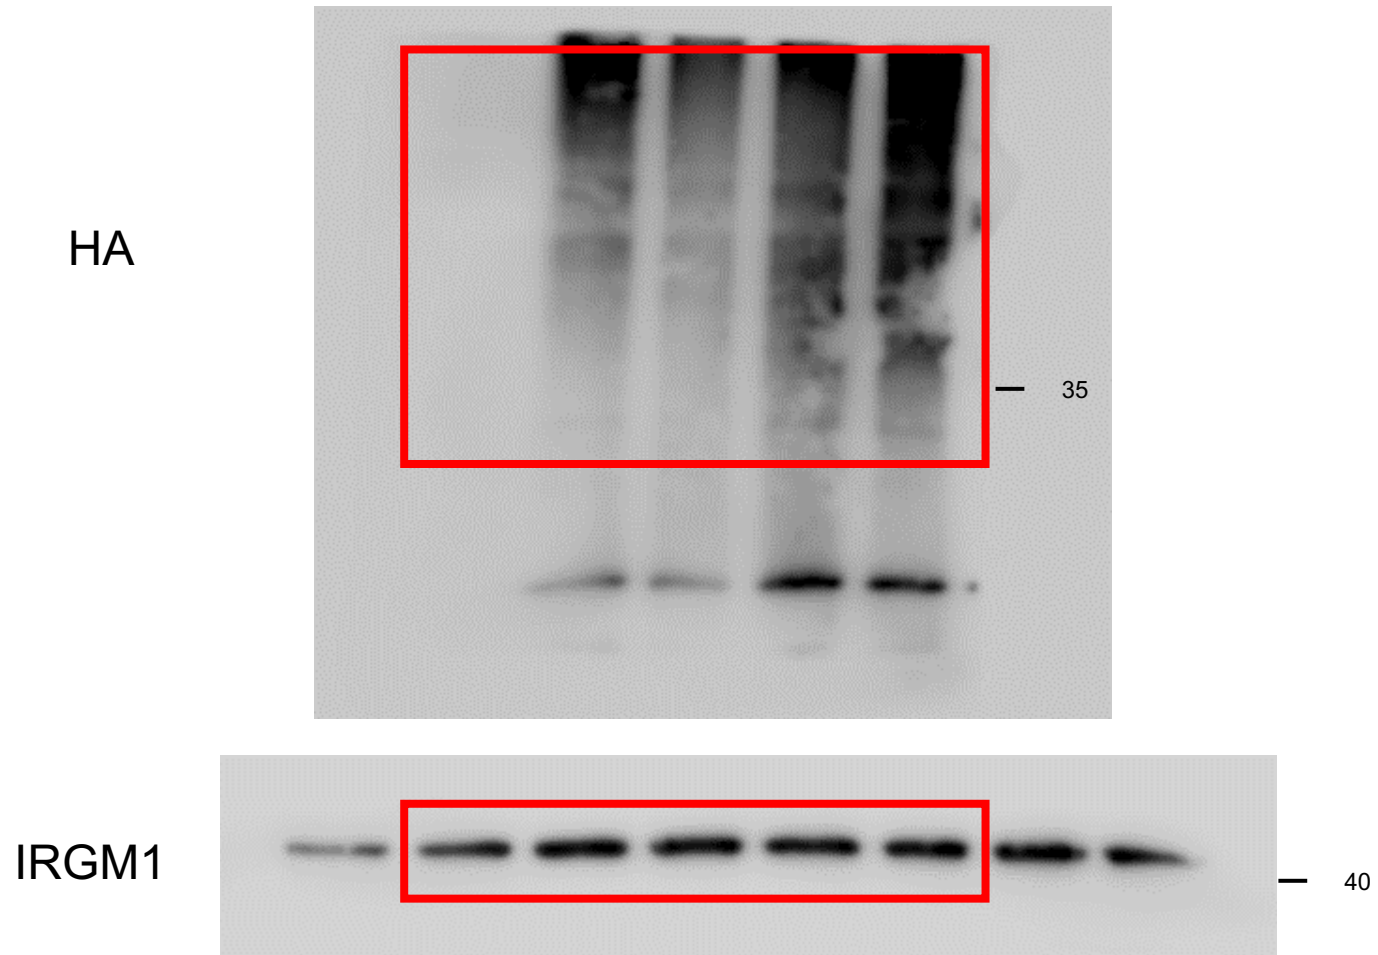

Figure 7e

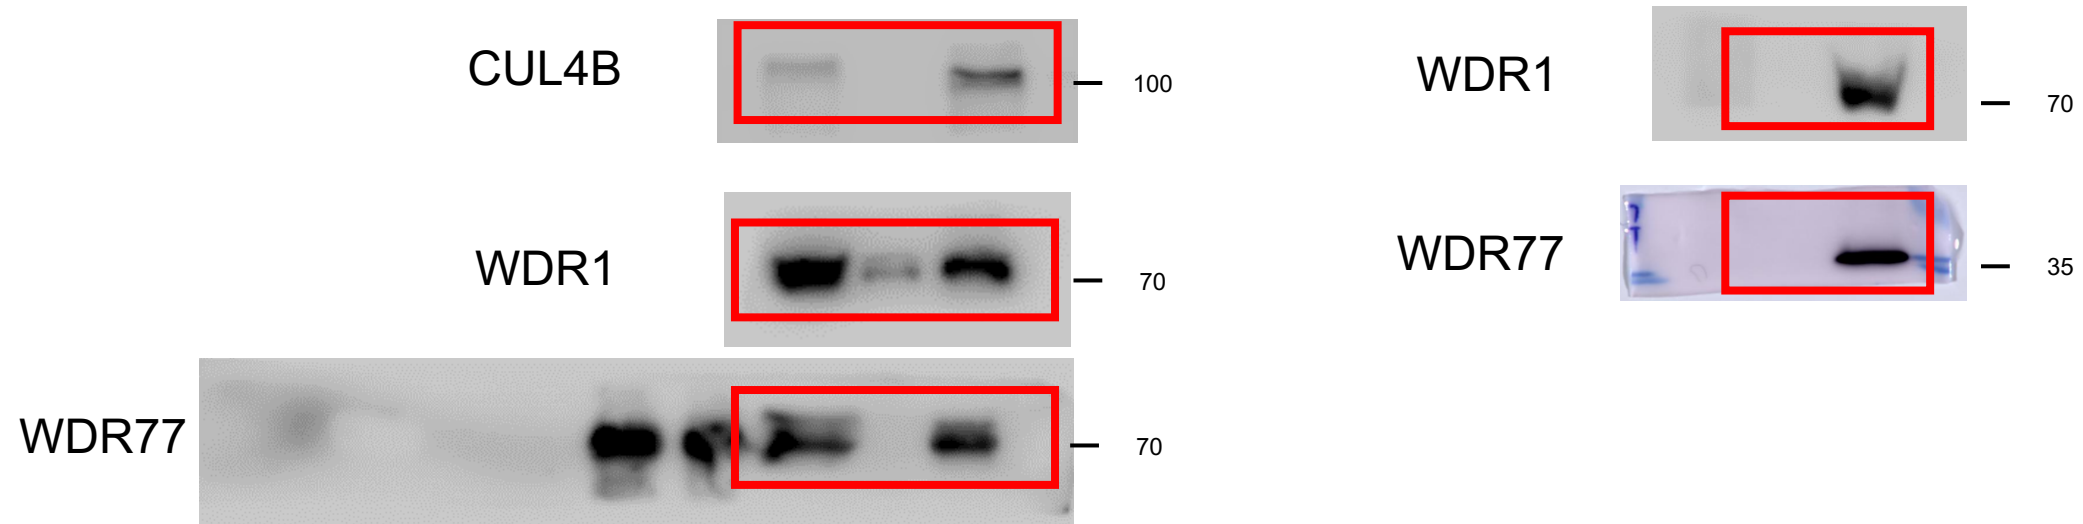

Figure 7f

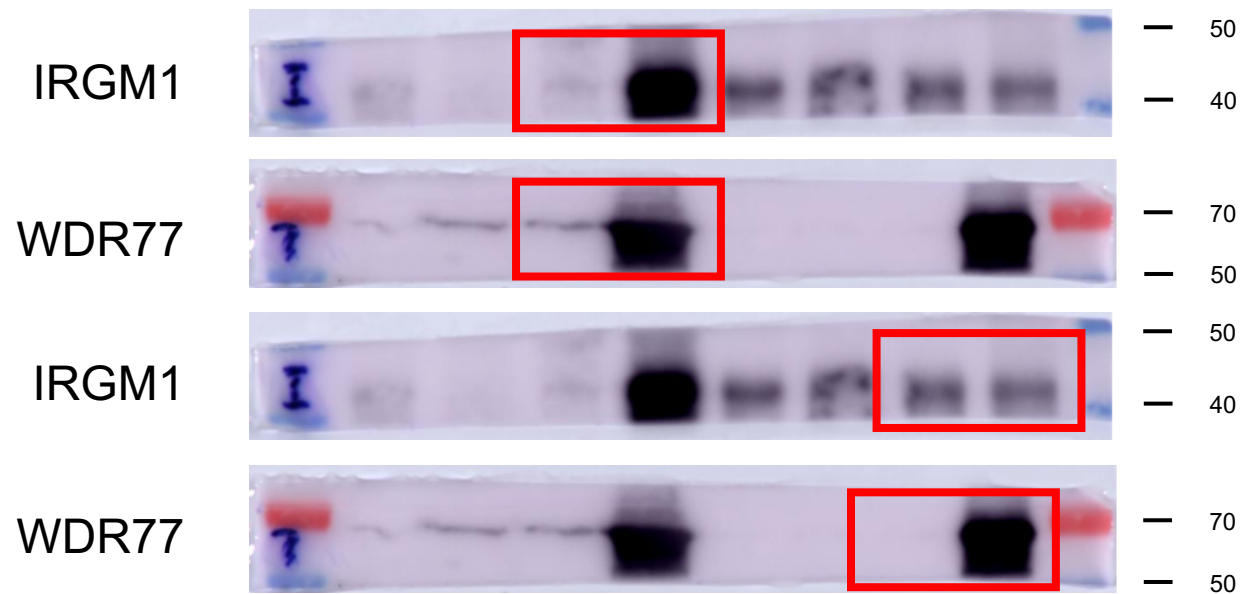

Figure 7g

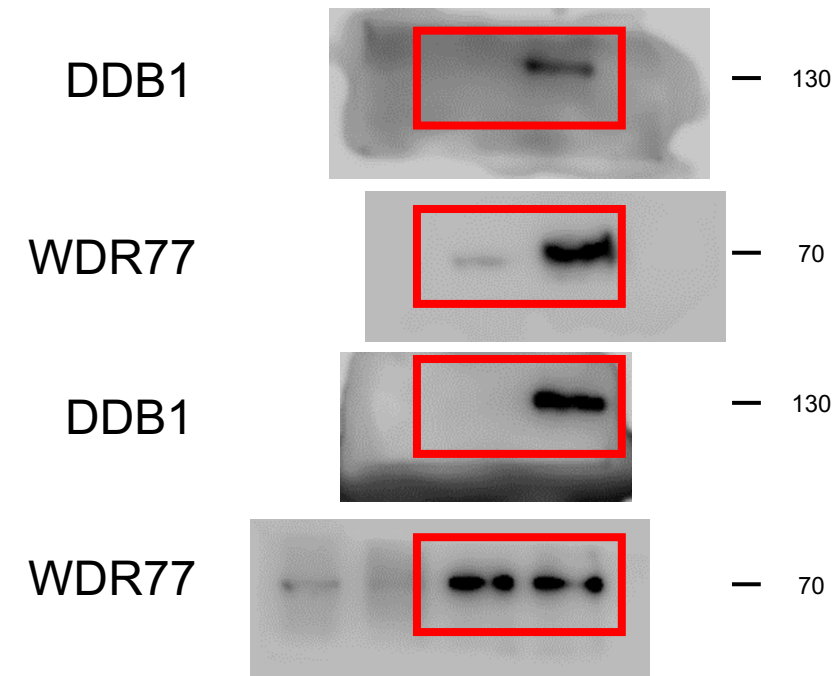

Figure 7h

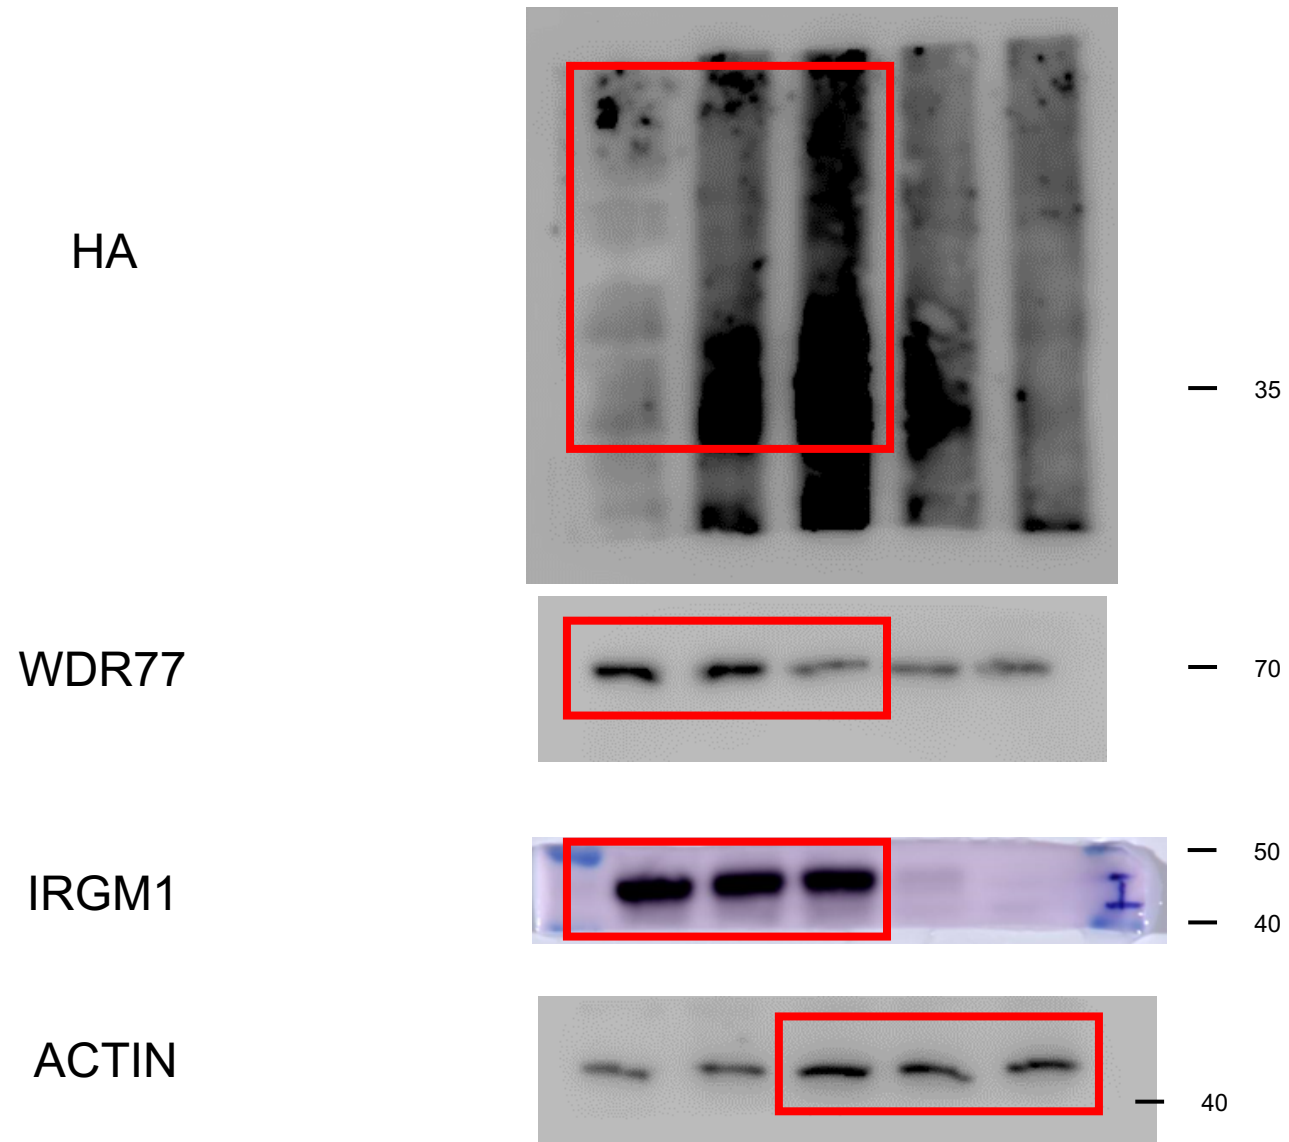

Figure 8j

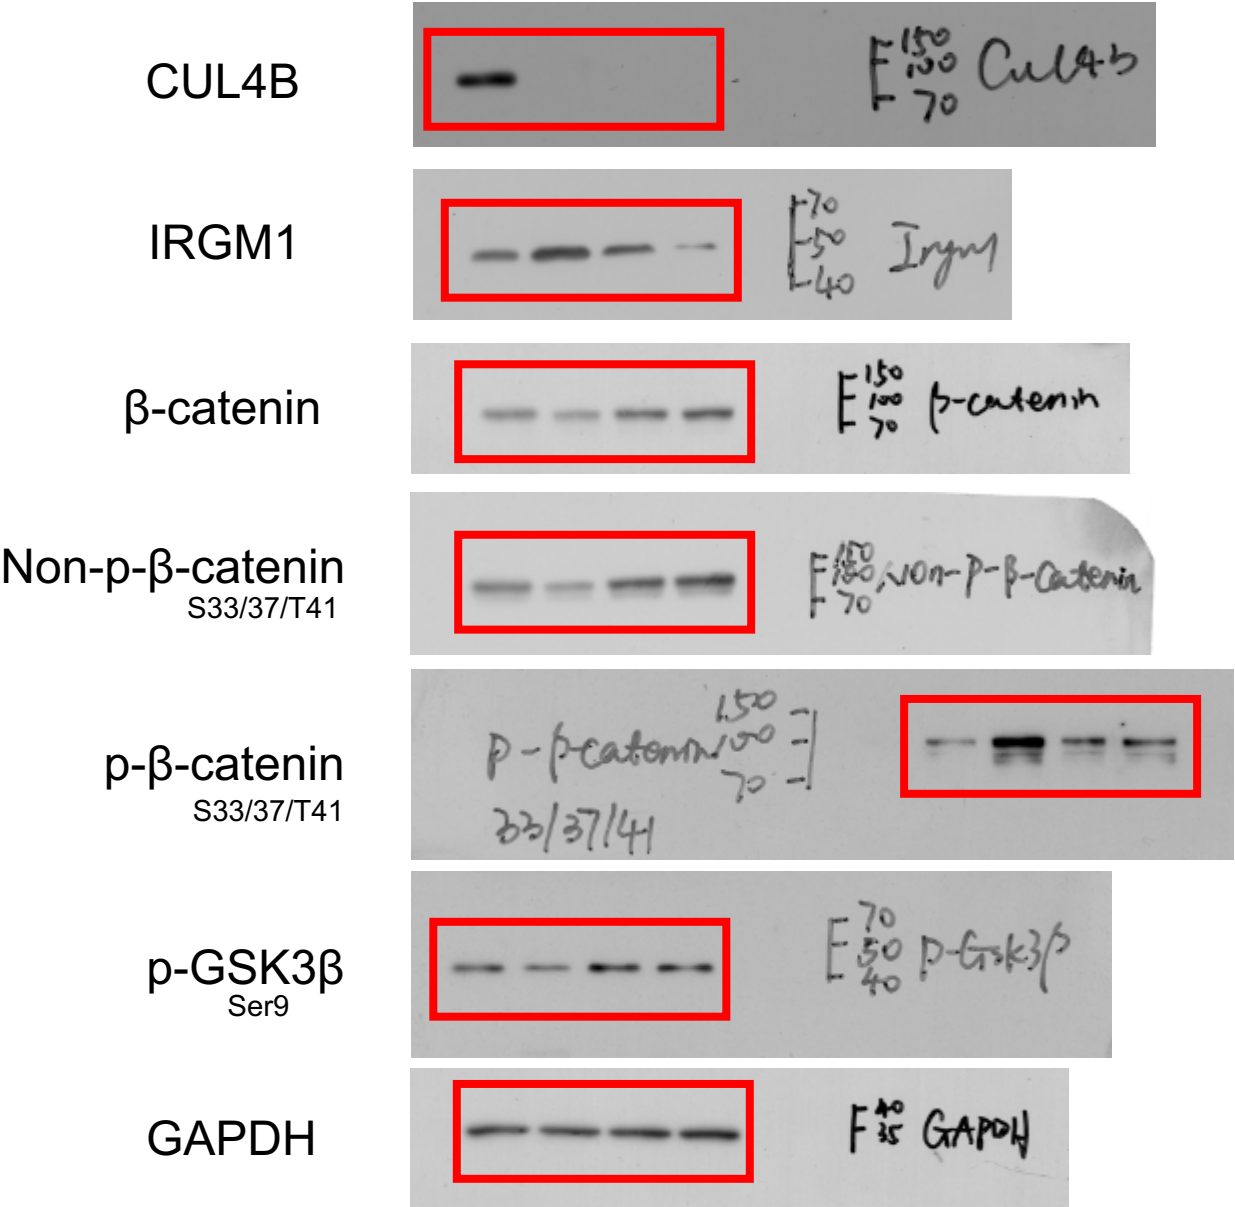

Figure S1c

CUL4B

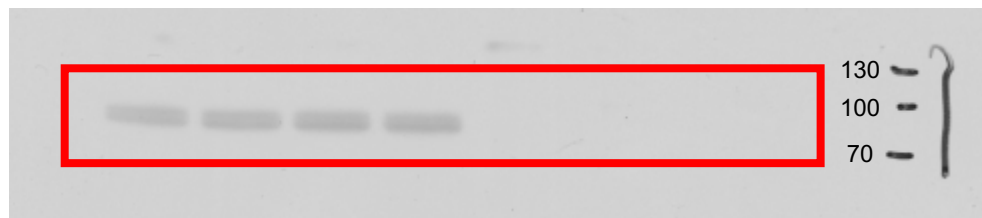

GAPDH

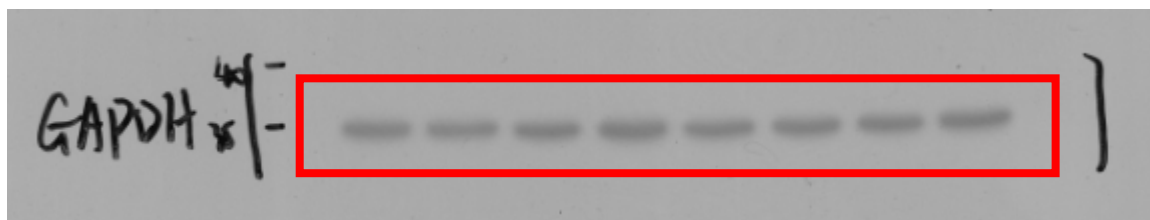

Figure S2b

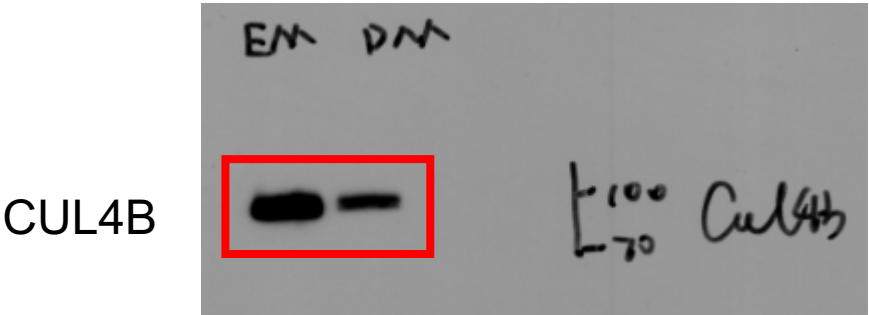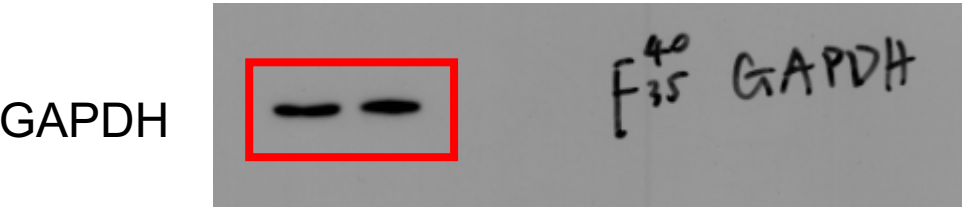

Figure S6b

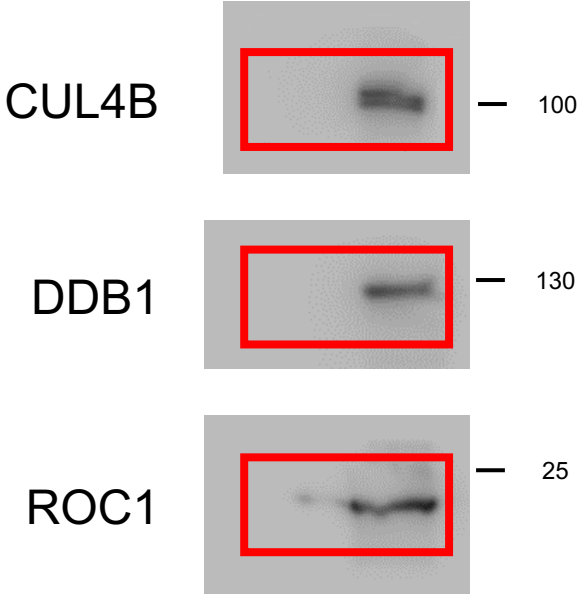

**Supplement:** Supplementary file 3 — Supplementary materials for WB

# Supplementary material for: Cullin 4b-RING ubiquitin ligase targets IRGM1 to regulate Wnt signaling and intestinal homeostasis
**Source:** Cell Death Differ. 2022 Feb 23;29(9):1673–88. doi: 10.1038/s41418-022-00954-9
**Supplement:** Supplementary file 4 — Table S1 The list of primers used for qRT-PCR.

Supplementary Table 1. qRT-PCR primers

| **Mouse gene** | **Forward primer 5’-3’** | **Reverse primer 5’-3’** |
| --- | --- | --- |
| Gapdh | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA |
| Cul4b | TATTAGTTGGCAAGAGTGCAT | CCAGTAACCCATTGTCAGGAT |
| Lgr5 | CGGGACCAGATGCGATAC | GAAGCAGAGGCGATGTAGGA |
| Ascl2 | AAGCACACCTTGACTGGTACG | AAGTGGACGTTTGCACCTTCA |
| Lrg1 | AGGAAGCCTCCAGGATCTCA | GGACAGTGTCGGCAGGGA |
| Rspo1 | ATCGGAAGAGCGGACACG | TGCTCCTTGCTGTTCTTCCTG |
| Igfbp5 | AGATGAGACAGGAATCCGAACA | CCACGGGAGGGCTTACACT |
| Alpi | ATGATGCCAACCGAAACCC | CAAACTCAGTCAGTGCCAGGTAA |
| Vil1 | AGACCCACCCTGGAAACCT | CGCATAACCTCGTCAGCAAT |
| Krt20 | AGCACCATCCGAGACTATCCC | CGGCTTCCACAGCTATACGC |
| Bmp1 | TTGTACGCGAGAACATACAGC | CTGAGTCGGGTCCTTTGGC |
| Apoa4 | CTGGTGCCCTTTGTCGTAGA | CCGTCTGGGTTACTTTGTTGG |
| Lct | ACAACAGCACATACCGTAACGA | TGAATCCGTGTCTTCATCACC |
| Igf2 | GCTTGTTGACACGCTTCAGTT | AAAGCAGCACTCTTCCACGAT |
| Axin2 | ACCGTGGTTGGCTTGTCC | TCAGTGCGTCGCTGGATAA |
| c-Myc | ACAATCTGCGAGCCAGGACA | GGGCATCGTCGTGGCTG |
| Cyclin D1 | CGCCCTCCGTATCTTACTTCA | CTTCGCACTTCTGCTCCTCAC |
| Ephb2 | GCGGCTACGACGAGAACAT | GGCTAAGTCAAAATCAGCCTCA |
| Ets2 | CCTGTCGCCAACAGTTTTCG | TGGAGTGTCTGATCTTCACTGA |
| Prom1 | GTTGAGACTGTGCCCATGAAA | GACGGGCTTGTCATAACAGGA |
| Sox9 | CAAGCGGAGGCCGAAGA | CAGCTTGCACGTCGGTTT |
| Il10 | CCTGCCTAACATGCTTCGAG | GAGTTCACATGCGCCTTGAT |
| Il-1β | GCTGAAGGAGTTGCCAGAAA | GTGCAAGTGACTCAGGGTGA |
| Tnfα | CTGAAAGCATGATCCGGGAC | TTAGAGAGAGGTCCCTGGGG |
| Il6 | GTTGTTTGTGAGTGGGGTCC | CGACGCACATGGACACTATG |
| Akp3 | CCCCTCAATGCTCTGGAC | CGTGGGTCTCCGACTTCA |
| ChgA | ATCCTCTCTATCCTGCGACAC | GGGCTCTGGTTCTCAAACACT |
| Klf4 | GGAGCCCAAGCCAAAGAG | GTCCCAGTCACAGTGGTAAGGT |
| Lyz1 | GGAATGGATGGCTACCGTGG | CATGCCACCCATGCTCGAAT |
| Defa1 | AAGAGACTAAAACTGAGGAGCAGC | CGACAGCAGAGCGTGTA |
| Defa4 | CCAGGGGAAGATGACCAGGCTG | TGCAGCGACGATTTCTACAAAGGC |
| Defa5 | AGGCTGATCCTATCCACAAAACAG | TGAAGAGCAGACCCTTCGGC |
| Camp | GCTGTGGCGGTCACTATCAC | TGTCTAGGGACTGCTGGTTGA |

How the deposited data were processed for this re-analysis (not part of the article)

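RNA-seq was analysed for 16 libraries in 3 experiments: 4 WT and 4 KO IEC crypt libraries, 2 WT and 2 KO IEC organoid libraries, and 2 WT and 2 KO CAG organoid libraries. The authors deposited raw counts of reads per gene, one table per experiment, with no normalization. Their libraries were prepared and sequenced by Novogene. The aligner, the counting tool, strand use, genome build and annotation behind the deposited counts are not stated in the paper's text or the labels. A column of gene lengths comes with the same tables. Genotype and replicate number were taken from the sample labels, and the column names of the tables were joined to them by the file headers. Proteome, western blot, qPCR and imaging data were not used here, except for the protein ratios that the supplementary tables of the paper give.

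The crypt and KO CAG tables list 52636 genes and the KO IEC organoid table 54532, of which 52525 are in all 3. Gene symbols, biotypes and positions are those of the tables, and their start and end positions were compared with GENCODE release M21 on GRCm38. Total counts ranged from 7348191 to 16881395 per library, and 3 counts, the level taken as the floor, correspond to 0.178 to 0.408 CPM. No other filter was applied to libraries, and none was left out.

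Each experiment was fitted by itself, KO against WT, without a block. Genes with low counts were removed with filterByExpr, counts were scaled with TMM factors, and genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes. A gene was called changed at an adjusted p under 0.05 and an absolute fold change of at least 2, the thresholds in the paper's methods. For a single named gene or a gene list, called refers to the adjusted p alone. Standard errors are the log2 fold change divided by the square root of F. CPM values are TMM-scaled, except for the floors, the mitochondrial ribosomal RNA and the genes at 0 counts in WT libraries of the KO CAG experiment, which are relative to the total count of the library. The log2 CPM values carry a prior count of 2. Single genes and set scores were also compared by exact permutation of the library labels, two-sided, whose smallest p is 0.0286 for 4 against 4 and 0.333 for 2 against 2. Whether groups overlap was read from their CPM ranges.

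Gene lists were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, with the weight parameter at 1 and a minimum list size of 3. The gene set files used in the paper were not used here. The lists for ribosome, DNA replication, PPAR signaling, type II diabetes, insulin signaling, absorption and digestion, interferon response, and the markers of cell types were written by hand from gene names before the counts were read, and after the supplementary tables of the paper had been read. Of 51 planned tests (17 lists in 3 models) 49 could be run, and the adjustment covers these. A set score is the mean z score of its genes in a library. Differences between models in the effect of the deletion were tested as interaction terms in 1 fit of all 16 libraries over 15585 genes. The experiments were prepared separately, so levels are not compared between them.

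The genes named are those that the paper names as mRNA, marker, qPCR target, Wnt target, CRL4B component or candidate substrate, together with the 5 largest changes in each direction among changed genes whose groups do not overlap, and the 3 leading genes of each list. For the largest changes, immunoglobulin and T cell receptor genes and genes with provisional names, such as Gm or Rik names, were left out. The leading genes of the ribosome list in the crypts are not reported here. The first list also held the sex-linked Xist and Ddx3y, which the paper does not name. Of its 60 genes, 58 are in the tables. Copies with near-identical sequence, antisense genes and overlapping genes are given as uncertain.

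WT and KO libraries share replicate numbers in their labels, and the pairing used in the fits with a replicate block comes from these numbers alone. Whether same-numbered libraries deviate together was checked as the mean correlation of their deviations from the group means. The other alternatives were DESeq2's size factors in place of TMM, scaling by library size only, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0 with its Wald test and with shrunken fold changes, the adjusted p alone, all 16 libraries in one fit, leaving out each library in turn, a score of enterocyte markers as a covariate in the crypts, camera of limma 3.58.1 with an inter-gene correlation of 0.01, the nearest Reactome set that ships with fgsea, correction of the ranking for gene length (loess, span 0.5) with and without the block, ranking by log2 fold change, and mitochondrial ribosomal proteins added to the ribosome list. One alternative, the class of mitochondrial ribosomal RNA of the crypt libraries as a covariate, was added after the data were seen. The classes have bounds at 100 and 2000 CPM of mt-Rnr1 and mt-Rnr2 together.

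Counts were simulated with the means, dispersions and depths of each experiment, each gene independently of the others. They were run through edgeR with and without the replicate block, DESeq2 and the gene list test. The class covariate in the crypts was run as well, and so was the interaction between crypts and KO CAG organoids. No simulated results are given for the other tests. Besides 200 genes given a 4-fold change, 2 sets of 40 genes were shifted by 0.5 on the log2 scale. A false call is any call outside the 200, so it can be a shifted gene. Of the 200 genes given a 4-fold change, those that passed the filter numbered 193, 192 and 193 in the crypts, KO IEC organoids and KO CAG organoids, and edgeR recovered 183, 118 and 191 of them, with 4, 9 and 3 false calls. DESeq2 recovered 187, 149 and 185 of the 200, with 10, 57 and 1 false calls. For the interaction between crypts and KO CAG organoids, 314 of 372 changes were recovered. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.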

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

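Tests of the spread between the KO IEC organoid libraries, of the X and Y chromosomes and of the mitochondrial ribosomal RNA class in this part were chosen only after the result was seen, and the other tests were written down before the data were examined. Results are here because a library lies far from the others of its group, because the effect of the deletion differs between models, or because a signal appears in genes or libraries that the paper does not discuss.

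In 68 groups of 4 crypt libraries (34 results), the gap of the highest or lowest library to its neighbour was compared with Dixon's 95% critical value for the share of the range. In 4 groups it was above, where chance gives 3.4. For Cul4b in WT crypts the ratio was 0.838, with WT replicate 3 at 5.26 log2 CPM and the others at 5.01 to 5.05. For Myc in WT crypts it was 0.860, with WT replicate 4 at 5.73 and the others at 6.13 to 6.20. For Lyz1 in KO IEC crypts it was 0.873, with KO IEC replicate 3 at 9.64 and the others at 11.51 to 11.79. For the insulin signaling list in KO IEC crypts it was 0.884, with KO IEC replicate 2 at a mean z score of 0.317 and the others at 0.0382 to 0.0707. The number is about that of chance, no single library accounts for the 4 groups, and no biological explanation was tested.

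Interaction tests between models used 1 fit of all 16 libraries and fgsea with Benjamini-Hochberg adjustment. A negative NES means that the log2 fold changes of the list lie higher in the first model. Between KO IEC crypts and KO IEC organoids the NES was -1.63 for DNA replication, -2.50 for ISC markers, -1.49 for PPAR signaling, -2.43 for Wnt targets, -2.78 for absorption and digestion, -2.57 for enterocyte markers, 2.59 for enteroendocrine markers, 2.01 for goblet markers, -2.81 for the interferon response and 2.74 for the ribosome (each adjusted p at most 0.0411). Between KO IEC and KO CAG organoids it was 1.92 for DNA replication, 2.54 for ISC markers, 2.05 for Paneth markers, 2.52 for Wnt targets, 2.42 for absorption and digestion, 2.18 for enterocyte markers, 2.26 for enteroendocrine markers, -1.67 for insulin signaling, 2.65 for the interferon response and -2.46 for the ribosome (each adjusted p at most 0.00225). Between KO IEC crypts and KO CAG organoids it was 2.42 for Paneth markers, 1.98 for Wnt targets, 2.87 for enteroendocrine markers, 1.90 for goblet markers and -1.57 for insulin signaling (each adjusted p at most 0.00703). Many of these differ in size and not in direction. The Paneth and enteroendocrine lists are lower in KO IEC crypts and higher in KO CAG organoids.

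Among named genes Ascl2 had an interaction of 2.91 on the log2 scale between KO IEC crypts and organoids (standard error 0.32, adjusted p = 0.00622 from edgeR's quasi-likelihood test) and of -3.88 between KO IEC and KO CAG organoids (standard error 0.37, adjusted p = 0.00105). For Lyz1 and Chga between crypts and KO CAG organoids it was -2.04 and -1.53 (adjusted p = 0.167 and 0.143, edgeR), so their opposite directions are not called different.

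The models differ in the driver of Cre, in culture and in the experiment they belong to, and these cannot be told apart. For the larger number of changed genes in KO CAG than in KO IEC organoids, 2 candidate explanations were tested. The libraries of KO IEC organoids were more variable, with a biological coefficient of variation of 0.280 against 0.0815, which may account for part of it. On simulated counts with this spread 61.5% of 4-fold changes were still recovered. These counts were drawn gene by gene, without deviations that the genes of a library share. The real libraries do deviate together, at a correlation of 0.342, so the simulation does not settle how far the real spread limits calls. A response to tamoxifen-activated Cre may also contribute. In KO CAG organoids 28 of 30 p53 target genes were higher, with an NES of -2.63 (p = 1.80e-14 from fgsea's permutation of genes), against 1.36 in KO IEC organoids and 1.20 there with the replicate block (p = 0.106 and 0.223, fgsea permutation). Over the settings run, the KO CAG value ranged from -2.76 to -2.46 and the KO IEC value from 1.20 to 1.62, lower in KO and under 0.05 without the low-count filter alone (p = 0.0136, fgsea permutation), and the interaction between the organoids was 2.89 (p = 4.65e-16, fgsea permutation). Cdkn1a rose by 1.57 on the log2 scale in KO CAG organoids (standard error 0.11, adjusted p = 1.05e-05, edgeR). It moved by 0.16 in KO IEC organoids (adjusted p = 0.930) and by 0.98 in KO IEC crypts (adjusted p = 0.0712). The p53 list had an NES of -0.87 in these crypts (p = 0.650, fgsea permutation). Cdkn1a is also a leading gene of the villus tip list used below, in crypts and KO CAG organoids, so its rise alone does not point to Cre. Cultures with Cre ERT2 and 4-OHT but without loss of Cul4b would have to be compared to tell a response to Cre from one to the deletion, and such libraries were not analysed here.

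Genes at 0 counts in both WT libraries of the KO CAG experiment, where 3 counts are worth up to 0.395 CPM, were present in both KO CAG libraries. Means were 4.84 CPM for Ly6d, 3.19 for Krt5, 2.28 for Gast, 2.28 for Mup20 and 1.69 for Gna15, at least 12.3-fold, 8.08-fold, 5.79-fold, 5.77-fold and 4.28-fold above the floor. They had 14 to 50 counts per KO CAG library. RNA from other cells or cultures was not tested, and neither was a biological explanation.

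The KO IEC organoid libraries of replicate 2 had 7858 (WT) and 6553 (KO IEC) counts of Xist and 0 of the Y-linked Ddx3y, while those of replicate 1 had 1 count of Xist each and 952 and 1055 of Ddx3y. Replicate 2 is thus from female and replicate 1 from male tissue in both genotypes, so sex is balanced between WT and KO IEC. The paper writes both groups as Cul4b fn/Y, a male genotype, which the replicate 2 libraries do not match. Sex also differs within each genotype, so the biological coefficient of variation of 0.280 includes any difference between the sexes. Sex was tested as the reason why same-numbered libraries deviate together. Without the genes of the X and Y chromosomes the correlation was 0.298 over 13520 genes, against 0.342 with them, which goes against these genes as its source. Other effects of sex, and of culture or preparation in pairs, were not tested.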

How the results depend on the processing

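The one setting chosen only after the data were seen is the covariate for the class of mitochondrial ribosomal RNA in the crypts. For the 40 results that answer the comparisons there were 655 alternatives, of which 566 kept direction and side of the threshold or, for fits that leave an organoid arm with a single library and so have no test, moved by less than the spread between replicates. Through all their alternatives 8 results met this: Cul4b, Alpi and Irgm1, and the lists for ribosome, absorption and digestion, ISC markers, enterocyte markers and interferon response, all in KO IEC crypts (Alpi and Irgm1 were never called). Another 9 kept direction in all alternatives and side of the threshold in all with a test, and fell short only by untested moves: Cul4b, Irgm1 and the ribosome list in both organoid models, Lgr5 and the interferon response in KO CAG and DNA replication in KO IEC organoids. The enterocyte covariate was set as an alternative for gene lists and is not counted among those of Alpi, which it turns to -0.41. The NES of these lists ranged from 3.28 to 4.05 (ribosome), -3.70 to -1.69 (absorption), 1.66 to 2.89 (ISC), -3.26 to -2.58 (enterocyte) and -3.41 to -2.50 (interferon), apart from fits that left out a library. For 143 further results on genes and lists there were 2045 alternatives: 1549 the same, 330 weaker, 81 stronger, 16 reversed and 69 with no test that moved by more than the spread. Of these changes 202 of the weaker, 22 of the stronger, 10 of the reversed and all 69 moved values came from leaving out a library.

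The number of changed genes depends on the setting. In KO IEC crypts it was 240, and 527 without a low-count filter (216 shared), 538 with DESeq2 (235 shared), 439 with all 16 libraries in one fit (226 shared), 934 by the adjusted p alone and 2 with the class covariate. In KO IEC organoids it was 1, and 185 without the filter, 26 with DESeq2, 23 with shrunken fold changes and 16 with all 16 libraries in one fit. On simulated counts of these organoids DESeq2 made 57 false calls, edgeR with the replicate block 43 and edgeR without it 9. Genes given a smaller simulated shift count as false here too. In KO CAG organoids it was 1169, and 273 with all 16 libraries (263 shared), 654 with shrunken fold changes (654 shared) and 4278 by the adjusted p alone. The genes whose effect differs numbered 1 between KO IEC crypts and organoids and 572 without the filter, and 60 between KO IEC and KO CAG organoids and 599 without the filter (53 shared). At an unadjusted p under 0.05 the crypts had 4287 genes and the KO IEC organoids 650, where chance alone gives 671 and 697. The cause was not tested.

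With the replicate number as a block, same-numbered libraries deviated together by a mean correlation of 0.0463 in the crypts (-0.395 to 0.434) and 0.0669 in the KO CAG organoids. The block called 4 genes in the crypts, 1 in the KO IEC organoids and 1209 in the KO CAG organoids. In the crypts it gave a log2 fold change of -4.58 for Cul4b (adjusted p = 0.0255, edgeR), -0.74 for Lgr5 (adjusted p = 0.0891), 1.20 for Alpi (adjusted p = 0.394) and 0.0043 for Chga, and an NES of 3.93 for ribosome, 2.59 for DNA replication, 2.68 for ISC markers, -2.88 for enterocyte markers and -3.08 for the interferon response. In KO CAG organoids it gave -1.26 for Lgr5 and 1.36 for Alpi. The sign of Apoa4 in KO IEC organoids turned to -0.041. With a replicate block within each model, the effect differed for 2 genes between KO IEC crypts and organoids and for 7 genes (7 shared) between the organoids.

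Single genes changed as follows. Lgr5 in KO IEC crypts was -0.65 with the class covariate (adjusted p = 0.195; 0.000252 to 0.195 over its settings). The class covariate turned Mki67 in the crypts to 0.017, and Muc2 there turned to -0.083 with library size only and to -0.00057 without the filter. Lgr5 in KO IEC organoids was called without the filter (-1.501), with DESeq2 (-1.49), with all 16 libraries (-1.48) and with shrunken fold changes (-1.21), its adjusted p ranging from 1.73e-07 to 0.928 over its settings. Alpi in KO IEC organoids was called without the filter (0.85, adjusted p = 0.0189; 0.0189 to 1.00 over its settings). Alpi in KO CAG organoids was 1.34 and not called with all 16 libraries (adjusted p = 0.445; 7.09e-45 to 0.445). The cause was not tested.

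Of the gene lists, the enterocyte covariate moved the NES in KO IEC crypts to 1.45 for DNA replication, -0.85 for PPAR signaling, -1.24 for type II diabetes and 0.80 for Wnt targets, none called, and turned goblet markers to 0.90 and immune cell markers to 2.31. Gene length correction gave -1.27 for insulin signaling, 1.03 for Paneth and 1.402 for enteroendocrine markers, and with the replicate block as well -1.35 for insulin signaling and 1.02 for Paneth markers, none called. Requiring 10 counts in every library gave 1.47 for Paneth markers. For goblet markers the class covariate gave -1.53 (adjusted p = 0.0433; 0.0433 to 0.808 over its settings), and camera gave a p of 0.682 in the other direction. The nearest Reactome set gave -1.22 for insulin signaling in the crypts, -0.90 for DNA replication, -0.72 for PPAR signaling and -1.52 for absorption in KO CAG organoids, and 0.81 for absorption in KO IEC organoids. All 16 libraries in one fit gave -1.40 for PPAR signaling in KO IEC organoids. The interferon list in KO IEC organoids, -0.85 and not called, turned positive with library size only (0.93), without the filter (1.38, adjusted p = 0.0404; 0.0404 to 0.816), with DESeq2 (1.21), with the replicate block (0.88), with all 16 libraries (0.83) and when ranked by log2 fold change (1.25). The cause was not tested.

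Leaving out each of the 8 crypt libraries in turn gave from 2 to 643 changed genes, -0.84 to -0.66 for Lgr5 (called in 3 of the 8 fits), -0.29 to 0.68 for Muc2, -0.16 to 0.19 for Chga and -0.28 to 0.0082 for Mki67. The NES ran from -1.18 to 1.03 for goblet markers, 1.21 to 2.15 for enteroendocrine markers and -1.72 to 0.96 for immune cell markers, and the effect differed for 1 to 3 genes between KO IEC crypts and organoids. With an organoid library left out, 1 arm has a single library and no call is made. The KO IEC organoids then ran from -5.60 to -5.40 for Cul4b, 0.082 to 1.35 for Alpi and -0.50 to -0.19 for Irgm1, with an NES of 2.24 to 3.27 for ribosome, 1.12 to 2.80 for DNA replication, -2.19 to 1.36 for PPAR signaling, -2.75 to 2.07 for absorption -1.11 to 1.44 for the interferon response, -2.45 to 1.71 for enterocyte markers, -2.28 to 1.06 for goblet markers and -2.60 to 1.56 for enteroendocrine markers. The KO CAG organoids ran from -4.42 to -3.80 for Cul4b, -1.47 to -1.08 for Lgr5, 1.13 to 1.58 for Alpi and 0.044 to 0.24 for Irgm1, with an NES of 3.44 to 3.80 for ribosome, 1.60 to 2.56 for DNA replication, -1.93 to -1.89 for PPAR signaling, -3.05 to -2.83 for absorption and -2.27 to -2.05 for the interferon response.

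The stromal list had too few tested genes in either organoid model, so it was not run there. Depth limits genes at few counts, such as Ifng at 0 to 2 counts per library, for which no change is detectable.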

Differences from the paper's values

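A count is said to come near the paper's when neither is more than 1.5 times the other, and a log2 fold change or NES when the 2 values differ by no more than the spread between replicates (for an NES, between fits that leave out a library). The values of the paper come from its Supplementary Table S2 or were read by eye from its figures. The class of mitochondrial ribosomal RNA is the one setting chosen only after the result was seen.

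At an adjusted p under 0.05 the paper's table has 2277 genes in KO IEC crypts, against 934 here with edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test (2282), DESeq2 with shrunken fold changes (2323) came near it, and so by this rule did all 16 libraries in one fit (1659), which is still well short. No low-count filter (1479), at least 10 counts in every library (1114), DESeq2's size factors (790), library size only (635) and the replicate block (4) did not. The paper's methods name DESeq2. For KO CAG organoids, where the paper's table has 4405 genes, edgeR came near with 4278. So did library size only (4413), DESeq2's size factors (4274) and no low-count filter (4811). At least 10 counts in every library (3997) and the replicate block (4932) were near too. DESeq2's Wald test (2539), DESeq2 with shrunken fold changes (2538) and all 16 libraries in one fit (477) were not.

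For KO IEC organoids the paper's table has 589 genes, against 1 here. None of the alternatives set before the data were examined came near it, with 223 genes without a low-count filter, 26 with DESeq2, 24 with shrunken fold changes, 18 with all 16 libraries in one fit and 1 in the others. At an unadjusted p under 0.05 there were 650 genes, where chance alone gives 697.

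For Cul4b in KO IEC crypts the paper's log2 fold change is -4.10, against -4.56 here. Of the alternatives set before the data were examined, DESeq2 with shrunken fold changes (-4.12) came near it. By the same rule so did the fits without KO IEC replicate 3 (-4.38), KO IEC replicate 2 (-4.39) and WT replicate 3 (-4.49), which leave most of the difference, and the others did not. The class covariate, chosen after seeing the values, gave -4.41.

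The NES of the ribosome list in KO IEC crypts was 3.84, against the paper's about 3.6 in Fig. 2j, read by eye. Library size only (3.52), the enterocyte covariate (3.65), gene length correction with the replicate block (3.66) and the fits without WT replicate 4 (3.64) and KO IEC replicate 1 (3.67) came near it, and the other alternatives set before the data were examined, from 3.28 with DESeq2 to 4.05 without a filter, did not. The NES of DNA replication there was 2.67, against the paper's about 2.4 in Fig. 2j, read by eye. All 16 libraries in one fit (2.31), library size only (2.34), ranking by log2 fold change (2.401), gene length correction with the replicate block (2.498), DESeq2 (2.52) and the fit without KO IEC replicate 3 (2.496) came near it, and the others did not. The class covariate, chosen after seeing the values, gave 2.39, also near, and for ribosome it gave 3.81. The lists here are not the paper's gene sets.

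The NES of the ribosome list in KO CAG organoids was 3.53, against the paper's about 1.4 in Supplementary Fig. S2d, read by eye. None of the alternatives set before the data were examined came near it, with values from 2.92 to 3.80.

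Some calls of the paper's Fig. 3a also differ. It marks Alpi as higher with significance in KO IEC crypts and organoids and Lgr5 as lower in KO IEC organoids. Here Alpi had an adjusted p of 0.145 in the crypts and 0.856 in the organoids (edgeR), and Lgr5 0.856 in the organoids. No setting called Alpi in the crypts, where the lowest adjusted p was 0.0587 in a fit that left out a library and 0.0712 in the others. In the organoids Alpi was called without a low-count filter (adjusted p = 0.0189), and Lgr5 without a filter (1.73e-07), with DESeq2 (0.000107), with shrunken fold changes (0.000130) and with all 16 libraries in one fit (0.00234).

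The paper reports fewer goblet and enteroendocrine cells by staining for their markers in CUL4B-deficient intestine. In mRNA of the crypts Muc2 moved by 0.01 and Chga by -0.03 on the log2 scale (adjusted p = 0.989 and 0.924, edgeR). The enteroendocrine list was lower there, in the direction of the staining, at an NES of 1.72 (adjusted p = 0.00997, fgsea). With gene length correction that NES was 1.402 (adjusted p = 0.0872). The goblet list was not called (NES -1.03, adjusted p = 0.423). In KO CAG organoids, which the paper's staining statement does not cover, Lyz1, Muc2 and Chga were higher by 0.96, 0.71 and 1.50.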

Other observations

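Tests of the class of mitochondrial ribosomal RNA, of the genes on chromosome 7 and of Rpl35a in this part were chosen only after the result was seen.

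Every other split of the 8 crypt libraries into 4 and 4 was fitted in the same way as the genotypes. The real split parts all 4 same-numbered pairs, as 8 of the 35 splits do, so the smallest share is 1 of 8 and no result can be set apart from such a split at 0.05. As large a result, the real split included, came from 1 of the 8 splits for the number of changed genes (the others gave 0), from 1 for ribosome (highest other NES 3.71), 3 for DNA replication, 2 for PPAR signaling, 2 for absorption and digestion, 1 for the interferon response (2.76), 3 for type II diabetes, 1 for insulin signaling (1.60), 1 for ISC markers (2.45), 6 for Paneth markers, 7 for goblet markers, 3 for enteroendocrine markers, 2 for enterocyte markers and 3 for Wnt targets. The remaining splits part fewer pairs. Of these, 1 that parts 2 pairs and sets WT replicates 1, 2 and 3 and KO IEC replicate 1 against the rest gave 309 changed genes, more than the 240 of the genotypes. Other splits that part 2 pairs also exceeded the genotypes for ribosome (3.96 in each of 2 splits), the interferon response (3.16), ISC markers (2.70) and insulin signaling (1.804). Of all 35 splits, as large a result came from 2 for the number of genes, 3 for ribosome, 2 for the interferon response, 2 for ISC markers and 2 for insulin signaling. For DNA replication, absorption and digestion, and type II diabetes it came from 6 each. The numbers were 7 for PPAR signaling, 8 for enterocyte, 9 for enteroendocrine, 15 for Paneth and 30 for goblet markers, and 12 for Wnt targets. Correlations of same-numbered crypt libraries ran from -0.395 to 0.434 (mean 0.0463). WT and KO IEC replicate 4 lay apart from the others on the second principal component (-20.1 and -27.6, the others from -1.20 to 17.9), and the split with 309 genes has both of them in 1 arm.

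The class of mitochondrial ribosomal RNA splits the crypt libraries differently from their genotype. The split of the 4 low-class libraries against the rest, which parts 2 pairs, gave 19 changed genes and an NES of 3.08 for ribosome and 2.91 for the interferon response, smaller than the genotypes. For Paneth markers it gave 2.14 against 1.77 and for goblet markers 1.89 against 1.03, so for these lists class and genotype cannot be told apart by the splits. With the class as a covariate the Paneth list stayed on the WT side (1.51, adjusted p = 0.0440, fgsea) and the goblet list on the KO side (-1.53, adjusted p = 0.0433). The middle class, replicate 4 of both genotypes, also stood apart in other RNAs. Gm23935 took 182 CPM in WT and 192 CPM in KO IEC replicate 4, against 0.194 to 1.76 CPM in the other crypt libraries. Hist1h2ap took 0.0804 and 0 CPM there, against 3.59 to 31.6 CPM. The high class lay near the low class in both RNAs, so the classes are not steps of a single difference. Differences in library preparation may lie behind the class, and were tested as the source of the crypt results. With the class as a covariate the NES was 3.81 for ribosome, 2.39 for DNA replication, -3.03 for absorption and digestion, -3.02 for the interferon response and 2.401 for ISC markers (adjusted p at most 8.42e-06, fgsea), while 2 genes were called. Of 496 genes called without the replicate 4 libraries, 91.7% moved in the same direction between these 2 libraries, which share a class, against 67.04% of other genes. The class thus does not fully account for these results, and the covariate changes the call of Lgr5.

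For the interferon response in KO IEC crypts, cell mixture and technical explanations were tested. Immune cell markers had an NES of -1.22 (adjusted p = 0.233, fgsea), which leaves open whether more immune cells in the KO IEC crypts contribute. Stromal cell markers lay on the WT side, at 1.56, but this was not called (adjusted p = 0.0579, fgsea). All 5 tested genes of that list were lower in KO IEC, which goes against more stromal cells. Without any one KO IEC library the adjusted p of the list was at most 6.01e-19, so no single one carries it. Depth did not part the genotypes, as the totals of 2 of the 4 KO IEC libraries lay within the WT range. In organoids, which are epithelial cultures, the NES was -2.203 in KO CAG (adjusted p = 2.78e-08) and -0.85 in KO IEC (adjusted p = 0.767). An epithelial response may thus occur without immune cells in the KO CAG model, while for the crypts it remains a hypothesis that cannot be told apart from immune cells in the preparations.

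For the ribosome list in KO IEC crypts, correction for gene length gave an NES of 3.51 (adjusted p = 1.32e-26, fgsea), which goes against length bias as the full explanation. The share of counts in the 10 largest genes was 6.50% to 9.58%, and 1 KO IEC library lay within the range of WT, so a few genes taking most of the counts do not part the genotypes.

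Alpi and the enterocyte list in KO IEC crypts may reflect villus cells carried over into the crypt preparations. With the score of the other enterocyte markers as a covariate, Alpi had a log2 fold change of -0.41 (adjusted p = 0.885, edgeR; 0.0712 to 0.595 over its other settings), so its rise follows that of the other markers. More differentiation inside the crypts would do the same. A list of villus tip markers had an NES of -1.82 in KO IEC crypts (adjusted p = 0.00701, fgsea), with 15 of 16 genes higher, overlapping library scores (exact permutation test, p = 0.114) and median differences of 0.082 and 0.83 log2 CPM within the low and middle classes. In organoids, where no villi can be carried over, it was -2.19 in KO CAG (adjusted p = 8.98e-07), and -1.19 in KO IEC (adjusted p = 0.304) or -1.55 with the replicate block. Such genes thus rise without villi in the KO CAG model, while for the crypts the 2 explanations cannot be told apart.

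IRGM1 protein has a ratio of 16.2 in the paper's proteome table, and Irgm1 mRNA (chromosome 11 of GRCm38, 48861968 to 48871683) had log2 fold changes of 0.20 in KO IEC crypts, -0.34 in KO IEC organoids (-0.35 with the replicate block) and 0.15 in KO CAG organoids (adjusted p = 0.519, 0.856 and 0.442, edgeR), with 0.26 and 0.27 log2 CPM within the low and middle classes. Whether it rises with the interferon response could not be settled, as Irgm1 with the score of that list as a covariate had a p of 0.536 by edgeR's quasi-likelihood test and a log2 fold change of -0.22. Of the paper's other candidate substrates, Ube2l6 mRNA rose in KO IEC crypts by 1.10 (adjusted p = 0.0522), Ptprf by 0.65 (0.0578) and Ddi2 by 0.44 (0.100). H2afy fell there by 0.34 (0.114), and none of these was called. In KO CAG organoids Ube2l6 rose by 1.50 and was called (adjusted p = 0.000507, edgeR), while Ptprf, Ddi2 and H2afy had 0.07, -0.04 and -0.13, not called. Ube2l6 had -0.18 in KO IEC organoids (adjusted p = 0.941, edgeR).

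Across 431 proteins that the paper's table lists as changed and whose mRNA was tested, log2 protein ratio and mRNA log2 fold change in KO IEC crypts had a Spearman correlation of 0.0353 (p = 0.463, 100000 permutations). Of 169 higher proteins 77 had higher mRNA, and of 262 lower proteins 118 had lower mRNA. By the paper's methods, crypts of several mice were mixed for the proteome. The protein ratios, that of IRGM1 included, thus come without replicates here. Measurement error in them cannot be told apart from a difference between protein and mRNA.

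A group of genes on chromosome 7 was lower in KO CAG organoids. Of 42 genes with a log2 fold change under -2, 5 lay in 1 window of 5 megabases from 105 to 110 (permutation of positions, p = 6.0e-04, 10000 permutations). These are Gvin1 (-3.86), Gm8989 (-2.88), Gm4070 (-2.87), Gm27149 (-2.49) and Gm8979 (-2.41), a family of similar sequences, so their values are uncertain. In KO IEC crypts they moved by -0.18, -0.11, -0.58, 0.52 and 0.21, and in KO IEC organoids by 0.79, 0.64, 0.89, 0.96 and 0.52. A different genetic background of the WT and KO CAG cultures may explain it, which these counts cannot settle. A weaker interferon response goes against the NES of -2.203 of that list, which is higher in KO CAG.

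Rpl35a-ps6 fell by 2.25 on the log2 scale in KO IEC crypts and Rpl35a itself fell by 0.47, so reads shared with Rpl35a do not account for its size. No biological explanation was tested.

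Tnf mRNA had 28 to 55 counts in WT and 7 to 24 in KO IEC crypts (log2 fold change -1.25, standard error 0.36, adjusted p = 0.0610, edgeR), and 6 to 16 in WT and 32 to 36 in KO CAG organoids (1.49, adjusted p = 0.0275). Il6, Il1b and Il10 had at most 3 counts in any library.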
